# Comparative Transcriptome Analyses Revealed Conserved and Novel Responses to Cold and Freezing Stress in *Brassica napus* L

**DOI:** 10.1534/g3.119.400229

**Published:** 2019-06-05

**Authors:** He Xin, Ni Xianchao, Xie Pan, Liu Wei, Yao Min, Kang Yu, Qin Lunwen, Hua Wei

**Keywords:** Transcriptome, rapeseed, cold acclimation, cold shock, chilling, freezing

## Abstract

Oil rapeseed (*Brassica napus* L.) is a typical winter biennial plant, with high cold tolerance during vegetative stage. In recent years, more and more early-maturing rapeseed varieties were planted across China. Unfortunately, the early-maturing rapeseed varieties with low cold tolerance have higher risk of freeze injury in cold winter and spring. Little is known about the molecular mechanisms for coping with different low-temperature stress conditions in rapeseed. In this study, we investigated 47,328 differentially expressed genes (DEGs) of two early-maturing rapeseed varieties with different cold tolerance treated with cold shock at chilling (4°) and freezing (−4°) temperatures, as well as chilling and freezing stress following cold acclimation or control conditions. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis indicated that two conserved (the primary metabolism and plant hormone signal transduction) and two novel (plant-pathogen interaction pathway and circadian rhythms pathway) signaling pathways were significantly enriched with differentially-expressed transcripts. Our results provided a foundation for understanding the low-temperature stress response mechanisms of rapeseed. We also propose new ideas and candidate genes for genetic improvement of rapeseed tolerance to cold stresses.

Low-temperature is a major environmental stress that adversely affects plant growth and development, limiting crop productivity. Plants evolutionarily developed a wide variety of mechanisms to cope with low-temperature stress. The response to low-temperature in plants is a complex process that involves morphological, physiological, biochemical and molecular processes, including gene expression, enzyme activity and metabolic homeostasis (Theocharis *et al.* 2012; Nievola *et al.* 2017). Chilling stress (0-15°) causes the membrane to rigidify, destabilizes protein complexes and impairs photosynthesis, whereas freezing stress (< 0°) causes more serious injuries to the plant (Shi *et al.* 2018; Ruelland *et al.* 2009).

Many plants showed increased freezing tolerance upon exposure to low non-freezing temperatures in a phenomenon known as cold acclimation (Thomashow 1999). Cold acclimation involved an array of physiological and biochemical modifications, and these altered processes involved changes in gene expression patterns via phytohormone and the ICE-CBF-COR transcriptional regulatory cascade (Shi *et al.* 2018).

C-repeat binding factors (CBF) transcription factors, also known as dehydration responsive element binding factor 1 (DREB1) proteins, could bind directly to the CRT/DRE *cis*-element in the promoters of cold regulated (*COR*) genes, and subsequently induced the expression of *COR* genes (Jaglo-Ottosen *et al.* 1998; Liu *et al.* 1998). The *COR* genes protected plant cells against cold-induced damage, repaired cold-rigidified membranes and stabilized cellular osmotic potential by encoding cryoprotective proteins and key enzymes for osmolyte biosynthesis (Chinnusamy *et al.* 2007). In *Arabidopsis*, the basic helix-loop-helix (bHLH) transcription factor ICE1 was shown to bind directly to the CANNTG *cis*-elements in the promoters of CBF and upregulated CBF expression under cold stress (Chinnusamy *et al.* 2003; Kim *et al.* 2015). Apart from CBFs, various transcriptional factors including HSFC1, ZAT12, ZF, ZAT10 and RAV1 were also involved in modulating COR expression by bypassing CBF signaling (Park *et al.* 2015).

Abscisic acid (ABA) is a vital plant hormone that plays a key role in stress resistance during plant growth and development (Vishwakarma *et al.* 2017). It was reported that OST1/SnRK2E, a serine-threonine protein kinase in ABA core signaling pathway, acted upstream of CBFs to positively regulate freezing tolerance via phosphorylating ICE1 to prevent its 26S proteasome-mediated degradation by HOS1 (Ding *et al.* 2015). SnRK2E phosphorylated basic transcription factors 3 (BTF3) and BTF3-like factors, and facilitated their interactions with CBFs to promote CBF stability under cold stress (Ding *et al.* 2018).

Jasmonic acid (JA) is a lipid-derived plant hormone that plays an important role in the plant abiotic and biotic stresses (Wasternack and Song 2017; Wasternack and Strnad 2018). It was reported that JA signaling positively regulated the plant responses to freezing stress via the interaction between the repressors of jasmonate signaling proteins (TIFY/JAZ) and ICE1/2, thus suppressing the transcriptional activity of ICE proteins, thereby attenuating CBF genes expression (Hu *et al.* 2013).

Oil rapeseed is a winter biennial oil-seed crop, responds to vernalization and shows an excellent tolerance to cold stresses during vegetative stage. In recent years, more and more early-maturing rapeseed varieties were planted across China. Unfortunately, the early-maturing rapeseed varieties with low cold tolerance have higher risk of freeze injury in cold winter and spring. Hence, it is vital to compare early-maturing rapeseed varieties tolerant to cold and evaluate molecular mechanisms that adapt to different low-temperature stress conditions.

In this study, RNA-seq technology was used to compare differentially expressed genes (DEGs) of two early-maturing rapeseed varieties with different cold tolerance, that were treated with cold shock (4° and −4°) temperatures, as well as chilling (4°) and freezing (−4°) temperatures following cold acclimation and control conditions. Analyses identified conserved and novel signaling pathways and genes. Our results provided a foundation for understanding the low-temperature stress response mechanisms of rapeseed. We also propose new ideas and candidate genes for genetic improvement of rapeseed tolerance to cold stresses.

## Materials and Methods

### Plant materials and treatments

The seedlings of two early-maturing semi-winter rapeseed varieties (HX17 and HX58) were cultured in incubators under 20° (14 h light: am6:00-pm8:00)/16° (10 h dark: pm8:00-am6:00) 4 weeks, then treated with 4° (14 days) →4° (12 h) or - 4° (12 h), 20°/16° (light/dark) 6 weeks → 4° (12 h), 20° (14 h light: am6:00-pm8:00)/16° (10 h dark: pm8:00-am6:00) 6 weeks →- 4° (12 h). For the acclimation condition, after the 14 days at 4°, 4°/-4° (12h) mean a treatment with 4° or -4° at pm8:00-am8:00 (10 h dark and 2 h light). Then the third leaves from the top were collected at am8:00 after cold treatment and stored at - 80° immediately until RNA extraction.

### Total RNA extraction and sequencing

The samples were sent to the sequencing cooperation of Novogene Co. Ltd (Bejing, China) for RNA isolation, examination and sequencing. HiSeq PE150 of Illumina was selected for the sample transcriptome sequencing.

### Transcriptome assembly and annotation

Raw data (raw reads) of fastq format were first processed through in-house perl scripts. In this step, clean data/reads were obtained by removing reads containing adapter or, reads containing ploy-N and low quality reads from raw data. At the same time, Q20, Q30 and GC content for the clean data were calculated. All the downstream analyses were based on the clean data with high quality.

Reference genome and gene model annotation files were downloaded from genome website directly. Index of the reference genome was built using Hisat2 v2.0.4 and paired end reads were aligned to the reference genome using Hisat2 v2.0.4. Hisat2 was selected as the mapping tool because it can generate a database of splice junctions based on the gene model annotation file, thus providing better mapping result than other non-splice mapping tools.

HTSeq v0.9.1 was used to count the reads mapped to each gene. FPKM of each gene was calculated based on the length of the gene and read counts mapped to the gene. FPKM considers the combined effects of sequencing depth and gene length for the read counts, and is currently the most commonly used method for estimating gene expression levels (Trapnell *et al.* 2009).

### Differential expression analyses of transcripts

Differential expression analysis of two conditions/groups (three biological replicates per condition) was performed using the DESeq R package (1.18.0). DESeq provide statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution (K_ij_ ∼ NB(μ_ij_,σ_ij_^2^)). The resulting *P*-values were adjusted using the Multiple Hypothesis Testing for controlling false discovery rate. Genes with an adjusted *P*-value < 0.05 calculated by DESeq were assigned as differentially expressed.

### GO and KEGG enrichment analyses of differentially expressed genes (DEGs)

Gene ontology (GO) enrichment analysis of DEGs was implemented by the GOseq R package, in which gene length bias was corrected. GO terms with corrected *P*-value < 0.05 were considered significantly enriched in DEGs.

KEGG is a database resource for understanding high-level functions and utilities of the biological system, such as the cell, the organism and the ecosystem, at molecular level, especially large-scale datasets generated by genome sequencing and other high throughput technologies (http://www.genome.jp/kegg/). KOBAS software was used to test the statistical significance of enrichment of DEGs in KEGG pathways.

### qRT-PCR

To confirm the validity of the RNA-Sequencing data, we randomly selected nine DEGs for qRT-PCR analysis. 3 µg total RNAs/sample was used for cDNA biosynthesis with Superscript III reverse transcriptase (Invitrogen, San Diego, USA). The qRT-PCR was performed using the CFX96 Real-Time System (Bio-Rad, USA) with SYBR green (Bio-Rad, USA). The relative changes were calculated with 2-∆Ct and the *BnaActin* (*BnaC05g34300D*) from *B. napus* was used as the endogenous reference gene. The relative transcript level was determined and normalized using the reference level and averaged over the three technical replicates. Primers for the qRT-PCR (Table S10) were designed according to the cDNAs sequences using Primer Premier 5 (http://www.premierbiosoft.com/crm/jsp/com/pbi/crm/clientside/ProductList.jsp).

### Data Availability

The sequencing rawdata are accessible through GEO (GSE129220): https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE129220. Supplemental material available at Figshare: https://10.6084/m9.figshare.7379858.

## Results and discussion

### Transcriptomic analyses

Two early-maturing semi-winter rapeseed varieties (HX17 and HX58) with different cold tolerance (Figure S1) were selected for transcriptomic investigation by RNA-Seq following different low-temperature treatments.

The responsive mechanisms were different between chilling and freezing temperatures, as well as cold shock and cold acclimation in plants (Ruelland *et al.* 2009; Guy 1999; Nievola *et al.* 2017). A short-term exposure to low, non-freezing temperatures sufficiently induced cold acclimation resulting in increased tolerance to freezing conditions [5]. Accordingly, 20°/16° (light/dark) →cold-acclimation (4°, 14 days) → 4°/−4° (12 h), 20°/16° (light/dark) → 4°/−4° (12 h), were selected as the treatment conditions (Figure 1).

**Figure 1:**
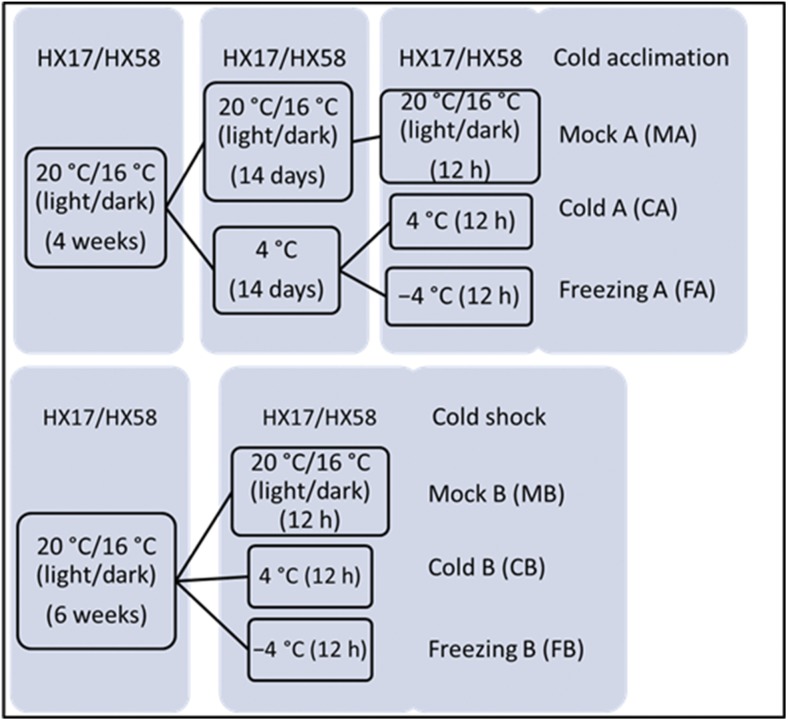
The processes of different low-temperature treatments on two rapeseed (*Brassica. napus L*. cv. HX17 and HX58) seedlings.

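The 36 libraries form 12 groups of 3. Seedlings of HX17 and HX58 grew for 4 weeks at 20/16°, then for 14 days at 4°, and then stood for 12 h at 4° (CA) or -4° (FA), or grew for 6 weeks at 20/16° before 12 h at 4° (CB) or -4° (FB). The controls MA and MB had 6 weeks at 20/16° and 12 h more. CA and FA are compared with MA, and CB and FB with MB. The authors aligned the reads with Hisat2 to the Genoscope genome, whose version is not given in the sources used here, and counted reads per gene with HTSeq. The deposited counts and FPKM of 106340 genes are the input. Totals run from 32214015 to 59290772 counts per library, which are 70.9% to 79.6% of the clean reads that the paper lists. Group medians are 34810714 in HX17_CA, 40598993 in HX17_CB, 38217168 in HX17_FA, 37985605 in HX17_FB, 39594797 in HX17_MA, 33376763 in HX17_MB, 33942647 in HX58_CA, 43841301 in HX58_CB, 52790727 in HX58_FA, 45180614 in HX58_FB, 46926195 in HX58_MA and 40194418 in HX58_MB, and counts above 0 were found for 52780 to 67037 genes per library. Each comparison was tested with edgeR 4.0.16 (quasi-likelihood, TMM) on its 6 libraries, and a gene is called at a fold change of 2 or more and an edgeR adjusted p under 0.005, the thresholds in the paper's results. Each call was tested again with each library left out in turn. With 3 libraries against 3 the smallest possible exact p of a rank test is 0.1, so no rank test was used. A gene symbol stands for the loci whose deposited Swiss-Prot match is that Arabidopsis protein. Numbers of loci include those with too few counts for the test, unless tested loci are named. For most symbols the locus with the highest mean CPM is described. For CCA1, SPA1, RUP1, RUP2, MYB75 and VIL1 only numbers of loci are given. Reads may be shared between near-identical A and C copies, so a single locus can carry counts of its homoeologue. Fold changes against a group with 0 counts are lower bounds against 3 counts. These bounds and the counting intervals take counts as independent and leave out the spread between replicates. By the paper's clean bases per read its clean reads are single mates, and the counts in each library outnumber the pairs. Both mates of at least some fragments were therefore counted. The intervals are too narrow for that reason, and the bounds too high.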

Total RNA was extracted from the seedlings of HX17 and HX58 treated with different low-temperature conditions and sequenced using the Illumina HiSeq 2500 platform. A total of 296.67 Gb clean data (1,977,933,478 clean reads) were acquired after removal of adaptor sequences, ambiguous nucleotides and low-quality sequences (Table 1). Approximately 43.1-78.1 million clean reads were obtained from the libraries. The Q-score for 88.17–93.99% of reads was Q30, and 82.57–86.51% of the total reads were uniquely mapped to the reference genome (Table S1). The mapped sequences were assembled with Cufflinks, referenced against the annotated genome sequence of the tetraploid species *B. napus* provided by Index of /brassicanapus/data (http://www.genoscope.cns.fr/brassicanapus/data/). RNA-Seq revealed that there was a total of 172,412 transcripts and 110,367 unigenes, and 10,578 genes on average for each sample, including 78,945 known genes and 26,233 novel genes on average (Table S2). Gene expression levels were estimated by fragments per kilo base of transcript per million fragments mapped (FPKM) (Langmead *et al.* 2009). Approximately 8.51–11.97% of total genes’ FPKM was more than 15.0, and 59.26–65.50% of total genes’ FPKM was lower than 1.0 (Table S3).

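Over all 106340 listed genes, 8.51% to 11.96% had FPKM above 15 and 57.98% to 65.50% had FPKM below 1 (n = 36 libraries). Of the listed genes 21064 had no count in any library. Restricting the shares to the 85276 counted genes moved them most, to 10.6% to 14.9% above 15 and 47.6% to 57.0% below 1.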

**Table 1:** Quality filtering and statistics of raw reads obtained in transcriptome libraries of B. napus exposed to low-temperature treatments

Sample name	Raw reads	Clean reads	clean bases	Error rate (%)	Q20 (%)	Q30 (%)	GC content (%)
HX17_MA1	61608094	58966572	8.84G	0.03	97.36	92.93	44.06
HX17_MA2	46842038	45252272	6.79G	0.03	96.98	92.17	44.39
HX17_MA3	51620482	50405900	7.56G	0.03	97.11	92.01	45.91
HX17_CA1	45028428	44096512	6.61G	0.03	96.97	91.66	45.83
HX17_CA2	53540226	52633174	7.89G	0.03	96.72	91.49	46.35
HX17_CA3	49776538	47962390	7.19G	0.03	96.70	91.54	43.39
HX17_FA1	46114476	45390992	6.81G	0.03	96.66	91.37	44.84
HX17_FA2	66471914	64442766	9.67G	0.03	97.11	92.40	45.85
HX17_FA3	49756338	49191330	7.38G	0.03	97.20	92.53	45.64
HX17_MB1	45873106	45028940	6.75G	0.03	95.42	88.17	44.09
HX17_MB2	47889494	47067140	7.06G	0.03	96.75	91.57	45.00
HX17_MB3	46228026	45344394	6.80G	0.03	96.94	92.04	44.25
HX17_CB1	70149774	68467860	10.27G	0.03	97.85	94.12	44.40
HX17_CB2	54975576	53977612	8.10G	0.03	97.12	92.04	44.50
HX17_CB3	55136028	53840712	8.08G	0.03	97.02	91.82	44.74
HX17_FB1	79518680	78163306	11.72G	0.03	97.70	93.70	44.76
HX17_FB2	48126142	47147508	7.07G	0.03	96.75	91.28	44.80
HX17_FB3	52485614	51527762	7.73G	0.03	97.77	93.79	44.19
HX58_MA1	67391320	65727088	9.86G	0.03	97.16	92.16	44.28
HX58_MA2	66677164	64776152	9.72G	0.03	97.09	91.98	43.86
HX58_MA3	47017928	44892330	6.73G	0.03	97.07	92.07	43.88
HX58_CA1	44491830	43128444	6.47G	0.03	96.66	91.39	46.46
HX58_CA2	47877742	46243718	6.94G	0.03	96.73	91.40	45.62
HX58_CA3	49056666	47594184	7.14G	0.03	97.85	93.99	45.77
HX58_FA1	77825480	76080646	11.41G	0.03	97.92	94.08	44.84
HX58_FA2	72714882	70675296	10.6G	0.03	97.72	93.61	45.33
HX58_FA3	62524530	60787534	9.12G	0.03	97.71	93.59	45.10
HX58_MB1	55247676	54098192	8.11G	0.03	96.74	91.23	44.28
HX58_MB2	57837196	56764648	8.51G	0.03	96.82	91.34	45.16
HX58_MB3	49353542	48225898	7.23G	0.03	97.34	92.54	44.69
HX58_CB1	61754716	60061840	9.01G	0.03	97.88	93.95	43.42
HX58_CB2	66709668	64672348	9.70G	0.03	97.69	93.60	42.76
HX58_CB3	52648416	51400508	7.71G	0.03	96.73	91.28	43.77
HX58_FB1	58213716	56978060	8.55G	0.03	97.04	91.89	46.07
HX58_FB2	59190884	57729982	8.66G	0.03	97.11	92.37	46.39
HX58_FB3	60769766	59189468	8.88G	0.03	97.10	92.36	45.06

Assembly Steps	Total assembled transcripts	Number of transcripts (>1000bp)	Percent of transcripts	Maximum transcript length	Average transcript length	N50 value (bp)	Coverage (X)
Assembler SOAPdenovotrans (65 k-mer)	91,765	32,509	35.43	12,805	903.39	1,427	160
After gap filling and hierarchical clustering	53,806	24,429	45.40	12,674	1,096.96	1,499	218
After removing mis-assembled transcripts	46,556	19,347	41.55	9,811	1,013.66	1,393	226
BLASTX best group representatives (unigenes)	25,400	12,588	49.56	9,811	1,153.30	1,502	240

For the evaluation of DEGs’ reliability and the filter of abnormal samples, Pearson correlation coefficient (PCC) analysis was conducted. 

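The lowest R² of log10(FPKM + 1) among the 36 pairs of replicates was 0.929, between HX17_CA replicates 1 and 3. The median was 0.957, the highest 0.981, and 11 pairs were below 0.95. Libraries of different groups reached an R² of up to 0.956, and all 36 libraries were nearest to a library of their own group. Untransformed FPKM moved the minimum most, to 0.816, and genes with a mean FPKM of 1 or more gave 0.874. Replicate numbers do not pair across groups, with correlations of -0.543 to 0.237 between the deviations of equal numbers in 16 comparisons.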

The correlation analysis indicated that all three technical replicates replication samples showed more than 0.929 (R^2^) of similarities (Table S4).

### Differentially expressed genes (DEGs) in rapeseed under different low-temperature treatments

Differential expression analysis of treatments and control group was performed using the DESeq (Anders and Huber 2010). A threshold of fold change of ≥2 and p-adjusted q-value of < 0.005 was used for identifying DEGs.

A total of 47,328 DEGs (HX17_CA *vs.* HX17_MA: 3446; HX17_FA *vs.* HX17_MA: 7738; HX17_FA *vs.* HX17_CA: 5378; HX17_CB *vs.* HX17_MB: 16802; HX17_FB *vs.* HX17_MB: 22271; HX17_FB *vs.* HX17_CB: 3704; HX58_CA *vs.* HX58_MA: 10340; HX58_FA *vs.* HX58_MA: 16505; HX58_FA *vs.* HX58_CA: 18280; HX58_CB *vs.* HX58_MB: 21902; HX58_FB *vs.* HX58_MB: 25279; HX58_FB *vs.* HX58_CB: 4381) were identified in the different low-temperature treatments (Figure 2 and Table S5). 

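With edgeR at a fold change of 2 or more and an adjusted p under 0.005 (n = 3 against 3 in each comparison), the 12 comparisons called 31142 different genes. The authors' deposited calls, which give the paper's counts in 11 of 12 comparisons, pass an adjusted p under 0.05 with no fold limit. The paper's counts and these are thus at unlike thresholds. In HX17 the counts were 527 for CA against MA, 4009 for FA against MA, 2074 for FA against CA, 7486 for CB against MB, 13609 for FB against MB and 1463 for FB against CB. In HX58 they were 2729 for CA against MA, 9010 for FA against MA, 8339 for FA against CA, 14038 for CB against MB, 16299 for FB against MB and 1552 for FB against CB. HX17_CA vs HX17_MA was the smallest, with 303 genes higher and 224 lower of 49872 tested, and HX58_FB vs HX58_MB the largest, with 8845 higher and 7454 lower of 54813. Of the alternatives that keep all libraries, an adjusted p under 0.05 with no fold limit moved the counts most, with 4787 genes for HX17_CA vs HX17_MA and 49855 over the 12 comparisons. DESeq2 gave 3866 and 40802. The counts depend on single libraries. HX17_CA vs HX17_MA called 156 without HX17_CA replicate 1, 59 without HX17_CA replicate 2, 23 without HX17_MA replicate 1, 154 without HX17_MA replicate 2 and 57 without HX17_MA replicate 3. HX17_FA vs HX17_MA called 2242 without HX17_FA replicate 1, 2148 without HX17_MA replicate 1 and 2528 without HX17_MA replicate 3. HX17_FA vs HX17_CA called 873 without HX17_CA replicate 2, 834 without HX17_FA replicate 1 and 1210 without HX17_FA replicate 2. HX17_CB vs HX17_MB called 4803 without HX17_CB replicate 2, 2007 without HX17_MB replicate 1, 4408 without HX17_MB replicate 2 and 2608 without HX17_MB replicate 3. HX17_FB vs HX17_MB called 6224 without HX17_MB replicate 1 and 6947 without HX17_MB replicate 3. HX17_FB vs HX17_CB called 817 without HX17_CB replicate 1, 817 without HX17_CB replicate 2, 919 without HX17_CB replicate 3, 835 without HX17_FB replicate 1 and 859 without HX17_FB replicate 3. HX58_CA vs HX58_MA called 682 without HX58_CA replicate 1, 969 without HX58_CA replicate 2, 833 without HX58_CA replicate 3, 1267 without HX58_MA replicate 1 and 1662 without HX58_MA replicate 3. HX58_FA vs HX58_MA called 5718 without HX58_FA replicate 1, 5597 without HX58_FA replicate 2 and 5157 without HX58_FA replicate 3. HX58_FA vs HX58_CA called 5331 without HX58_FA replicate 3. HX58_CB vs HX58_MB called 7754 without HX58_CB replicate 3, 7533 without HX58_MB replicate 1 and 8434 without HX58_MB replicate 2. HX58_FB vs HX58_MB called 10261 without HX58_MB replicate 1. HX58_FB vs HX58_CB called 933 without HX58_CB replicate 1, 603 without HX58_CB replicate 3 and 676 without HX58_FB replicate 2. The 12 comparisons called 13820 genes when replicate 1 was left out of every group.

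**Figure D1:**
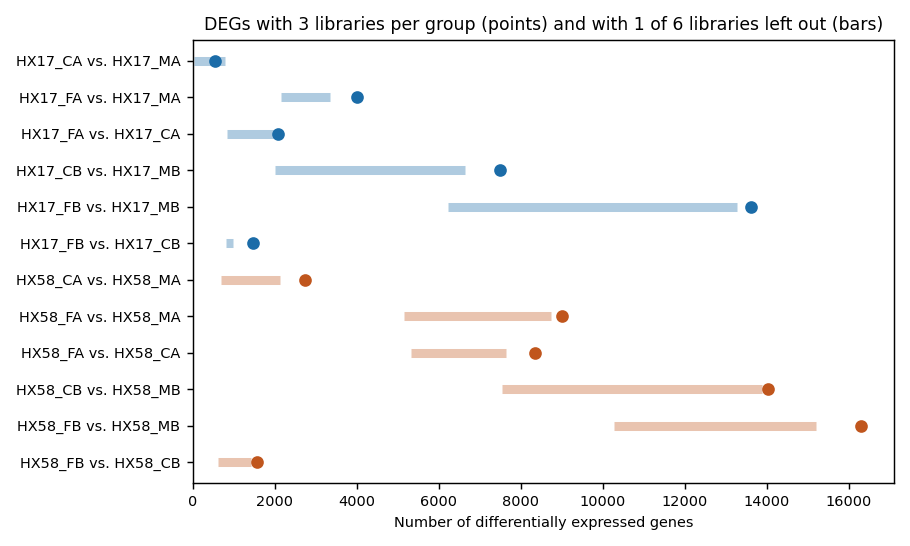
Called genes (number, horizontal axis) in each of the 12 comparisons for HX17 and HX58 (vertical axis). Points are the counts with 3 libraries per group and bars the range with 1 of the 6 libraries left out, from 23 to 784 for HX17_CA vs HX17_MA and from 10261 to 15200 for HX58_FB vs HX58_MB.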

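Of the tested genes, edgeR called 26.1% in HX17_FB, 14.2% in HX17_CB, 7.89% in HX17_FA and 1.06% in HX17_CA, and 29.7% in HX58_FB, 26.0% in HX58_CB, 16.7% in HX58_FA and 5.37% in HX58_CA (n = 3 against 3). The falling order of these 4 held in 8 of 9 alternatives that keep all libraries, in either variety. With 1 library left out of both comparisons, 36 pairs of fits, FB called more than CB in 35 pairs in HX17 and 29 in HX58, CB more than FA in 27 (CB 2007 to 6630, FA 2148 to 3331) and 30 (7533 to 13894 and 5157 to 8740), and FA more than CA in 36 and 36. CB was lowest without MB replicate 1 in both varieties. Against the other control group the order changed in both varieties, to 3106, 6524, 3487 and 8398 genes for CA, FA, CB and FB in HX17 and 6116, 11168, 10781 and 14290 in HX58. Called in the same direction against either control were 389 in HX17_CA, 3204 in HX17_FA, 2600 in HX17_CB, 6915 in HX17_FB, 1827 in HX58_CA, 6409 in HX58_FA, 8411 in HX58_CB and 10953 in HX58_FB.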

Statistically, DEGs in both HX17 and HX58 showed that FB had the most DEGs and CA had the least, in the order of FB > CB > FA> CA. 

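Of the genes called in either variety, 252 after CA, 2875 after FA, 4173 after CB and 8263 after FB were called in both, and 250, 2863, 4131 and 8179 of them in the same direction (edgeR, n = 3 against 3 in each variety). HX58 had the higher count in all 4 treatments in 9 of 9 alternatives that keep all libraries. With 1 library left out in each variety it was higher in 35, 36, 36 and 31 of 36 pairs of fits for CA, FA, CB and FB (FB 10261 to 15200 in HX58 and 6224 to 13261 in HX17). In a correlation tree of the 12 group means over the called genes, the first split set HX58_CA, HX58_FA, HX58_MA and HX58_MB apart from the other 8 groups, and with 3 clusters HX58_CB and HX58_FB parted from HX17. The tree depends on its construction: with Euclidean distance, or without replicate 1 or 3, the first split set CB and FB of both varieties (4 groups) apart from the rest, and over all genes with a mean FPKM of 1 or more the 6 groups of HX17 from the 6 of HX58.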

HX58 presented with more DEGs than HX17 (Figure 2), consistent with the cluster analysis of DEGs (Figure 3 and Figure S2). In addition, the lower temperature correlated with more injuries, and HX58 was more susceptible to low-temperature stress (Figure S1). DEGs under different stresses in both HX17 and HX58 were presented as CA *vs.* FA > CB *vs.* FB (Figure 2), confirming that the cold acclimation altered the responses to freezing stress in plant.

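The larger count for FA vs CA than for FB vs CB held in 7 of 7 alternatives that keep all libraries, in either variety. With 1 library left out of both it held in 36 of 36 pairs of fits in HX58 and 30 in HX17, where FA vs CA called 873 without HX17_CA replicate 2 and 834 without HX17_FA replicate 1, and FB vs CB 817 to 980.0. Tested gene by gene, the response to freezing differed between acclimated and non-acclimated seedlings for 3642 genes in HX58 and 100 in HX17 (edgeR interaction, adjusted p under 0.005 and a 2-fold difference, n = 12 libraries per variety). In HX58 the count was 1920 without HX58_FA replicate 1, 2031 without HX58_FA replicate 2, 1706 without HX58_FA replicate 3, 2225 without HX58_CB replicate 1, 1993 without HX58_CB replicate 3, 2161 without HX58_FB replicate 1 and 1811 without HX58_FB replicate 2. In HX17 it was 47 without HX17_CA replicate 1, 26 without HX17_CA replicate 2, 5 without HX17_FA replicate 1, 24 without HX17_FA replicate 2, 20 without HX17_CB replicate 1, 40 without HX17_CB replicate 2, 46 without HX17_CB replicate 3, 54 without HX17_FB replicate 2 and 29 without HX17_FB replicate 3. The test with an adjusted p under 0.05 and no fold limit gave 12184 and 2065 genes.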

**Figure 2:**
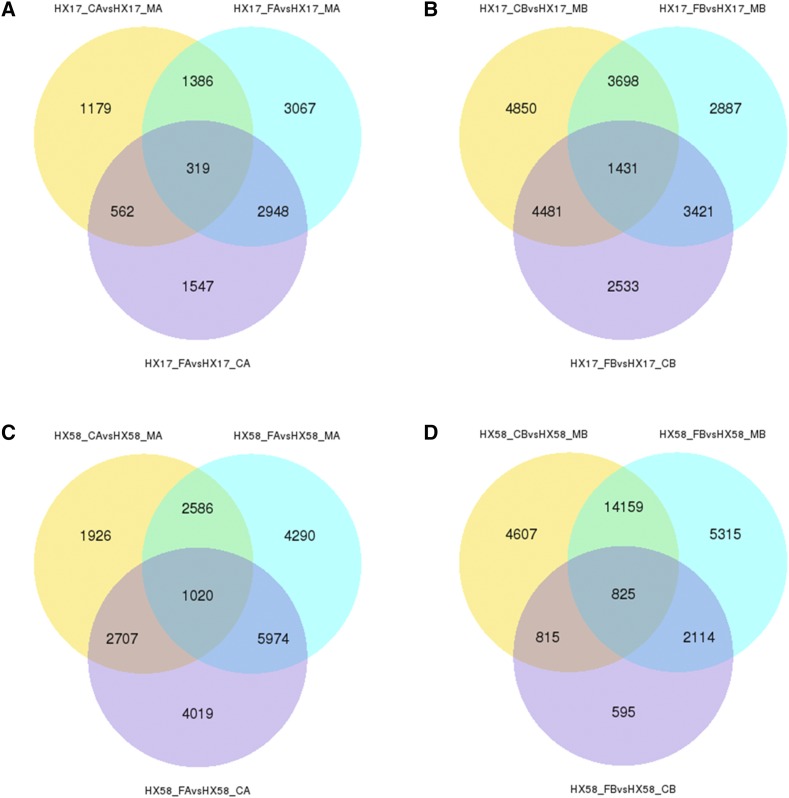
Venn diagram of DEGs between HX17_MA, HX17_CA, HX17_FA (A); HX17_MB, HX17_CB, HX17_FB (B); HX58_MA, HX58_CA, HX58_FA (C); HX58_MA, HX58_CA, HX58_FB (D).

**Figure 3:**
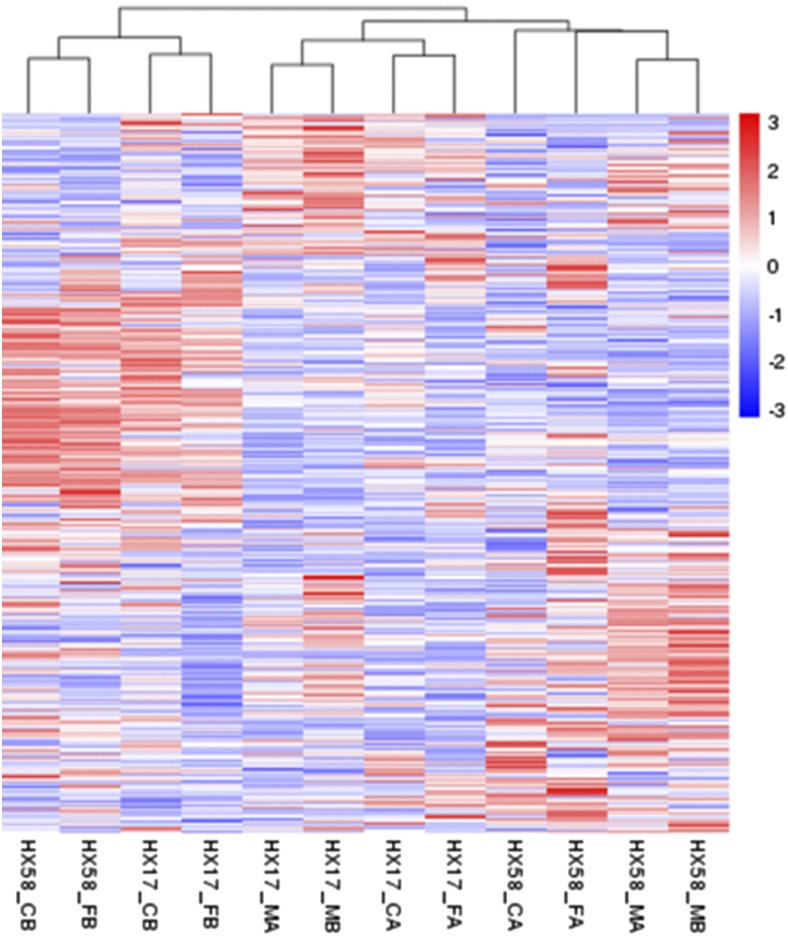
Hierarchical cluster analysis of differentially expressed genes (DEGs) among all the 12 samples. Heatmap of DEGs among the 12 samples. Red indicates high expression, and blue indicates low expression. Color from red to blue represents descending log10 (FPKM + 1).

### Pathway analyses of responses to different low-temperature stresses in rapeseed

Pathway analyses of DEGs against the Kyoto Encyclopedia of Genes and Genomes (KEGG) contributed to the understanding of gene functions (Kanehisa *et al.* 2008). As shown in Figure S3 and Table S6, there was no enriched pathway in both HX17 and HX58 treated with cold shock (CB and FB) compared to control condition (MB), indicating that cold shock stress caused serious injuries to the plant. 

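KEGG pathways are given in the deposited table only for genes that the authors called, 44151 in all, so uncalled genes give no background and the 4797 GO terms of the same table were tested instead (one-sided Fisher's exact test, n = called genes with a term, against all tested genes with a term). At an adjusted p under 0.05, 85 terms were enriched in HX17_CB, 62 in HX17_FB, 123 in HX58_CB and 85 in HX58_FB. Ribosome was among the strongest in each, with 273 of 5407 called genes in HX17_CB (exact adjusted p = 6.83e-13), 585 of 9427 in HX17_FB (2.87e-72), 792 of 10216 in HX58_CB (5.10e-186) and 803 of 11485 in HX58_FB (1.46e-165). The count for HX17_CB was 47 without HX17_CB replicate 2, 48 without HX17_MB replicate 1 and 56 without HX17_MB replicate 3, and no single library moved the other 3 by more than 1.5-fold. Taking every annotated gene as background gave 142, 115, 335 and 269 terms in the order above, rising genes alone 80, 131, 245 and 209, and the other control group 40, 95, 155 and 150.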

Interestingly, there was no enriched pathway in HX58 acclimatized to cold (CA and FA), similar to cold shock stress. However, the plant hormone signal transduction pathway was enriched in HX17 acclimatized to cold (CA and FA), indicating that the plant hormone signal transduction was activated by cold acclimation in cold-tolerant rapeseed. 

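The GO term response to hormone held 3 of 371 called genes (exact adjusted p = 1) in HX17_CA and 22 of 2779 (exact adjusted p = 0.598) in HX17_FA. In the list of HX17_FA genes at an adjusted p under 0.05 with no fold limit it held 56 of 7236 (exact adjusted p = 0.0223). It was enriched in HX17_CB (62 of 5407, exact adjusted p = 6.72e-07) and HX17_FB (93 of 9427, exact adjusted p = 4.00e-10), there among the genes that fell in both, 53 of 3016 (exact adjusted p = 2.05e-12) and 79 of 4500 (exact adjusted p = 2.47e-21). This term is another gene set than the paper's pathway. In HX17_FB it covered 188 tested genes, and response to auxin 105. Response to auxin held 51 of the genes that fell in HX17_CB and 70 in HX17_FB. The term therefore says little on ABA or JA signaling. The term with the smallest exact p in HX17_CA and HX17_FA was transcription factor activity, with 46 of 371 called genes (exact adjusted p = 1.09e-08) and 198 of 2779 (3.39e-13). The 58 enriched terms in HX17_CA were 9 without HX17_CA replicate 1, 6 without HX17_CA replicate 2, 1 without HX17_MA replicate 1, 20 without HX17_MA replicate 2 and 6 without HX17_MA replicate 3.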

Further analyses of the upregulated and downregulated DEGs enriched pathways are reported in Table S7. Pathways involved in primary metabolism and plant hormone signal transduction were enriched under different low-temperature stresses in both HX17 and HX58 (Fig. S3, Table S6). 

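Primary metabolic process was enriched after cold shock, with 2414 of 5407 (exact adjusted p = 0.0107) in HX17_CB, 4210 of 9427 (exact adjusted p = 2.75e-05) in HX17_FB, 4737 of 10216 (exact adjusted p = 6.03e-19) in HX58_CB and 5238 of 11485 (exact adjusted p = 7.79e-14) in HX58_FB. After acclimation it was not, with 146 of 371 called genes in HX17_CA, 1184 of 2779 in HX17_FA, 799 of 1855 in HX58_CA and 2642 of 6325 in HX58_FA (exact adjusted p of 1 in each). It was enriched in the list of HX58_CA genes at an adjusted p under 0.05 with no fold limit, with 3168 of 7169 (exact adjusted p = 0.0408; 0.0408 to 1 over 5 lists, 0.206 by DESeq2). In HX58 response to hormone held 8 of 1855 (exact adjusted p = 1) in CA, 39 of 6325 (exact adjusted p = 1) in FA, 51 of 10216 (exact adjusted p = 1) in CB and 72 of 11485 (exact adjusted p = 0.0891) in FB. With no fold limit it was enriched in HX58_FA too, with 95 of 13911 (0.0493; 0.0493 to 1 over 5 lists, 0.314 by DESeq2). Among the genes that fell it was enriched in HX58_CB (40 of 4449, exact adjusted p = 0.0102) and HX58_FB (55 of 4819, exact adjusted p = 1.22e-07). The 32 enriched terms in HX58_CA, led by cellular carbohydrate metabolic process (44 of 1855, exact adjusted p = 1.14e-06), were 5 without HX58_CA replicate 1, 11 without HX58_CA replicate 3 and 58 without HX58_MA replicate 2.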

Previous studies also reported changes in these two pathways in various crops and plants exposed to low-temperature stresses (Nievola *et al.* 2017; Qu *et al.* 2015; Zhang *et al.* 2017; Li *et al.* 2017; Bai *et al.* 2015; Zhang *et al.* 2014), suggested that low-temperature stresses were conservative to affect the normal metabolism of plants and the plant hormone signal transduction.

There were many reports that the plant hormone signal pathways played important roles in the plant responses to abiotic stresses (Colebrook *et al.* 2014; Kazan 2015; Gururani *et al.* 2015; Bielach *et al.* 2017; Verma *et al.* 2016; de Zelicourt *et al.* 2016; Khan *et al.* 2015; Sharma *et al.* 2017). The ABA and JA biosynthesis and signaling were induced by various abiotic stresses, and positively regulated the low-temperature tolerance in plants (Yoshida *et al.* 2014; Huang *et al.* 2017; Hu *et al.* 2017; Shinkawa *et al.* 2013; Hu *et al.* 2013; Du *et al.* 2013; Wang *et al.* 2016a). Hence, we analyzed the expression patterns of ABA and JA signaling genes. The results showed that among the 503 DEGs of the plant hormone signaling transduction (total of 1148 genes), 94 of them were the ABA signaling genes (total of 139 genes) and 43 of them were JA signaling genes (total of 61 genes)(Table S7). 

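The KEGG numbers that define the 2 sets are given in the deposited table only for genes that the authors called, so both sets were selected for change before the test, and the share of called genes in them says nothing about their enrichment. Of 115 ABA signaling loci 112 could be tested and edgeR called 86 in at least 1 of the 12 comparisons, and of 49 JA signaling loci 48 were tested and 38 called (n = 3 against 3 each). An edgeR adjusted p under 0.05 with no fold limit gave 108 and 48, DESeq2 104 and 46, and leaving replicate 1 out of every group 51 and 19.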

Most of the ABA signaling genes were changed under cold acclimation and cold shock treatments in both HX17 and HX58 but they presented different expression profiles (Figure 4). 

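Of the 5 PYL5 loci, 2, 4, 3, 4, 4 and 1 were called higher in HX17_FA, HX17_CB, HX58_CA, HX58_FA, HX58_CB and HX58_FB, respectively, and 1, 3, 1, 4, 3 and 1 with each library left out in turn. The PYL5 locus BnaC09g49910D (C09 from 48035314 to 48035928) was called higher in HX17_FA, HX17_CB and HX58_FA (log2 fold changes 2.73 to 2.93, standard errors 0.29 to 0.35, edgeR adjusted p at most 3.52e-04), calls that held with each library left out in turn. In HX58_CA and HX58_CB it was called higher as well (log2 fold changes 1.48 to 2.42, standard errors 0.30 to 0.41, adjusted p at most 0.00352), but not in HX58_CA without HX58_CA replicate 1, 2 or 3 or HX58_MA replicate 2 or 3 (log2 fold changes 2.12 to 2.60, adjusted p 0.00772 to 0.0185) or in HX58_CB without HX58_CB replicate 1, 2 or 3 or HX58_MB replicate 1 or 2 (log2 fold changes 1.32 to 1.53, adjusted p 0.00525 to 0.0192). With all libraries it was not called in HX17_CA, HX17_FB and HX58_FB (log2 fold changes 1.61 to 2.88, adjusted p 0.00668 to 0.0148), but it was in HX17_CA without HX17_CA replicate 3 (log2 fold change 3.23, adjusted p = 5.98e-04), in HX17_FB without HX17_FB replicate 2 (log2 fold change 2.40, adjusted p = 3.55e-04) and in HX58_FB without HX58_FB replicate 1 (log2 fold change 1.93, adjusted p = 0.00385). Among 3 PYL7 loci, 2, 1, 1, 1, 1, 2 and 1 were called higher in HX17_FA, HX17_CB, HX17_FB, HX58_CA, HX58_FA, HX58_CB and HX58_FB, respectively, and 1, 0, 0, 1, 1, 0 and 0 with each library left out in turn. The PYL7 locus BnaC03g31730D (C03 from 19523453 to 19524228) was called higher in HX17_FA (log2 fold change 2.14, standard error 0.23, adjusted p = 1.39e-04), and leaving out any 1 library kept the call. The call in HX58_CB, also higher (log2 fold change 1.29, standard error 0.24, adjusted p = 0.00198), was lost without HX58_CB replicate 1 or 3 or HX58_MB replicate 1 or 3 (log2 fold changes 1.16 to 1.29, adjusted p 0.00553 to 0.0140). In HX17_CA, HX17_FB and HX58_FA it was not called (log2 fold changes 1.502 to 1.78, adjusted p 0.00639 to 0.0220) except in HX17_CA without HX17_CA replicate 3 (log2 fold change 2.12, adjusted p = 0.00141), in HX17_FB without HX17_FB replicate 3 (log2 fold change 1.82, adjusted p = 0.00221) and in HX58_FA without HX58_MA replicate 1 (log2 fold change 1.91, adjusted p = 0.00201). It was not called in the other treated groups (log2 fold changes 1.13 to 1.49, adjusted p 0.0203 to 0.0469). For PYL1, 2, 2, 4, 3, 3 and 4 of 4 loci were called lower in HX17_FA, HX17_CB, HX17_FB, HX58_FA, HX58_CB and HX58_FB, respectively, and 1, 0, 3, 2, 3 and 4 with each library left out in turn. The PYL1 locus BnaC09g19620D (C09 from 16497672 to 16498319) was called lower in HX17_FB, HX58_FA, HX58_CB and HX58_FB (log2 fold changes -4.29 to -2.21, standard errors 0.20 to 0.27, adjusted p at most 5.63e-05), with no change of call when any 1 library was left out. It was called lower also in HX17_FA and HX17_CB (log2 fold changes -1.79 to -1.74, standard errors 0.23 to 0.28, adjusted p at most 0.00197), except in HX17_FA without HX17_FA replicate 2 or 3 or HX17_MA replicate 1 (log2 fold changes -1.69 to -1.55, adjusted p 0.00712 to 0.0107) and in HX17_CB without HX17_MB replicate 1 (log2 fold change -1.78, adjusted p = 0.00612). HX58_CA gave no call with all libraries (log2 fold change -1.43, adjusted p = 0.00551) and a call without HX58_MA replicate 3 (log2 fold change -1.64, adjusted p = 0.00316). No call was made in HX17_CA (log2 fold change -0.88, adjusted p = 0.0392). PYL9 has 5 loci, and 1 was called higher in HX17_CB, and 0 with each library left out in turn. 1, 2 and 2 were called lower in HX17_FB, HX58_CB and HX58_FB, respectively, of which 0, 1 and 2 with each library left out. The PYL9 locus BnaC05g17260D (C05 from 10921889 to 10922721) was called lower in HX58_CB and HX58_FB (log2 fold changes -2.75 to -2.19, standard errors 0.20 to 0.21, adjusted p at most 6.53e-05), with each library left out in turn as well. In the other treated groups it was not called (log2 fold changes -1.32 to 0.04, adjusted p 0.00618 to 0.947).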

The ABA receptors pyrabactin resistance proteins/PYR-like proteins/regulatory components of ABA receptors (PYR/PYL/RCAR) *PYL5* and *PYL7* were both induced by cold and freezing treatments in HX17 and HX58, while the *PYL1* and *PYL9* were suppressed in all treatments. The *PYR1* and *PYL4* were only induced by cold treatment but not by freezing treatment. 

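Of the 6 PYR1 loci, 1 was called higher in HX58_CB, and 0 with each library left out in turn. Lower levels were called for 1 in HX17_FB, and for 1 with each library left out. The PYR1 locus BnaC07g34880D (C07 from 37423805 to 37424380) was not called in any treated group (log2 fold changes -0.44 to 0.66, edgeR adjusted p 0.0150 to 0.927). Among 6 PYL4 loci, 1, 2, 2 and 1 were called higher in HX17_CA, HX17_CB, HX58_CA and HX58_CB, respectively, and 0, 1, 0 and 1 with each library left out in turn. Called lower were 2 and 1 in HX17_FB and HX58_FA, respectively, and 2 and 1 with each library left out. The PYL4 locus BnaC04g56560D (C04_random from 4192034 to 4192648) was called higher in HX17_CB and HX58_CB (log2 fold changes 2.21 to 2.47, standard errors 0.21 to 0.23, adjusted p at most 2.94e-04), calls that held with each library left out in turn. It was called lower in HX17_FB (log2 fold change -2.42, standard error 0.33, adjusted p = 4.35e-04), and leaving out any 1 library kept the call. Called higher with all libraries in HX17_CA and HX58_CA (log2 fold changes 2.28 to 2.86, standard errors 0.32 to 0.39, adjusted p at most 0.00444), it was not called in HX17_CA without HX17_CA replicate 1 or 2 or HX17_MA replicate 1, 2 or 3 (log2 fold changes 2.61 to 3.11, adjusted p 0.0141 to 0.0235) or in HX58_CA without HX58_CA replicate 1 or 3 (log2 fold changes 2.08 to 2.28, adjusted p 0.00797 to 0.00848). The other treated groups gave no call (log2 fold changes -0.47 to 0.44, adjusted p 0.334 to 0.717).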

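For PYL6, 2, 3, 5, 3, 4, 2 and 1 of 6 loci were called higher in HX17_CA, HX17_FA, HX17_CB, HX58_CA, HX58_FA, HX58_CB and HX58_FB, respectively, and 0, 2, 1, 1, 3, 1 and 1 with each library left out in turn. The PYL6 locus BnaA04g29300D (A04_random from 1303450 to 1304067) was called higher in HX17_FA, HX17_CB, HX58_CA and HX58_FA (log2 fold changes 2.36 to 3.34, standard errors 0.25 to 0.29, edgeR adjusted p at most 4.38e-04), with no change of call when any 1 library was left out. In HX17_CA it was called higher as well (log2 fold change 2.77, standard error 0.38, adjusted p = 0.00482), but not without HX17_CA replicate 1 or 2 or HX17_MA replicate 1, 2 or 3 (log2 fold changes 2.52 to 2.86, adjusted p 0.0154 to 0.0321). There was no call in the other treated groups (log2 fold changes 0.46 to 1.48, adjusted p 0.00901 to 0.604).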

The *PYL6* were induced by cold treatment and freezing treatment following cold acclimation. ABA co-receptor phosphatase 2C (PP2C) *ABI1* and *HAB1* were suppressed by all treatments, while *HAB2* was upregulated. 

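ABI1 has 11 loci, of which 7 could be tested. Called lower were 2, 3, 2 and 2 in HX58_CA, HX58_FA, HX58_CB and HX58_FB, respectively. With each library left out in turn, 1, 3, 0 and 1 were. The ABI1 locus BnaC01g18020D (C01 from 12564165 to 12565704) was not called in HX17_CB with all libraries (log2 fold change 2.09, edgeR adjusted p = 0.00649) but was called without HX17_CB replicate 1 (log2 fold change 2.44, adjusted p = 0.00221). For the other treated groups, no change was called (log2 fold changes -0.79 to 1.34, adjusted p 0.0357 to 0.955). Of the 3 HAB1 loci, 2, 2, 1, 2, 2 and 2 were called lower in HX17_CB, HX17_FB, HX58_CA, HX58_FA, HX58_CB and HX58_FB, respectively, and 2, 1, 0, 0, 2 and 2 with each library left out in turn. The HAB1 locus BnaA07g30430D (A07 from 21557832 to 21559565) was called lower in HX17_CB, HX58_CB and HX58_FB (log2 fold changes -3.42 to -2.03, standard errors 0.21 to 0.27, adjusted p at most 2.68e-04), with each library left out in turn as well. The calls in HX17_FB, HX58_CA and HX58_FA, also lower (log2 fold changes -1.75 to -1.56, standard errors 0.21 to 0.30, adjusted p at most 0.00129), were lost in HX17_FB without HX17_FB replicate 1 or HX17_MB replicate 1 or 3 (log2 fold changes -1.72 to -1.65, adjusted p 0.00508 to 0.00775), in HX58_CA without HX58_CA replicate 1, 2 or 3 (log2 fold changes -1.69 to -1.57, adjusted p 0.00716 to 0.0100) and in HX58_FA without HX58_FA replicate 3 (log2 fold change -1.51, adjusted p = 0.00515). Changes in the other treated groups were not called (log2 fold changes -1.01 to -0.91, adjusted p 0.0234 to 0.0412). Among 4 HAB2 loci, 2 and 3 were called higher in HX17_FA and HX58_FA, respectively, and 1 with each library left out in turn. A fall was called for 2 in HX58_CB, and for 0 with each library left out. The HAB2 locus BnaC05g13670D (C05 from 7886635 to 7888721) was called higher in HX58_FA (log2 fold change 1.53, standard error 0.20, adjusted p = 4.28e-04), a call that held with each library left out in turn. It was called higher also in HX17_FA (log2 fold change 1.65, standard error 0.24, adjusted p = 0.00109), except without HX17_MA replicate 1 or 3 (log2 fold changes 1.64 to 1.75, adjusted p 0.00524 to 0.00642). Neither direction was called in the other treated groups (log2 fold changes -0.71 to 0.85, adjusted p 0.0248 to 0.295).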

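For SnRK2B, 1 and 2 of 3 loci were called higher in HX17_FA and HX58_FA, respectively, and 0 and 2 with each library left out in turn. The SnRK2B locus BnaC01g28850D (C01 from 26883173 to 26887225) was called higher in HX58_FA (log2 fold change 2.41, standard error 0.22, edgeR adjusted p = 5.04e-05), and leaving out any 1 library kept the call. Called higher with all libraries in HX17_FA (log2 fold change 1.78, standard error 0.29, adjusted p = 0.00183), it was not called without HX17_FA replicate 1 or 2 or HX17_MA replicate 1, 2 or 3 (log2 fold changes 1.57 to 1.83, adjusted p 0.00598 to 0.0122). Tests in the other treated groups gave no call (log2 fold changes -0.59 to 0.74, adjusted p 0.0212 to 0.981). SnRK2D has 3 loci, and 2, 2, 2, 1, 2, 2 and 2 were called higher in HX17_FA, HX17_CB, HX17_FB, HX58_CA, HX58_FA, HX58_CB and HX58_FB, respectively, and 0, 0, 2, 0, 2, 2 and 2 with each library left out in turn. The SnRK2D locus BnaC07g31800D (C07 from 35758455 to 35760295) was called higher in HX17_FB, HX58_FA, HX58_CB and HX58_FB (log2 fold changes 2.97 to 4.08, standard errors 0.25 to 0.32, adjusted p at most 7.79e-05), with no change of call when any 1 library was left out. In HX17_FA, HX17_CB and HX58_CA it was called higher as well (log2 fold changes 2.45 to 2.86, standard errors 0.31 to 0.40, adjusted p at most 0.00139), but not in HX17_FA without HX17_FA replicate 2 or HX17_MA replicate 1 (log2 fold changes 2.21 to 2.29, adjusted p 0.00507 to 0.00653), in HX17_CB without HX17_MB replicate 1 (log2 fold change 2.26, adjusted p = 0.00590) or in HX58_CA without HX58_CA replicate 1 or 2 or HX58_MA replicate 1 (log2 fold changes 2.63 to 2.81, adjusted p 0.00821 to 0.00936). Left without a call were the changes in HX17_CA (log2 fold change 1.57, adjusted p = 0.0466). Of the 4 SnRK2C loci, 1 was called higher in HX58_FB, and 0 with each library left out in turn. 1, 1, 2 and 2 were called lower in HX17_FB, HX58_FA, HX58_CB and HX58_FB, respectively, of which 1, 0, 0 and 1 with each library left out. The SnRK2C locus BnaC06g20490D (C06 from 22522587 to 22524222) was called lower in HX17_FB and HX58_FB (log2 fold changes -2.51 to -1.45, standard errors 0.20 to 0.23, adjusted p at most 4.40e-04), with each library left out in turn as well. The calls in HX58_FA and HX58_CB, also lower (log2 fold changes -1.26 to -1.18, standard errors 0.20 to 0.25, adjusted p at most 0.00263), were lost in HX58_FA without HX58_FA replicate 1, 2 or 3 or HX58_MA replicate 1 (log2 fold changes -1.27 to -1.08, adjusted p 0.00534 to 0.0131) and in HX58_CB without HX58_CB replicate 3 or HX58_MB replicate 1, 2 or 3 (log2 fold changes -1.40 to -1.13, adjusted p 0.00510 to 0.0147). A call was absent in the other treated groups (log2 fold changes -1.33 to -0.42, adjusted p 0.0476 to 0.116).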

The Snf1-related protein kinase 2 (SnRK2) *SnRK2B* and *SnRK2D* were induced by all low-temperature treatments, while *SnRK2C* was suppressed. Interestingly, *SnRK2F* was induced only by freezing treatment, similar to *ABI5* expression, indicating that they played important roles in response to freezing in rapeseed. 

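Among 4 SnRK2F loci, 2, 2, 1 and 2 were called higher in HX17_FA, HX17_FB, HX58_FA and HX58_FB, respectively, and 1 with each library left out in turn. The SnRK2F locus BnaA01g34560D (A01_random from 40578 to 41620) was called higher in HX17_FA, HX17_FB, HX58_FA and HX58_FB (log2 fold changes 2.87 to 5.14, standard errors 0.41 to 0.68, edgeR adjusted p at most 6.74e-04), calls that held with each library left out in turn. Without a call were the changes in the other treated groups (log2 fold changes -1.24 to 1.30, adjusted p 0.135 to 0.784). For ABI5, 1, 2, 1 and 2 of 3 loci were called higher in HX17_FA, HX17_FB, HX58_FA and HX58_FB, respectively, and 1, 2, 1 and 2 with each library left out in turn. The ABI5 locus BnaA05g08020D (A05 from 4414511 to 4416076) was called higher in HX17_FA, HX17_FB, HX58_FA and HX58_FB (log2 fold changes 4.28 to 6.12, standard errors 0.29 to 0.67, adjusted p at most 4.34e-04), and leaving out any 1 library kept the calls. It was not called in the other treated groups (log2 fold changes -1.50 to 0.81, adjusted p 0.348 to 0.450).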

The *Arabidopsis* ABI5 was a bZIP transcription factor phosphorylated by SnRK2D and SnRK2I, and participated in ABA-regulated gene expression during seed development and subsequent vegetative stage by acting as the major mediator of ABA repression of growth (Skubacz *et al.* 2016; Nakashima *et al.* 2009; Brocard *et al.* 2002). It is possible that SnRK2F directly phosphorylated ABI5 in rapeseed. The *SnRK2E/OST1* was induced only in HX17 but not in HX58, which may be a part reason for the better cold-tolerance of HX17 than HX58.

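Of the 3 SnRK2E loci 0 were called by edgeR in any treated group of either variety, at an unadjusted p under 0.05 0, 0, 1, 1, 1, 1, 1 and 0 differed in HX17_CA, HX17_FA, HX17_CB, HX17_FB, HX58_CA, HX58_FA, HX58_CB and HX58_FB, respectively, and DESeq2 called 0 in each. The SnRK2E locus BnaAnng41460D (Ann_random from 47828407 to 47830077) was not called in any treated group (log2 fold changes -1.11 to 1.04, edgeR adjusted p 0.0237 to 0.881). The difference between varieties in its response was not called for any treatment (interaction log2 -0.79 in CA, -0.23 in FA, -2.15 in CB and -0.83 in FB, adjusted p 0.0256 to 0.903, n = 12).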

**Figure 4:**
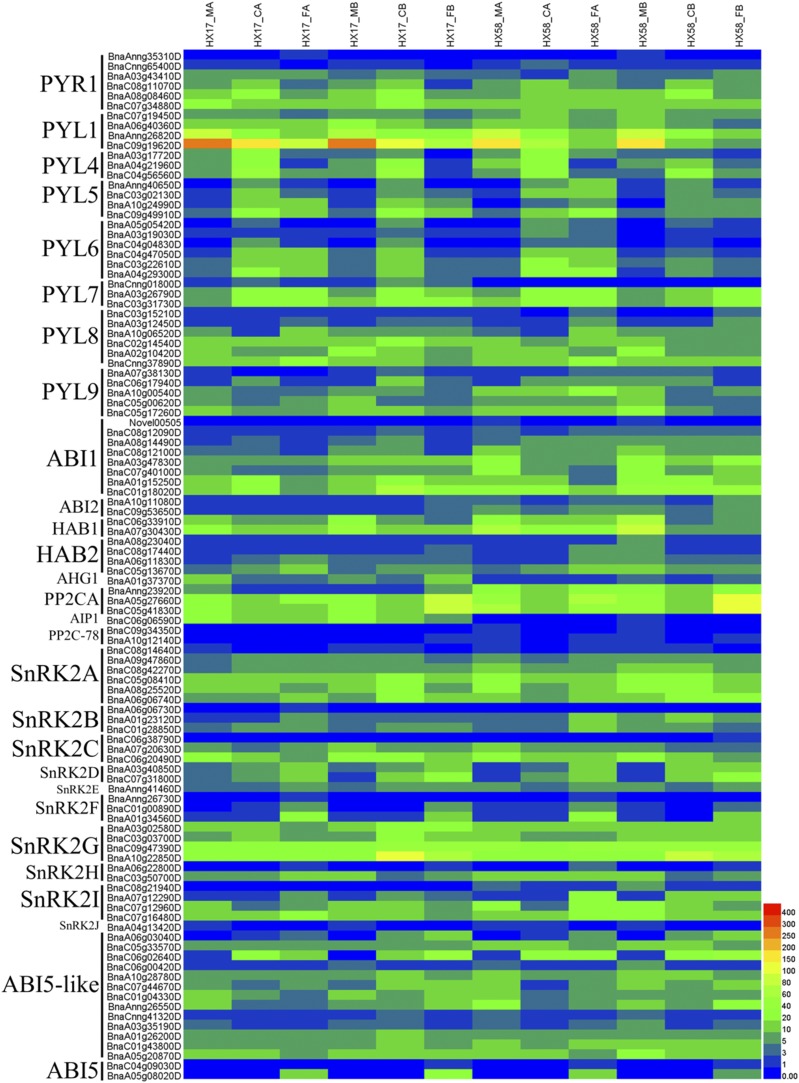
Heatmap analysis of the genes in ABA signal pathway. PYR1 (PYRABACTIN RESISTANCE 1), Abscisic acid receptor; PYL (PYR1-like protein), Abscisic acid receptor; ABI1/2 (ABSCISIC ACID-INSENSITIVE 1/2), Protein phosphatase 2C; HAB1/2 (HYPERSENSITIVE TO ABA 1/2), Protein phosphatase 2C; AHG1 (ABA-HYPERSENSITIVE GERMINATION 1), Protein phosphatase 2C; PP2C, Protein phosphatase 2C; AIP1 (AKT1-INTERACTING 1), Protein phosphatase 2C; SnRK2 (SNF1-related kinase 2), Serine/threonine-protein kinase; ABI5 (ABSCISIC ACID-INSENSITIVE 5), bZIP transcription factor. The expression levels of each gene (FPKM values) in each sample, as indicated by different color rectangles. Red means high expression; Blue means low expression.

It was reported that exogenous application of JA enhances plant freezing tolerance with or without cold acclimation, and overexpression of *JAZ1/TIFY10A* and *JAZ4/TIFY6* suppressed the transcriptional function of ICE1, thereby attenuating the ICE-CBF-COR signaling pathway and freezing responses in *Arabidopsis* (Hu *et al.* 2013). As shown in Figure 5, the expressions of many JA signaling genes were altered in both HX17 and HX58 under low-temperature conditions. *TIFY3* and *TIFY6* were induced in both HX17 and HX58 under all low-temperature conditions. 

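TIFY3 has 3 loci, and 1 and 3 were called higher in HX17_FB and HX58_FA, respectively, and 1 with each library left out in turn. The TIFY3 locus BnaC09g36990D (C09 from 40350731 to 40351793) was called higher in HX58_FA (log2 fold change 1.37, standard error 0.19, edgeR adjusted p = 4.90e-04), with no change of call when any 1 library was left out. No call was made in the other treated groups (log2 fold changes -0.26 to 0.87, adjusted p 0.0349 to 0.913). Of the 5 TIFY6 loci, 1, 1 and 2 were called higher in HX17_FA, HX17_FB and HX58_FA, respectively, and 1, 0 and 2 with each library left out in turn. Lower levels were called for 1 in HX58_CB, and for 0 with each library left out. The TIFY6 locus BnaC05g35610D (C05 from 34919239 to 34922079) was called higher in HX58_FA (log2 fold change 2.30, standard error 0.28, adjusted p = 2.73e-04), with each library left out in turn as well. It was called higher also in HX17_FB (log2 fold change 1.25, standard error 0.26, adjusted p = 0.00367), except without HX17_FB replicate 1 or 3 or HX17_MB replicate 1, 2 or 3 (log2 fold changes 1.02 to 1.33, adjusted p 0.00949 to 0.0191). With all libraries it was not called in HX58_FB (log2 fold change 1.41, adjusted p = 0.0153), but it was without HX58_MB replicate 3 (log2 fold change 1.86, adjusted p = 0.00453). In the other treated groups it was not called (log2 fold changes 0.25 to 1.47, adjusted p 0.0326 to 0.732).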

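Among 6 TIFY7 loci, 1 was called higher in HX17_CA, and 0 with each library left out in turn. Called lower were 1, 1, 1 and 3 in HX17_CB, HX17_FB, HX58_FA and HX58_CB, respectively, and 0, 0, 0 and 2 with each library left out. The TIFY7 locus BnaC02g20120D (C02 from 16479106 to 16481168) was called lower in HX58_FA and HX58_CB (log2 fold changes -1.68 to -1.29, standard errors 0.25 to 0.29, edgeR adjusted p at most 0.00341), but not in HX58_FA without HX58_FA replicate 1, 2 or 3 or HX58_MA replicate 1 (log2 fold changes -1.39 to -1.16, adjusted p 0.0112 to 0.0201) or in HX58_CB without HX58_CB replicate 3 or HX58_MB replicate 1 (log2 fold change -1.73, adjusted p 0.00596 to 0.00842). In HX58_FB it was not called (log2 fold change -1.07, adjusted p = 0.0117) except without HX58_MB replicate 2 (log2 fold change -1.33, adjusted p = 0.00378). The other treated groups gave no call (log2 fold changes -0.88 to 0.91, adjusted p 0.0165 to 0.491). For TIFY10A, 3, 2, 3 and 4 of 6 loci were called higher in HX17_FA, HX17_FB, HX58_FA and HX58_FB, respectively, and 3, 1, 3 and 2 with each library left out in turn. The TIFY10A locus BnaC08g36840D (C08 from 33903717 to 33907757) was called higher in HX17_FA, HX17_FB, HX58_FA and HX58_FB (log2 fold changes 5.10 to 7.72, standard errors 0.42 to 0.99, adjusted p at most 7.14e-04), calls that held with each library left out in turn. There was no call in the other treated groups tested (log2 fold changes -1.38 to -0.31, adjusted p 0.349 to 0.833). Its counts were too low for the test in HX17_CB and HX58_CA. TIFY11B has 4 loci, and 2, 2, 3 and 2 were called higher in HX17_FA, HX17_FB, HX58_FA and HX58_FB, respectively, and 1, 1, 3 and 1 with each library left out in turn. The TIFY11B locus BnaC02g45660D (C02_random from 1418012 to 1419356) was called higher in HX58_FA (log2 fold change 2.37, standard error 0.18, adjusted p = 1.46e-05), and leaving out any 1 library kept the call. Called higher with all libraries in HX17_FA and HX58_FB (log2 fold changes 1.78 to 1.82, standard errors 0.26 to 0.38, adjusted p at most 0.00410), it was not called in HX17_FA without HX17_MA replicate 1 or 3 (log2 fold changes 1.66 to 1.78, adjusted p 0.00695 to 0.00821) or in HX58_FB without HX58_FB replicate 1, 2 or 3 or HX58_MB replicate 1 or 2 (log2 fold changes 1.54 to 1.96, adjusted p 0.00796 to 0.0192). For the other treated groups, no change was called (log2 fold changes -1.33 to 0.79, adjusted p 0.0199 to 0.764).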

Interestingly, *TIFY7* was suppressed only under cold shock treatments, while the *TIFY10A* and *TIFY11B* were upregulated only by freezing treatments, similar to *SnRK2F* and *ABI5* (Figure 4 and Figure 5). These changes suggest that they may be important regulators in the freezing response in rapeseed. Additionally, *MYC2* was only induced by cold acclimation, but not by cold shock.

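Of the 3 MYC2 loci, 1, 1, 3 and 1 were called higher in HX17_FA, HX58_CA, HX58_FA and HX58_FB, respectively, and 0, 0, 2 and 1 with each library left out in turn. A fall was called for 1 and 3 in HX17_CB and HX58_CB, respectively, and for 1 with each library left out. The MYC2 locus BnaA05g18020D (A05 from 13262698 to 13264515) was called higher in HX58_FA (log2 fold change 1.88, standard error 0.20, edgeR adjusted p = 1.15e-04), with no change of call when any 1 library was left out. In HX58_CB it was called lower (log2 fold change -1.69, standard error 0.31, adjusted p = 0.00177), but not without HX58_CB replicate 1 or 3 or HX58_MB replicate 2 (log2 fold changes -1.79 to -1.71, adjusted p 0.00502 to 0.00822). Changes in the other treated groups were not called (log2 fold changes -0.60 to 1.52, adjusted p 0.0268 to 0.821).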

**Figure 5:**
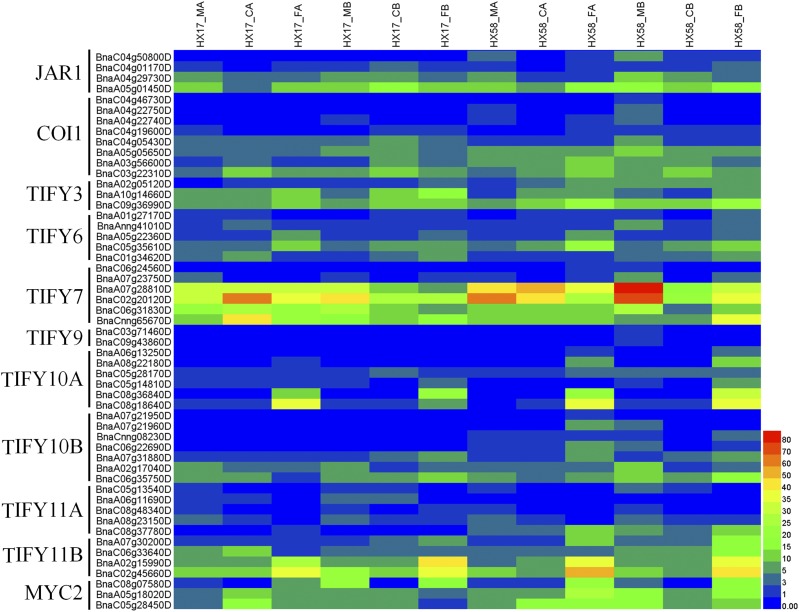
Heatmap analysis of the genes in JA signal pathway. JAR1 (JASMONATE RESISTANT 1), Jasmonic acid-amido synthetase; COI1 (Coronatine-insensitive protein 1), Jasmonic acid receptor; TIFY, Jasmonate ZIM domain-containing protein; MYC2, bHLH transcription factor MYC2. The expression levels of each gene (FPKM values) in each sample, as indicated by different color rectangles. Red means high expression; Blue means low expression.

To test whether exogenous ABA and methyl-jasmonic acid (MeJA) could improve the rapeseed cold tolerance, 4-week-old rapeseed seedlings were sprayed with ABA (100 μM), MeJA (100 μM) and water before cold shock at -6°. The survival rate results demonstrated that exogenous ABA significantly improved the rapeseed freezing tolerance. On the contrary, exogenous MeJA reduced the rapeseed freezing tolerance (Figure 6). The concentration of exogenous MeJA might be too high, affecting the rapeseed freezing tolerance. Other studies reported that treatment with exogenous JA induced leaf senescence and expression of senescence associated genes, while exogenous high concentration MeJA caused plant injures (Zhu *et al.* 2015). All the results indicated that a complex gene regulatory network composed of plant hormones signaling affected the low-temperature stresses in rapeseed, and appropriate concentrations of exogenous plant hormones could increase rapeseed’s cold tolerance.

**Figure 6:**
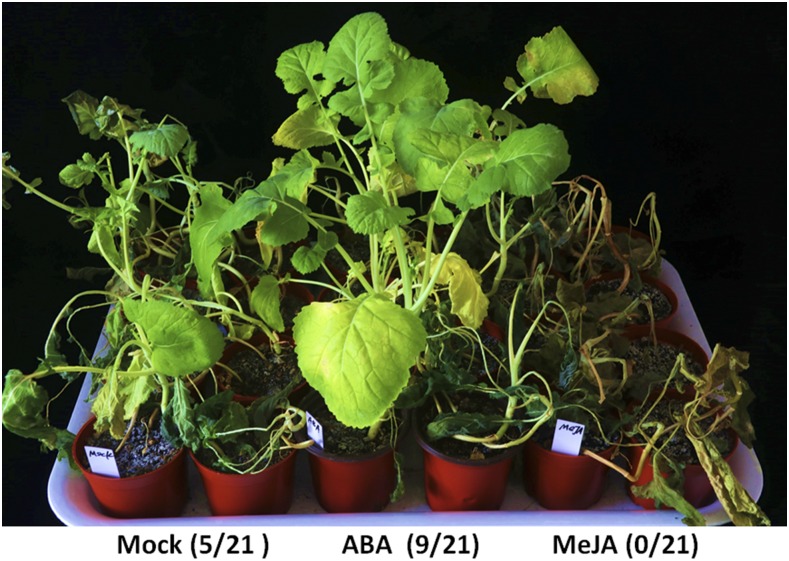
Effect of ABA and MeJA on the freezing tolerance of ZS11 (Brassica. napus L. cv. Zhongshuang 11) seedlings. ZS11 seedlings were grown for 4-week under normal conditions at 20 °C, and then sprayed with ABA (100 μM), MeJA (100 μM) or water (Mock) for 1 day. Then the seedlings were treated with -6 °C for 2 days and recovered under normal conditions at 20 °C for 7 days. Survival rates of seedlings were shown in brackets.

### Identification of the transcriptional regulatory network responding to low-temperature stress in rapeseed

Transcription factors (TF) play a central role in the gene regulatory networks that mediate various aspects of plant developmental processes and responses to environmental changes (Hoang *et al.* 2017; Riechmann and Ratcliffe 2000). The program iTAK was used to analyze DEGs and identified 7633 TFs. Of these, 3670 (48.1%) belong to 76 transcription factors and transcriptional regulator families. The 10 top families were MYB, AP2-EREBP, bHLH, Orphans, HB, bZIP, NAC, C2H2, WRKY and C3H (Table S8).

It was reported that CBFs were the core regulator in the cold-response signaling in plants (Shi *et al.* 2018; Guo *et al.* 2018; Ruelland *et al.* 2009; Wang *et al.* 2017). CBFs belong to the DREB1 proteins, including DRE1A/CBF3, DRE1B/CBF1, DRE1C/CBF2 and DRE1D/CBF4 (Liu *et al.* 1998; Jaglo-Ottosen *et al.* 1998; Sakuma *et al.* 2002). 

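The 1 COR15A locus was called higher in each of HX17_CA, HX17_FA, HX17_CB, HX17_FB, HX58_CA, HX58_CB and HX58_FB, and 0, 0, 1, 1, 0, 0 and 1 (same order) with each library left out in turn. The COR15A locus BnaA03g56740D (A03_random from 846849 to 847946) was called higher in HX17_CB, HX17_FB and HX58_FB (log2 fold changes 3.75 to 5.06, standard errors 0.28 to 0.41, edgeR adjusted p at most 1.81e-04), with each library left out in turn as well. In HX17_CA, HX17_FA, HX58_CA and HX58_CB it was called higher as well (log2 fold changes 2.15 to 3.54, standard errors 0.32 to 0.42, adjusted p at most 0.00245), but not in HX17_CA without HX17_CA replicate 2 or HX17_MA replicate 1 or 3 (log2 fold changes 3.40 to 3.72, adjusted p 0.00815 to 0.0119), in HX17_FA without HX17_FA replicate 1 or 2 or HX17_MA replicate 1, 2 or 3 (log2 fold changes 1.91 to 2.35, adjusted p 0.00649 to 0.00970), in HX58_CA without HX58_CA replicate 1 or 2 (log2 fold changes 2.18 to 2.37, adjusted p 0.00563 to 0.00704) or in HX58_CB without HX58_CB replicate 3 (log2 fold change 2.46, adjusted p = 0.00500, at the limit). Neither direction was called in HX58_FA (log2 fold change 0.20, adjusted p = 0.610). Of 8 COR15B loci 4 could be tested, and all 4 were called higher in each treated group. With each library left out in turn, 2, 4, 4, 4, 4, 3, 4 and 4 were called in HX17_CA, HX17_FA, HX17_CB, HX17_FB, HX58_CA, HX58_FA, HX58_CB and HX58_FB, respectively. The COR15B locus BnaC03g23750D (C03 from 13250436 to 13251108) was called higher in all 8 treated groups (log2 fold changes 1.76 to 8.70, standard errors 0.17 to 0.44, adjusted p at most 2.02e-04), calls that held with each library left out in turn.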

We analyzed the *ICE1*, *CBFs* and some *COR* genes, and observed that *COR15A* and *COR15B* were significantly induced by all low-temperature treatments (Figure 7A). 

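Between freezing and chilling, levels were compared directly as FA vs CA and FB vs CB. The CBF1 locus BnaCnng49280D (Cnn_random from 48753744 to 48754496) was called higher in HX17_FA vs HX17_CA, HX17_FB vs HX17_CB, HX58_FA vs HX58_CA and HX58_FB vs HX58_CB (log2 fold changes 5.69 to 7.83, standard errors 0.20 to 0.81, edgeR adjusted p at most 6.40e-04), and leaving out any 1 library kept the calls. The CBF2 locus BnaAnng34260D (Ann_random from 39020794 to 39021438) was called higher in HX17_FB vs HX17_CB, HX58_FA vs HX58_CA and HX58_FB vs HX58_CB (log2 fold changes 2.88 to 3.20, standard errors 0.18 to 0.28, adjusted p at most 3.18e-04), with no change of call when any 1 library was left out. HX17_FA vs HX17_CA gave no call with all libraries (log2 fold change 0.93, adjusted p = 0.107) and a call without HX17_CA replicate 3 (log2 fold change 1.43, adjusted p = 0.00456). The CBF3 locus BnaA08g30950D (A08_random from 1781546 to 1782397) was called higher in HX17_FA vs HX17_CA, HX17_FB vs HX17_CB, HX58_FA vs HX58_CA and HX58_FB vs HX58_CB, with each library left out in turn as well. The 1513 counts in HX17_FA and 1 in HX17_CA gave a ratio of 1378 (95% exact counting interval 247 to 54470.0, adjusted p = 2.90e-05). Against 0 counts in HX17_CB, the level in HX17_FB was at least 1348-fold higher (adjusted p = 8.61e-05). The level in HX58_FA was at least 272-fold higher than in HX58_CA, where its counts were 0 (adjusted p = 7.04e-06). With 0 counts in HX58_CB, HX58_FB was at least 296-fold higher (adjusted p = 9.68e-05). The CBF4 locus BnaA10g07630D (A10 from 6107845 to 6108507) was called higher in HX17_FA vs HX17_CA, HX17_FB vs HX17_CB, HX58_FA vs HX58_CA and HX58_FB vs HX58_CB (log2 fold change 10.58, standard error 0.74, adjusted p = 6.57e-05 in HX58_FB vs HX58_CB), calls that held with each library left out in turn. Against 0 counts in HX17_CA, the level in HX17_FA was at least 493-fold higher (adjusted p = 1.99e-04). The level in HX17_FB was at least 4085-fold higher than in HX17_CB, where its counts were 0 (adjusted p = 2.14e-04). With 0 counts in HX58_CA, HX58_FA was at least 1684-fold higher (adjusted p = 2.61e-06). The CBF locus BnaC03g71900D (C03_random from 417520 to 418164) was not called in HX17_FA vs HX17_CA, HX17_FB vs HX17_CB, HX58_FA vs HX58_CA and HX58_FB vs HX58_CB (log2 fold changes -1.50 to -0.36, adjusted p 0.0190 to 0.202). Against the controls, for CBF1, 3, 5, 2, 4, 4, 5, 5 and 5 of 5 loci were called higher in HX17_CA, HX17_FA, HX17_CB, HX17_FB, HX58_CA, HX58_FA, HX58_CB and HX58_FB, respectively, and 0, 3, 1, 4, 2, 4, 4 and 5 with each library left out in turn. CBF2 has 2 loci, and 2, 2, 1, 2, 2, 2, 2 and 2 were called higher in HX17_CA, HX17_FA, HX17_CB, HX17_FB, HX58_CA, HX58_FA, HX58_CB and HX58_FB, respectively, and 0, 2, 0, 2, 0, 2, 2 and 2 with each library left out in turn. The controls of HX58 differed at the CBF2 locus BnaAnng34260D, with FPKM of 7.65 to 15.5 in MA and 0.178 to 0.341 in MB. Of the 2 CBF3 loci, 2 were called higher in each of HX17_FA, HX17_FB, HX58_FA and HX58_FB, and 2 with each library left out in turn. Among 2 CBF4 loci, 2 were called higher in each of HX17_FA, HX17_FB, HX58_FA and HX58_FB, and 2 with each library left out in turn. BnaC03g71900D was called higher in all treated groups of HX58 and HX17_CB (log2 fold changes 2.91 to 7.07, standard errors 0.27 to 0.53, adjusted p at most 2.58e-04), and leaving out any 1 library kept the calls. The calls in HX17_CA and HX17_FA, also higher (log2 fold changes 3.62 to 5.05, standard errors 0.48 to 0.52, adjusted p at most 0.00128), were lost in HX17_CA without HX17_CA replicate 2 or HX17_MA replicate 1 (log2 fold changes 4.81 to 5.13, adjusted p 0.00715 to 0.0141) and in HX17_FA without HX17_MA replicate 1 (log2 fold change 3.39, adjusted p = 0.00715). Tests in HX17_FB gave no call (log2 fold change 2.25, adjusted p = 0.0146).

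**Figure D2:**
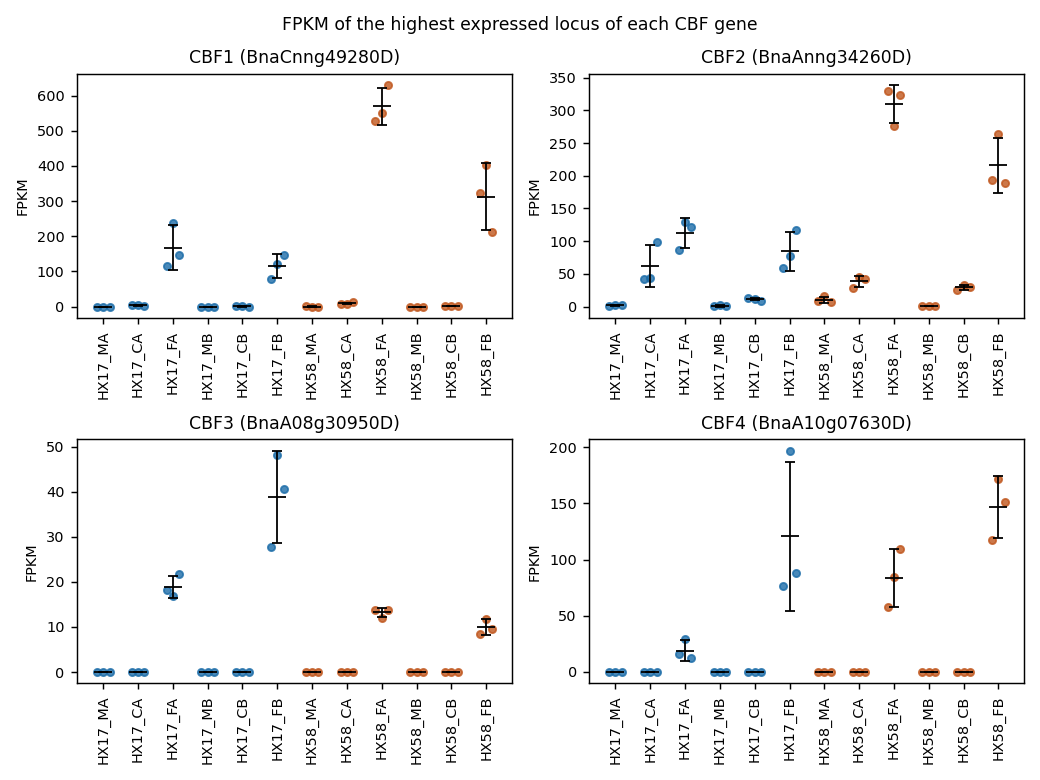
FPKM (vertical axis) of CBF1 BnaCnng49280D, CBF2 BnaAnng34260D, CBF3 BnaA08g30950D and CBF4 BnaA10g07630D in the 12 groups (horizontal axis). Points are the 3 replicates, with mean and SD, and CBF1 reaches 168 ± 63.5 in HX17_FA and 3.35 ± 1.36 in HX17_CA.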

Apart from BnaC03g71900D, all the *CBF* genes were induced by freezing stress more than chilling stress, regardless of cold acclimation (Figure 7A), highlighting the importance of *CBFs* in rapeseed freezing tolerance. However, *ICE1* was not induced by low-temperature treatments, as opposed to *AtICE1* (Chinnusamy *et al.* 2003).

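For ICE1, 3 of 7 loci could be tested. Of these 1 was called higher in HX58_FB, and 0 with each library left out in turn. 1 was called lower in each of HX17_FA, HX17_FB, HX58_FA and HX58_FB, of which 0, 1, 0 and 0 (same order) with each library left out. The ICE1 locus BnaC01g30750D (C01 from 29225934 to 29226122) was called lower in HX17_FB (log2 fold change -1.97, standard error 0.26, edgeR adjusted p = 3.28e-04), with no change of call when any 1 library was left out. This locus, the only 1 of ICE1 called lower, is short by its coordinates. Whether it is a whole ICE1 gene was not tested. It was called lower also in HX17_FA, HX58_FA and HX58_FB (log2 fold changes -1.88 to -1.39, standard errors 0.26 to 0.34, adjusted p at most 0.00360), except in HX17_FA whichever 1 library was left out (log2 fold changes -2.09 to -1.65, adjusted p 0.00932 to 0.0134), in HX58_FA without HX58_FA replicate 1, 2 or 3 or HX58_MA replicate 2 or 3 (log2 fold changes -1.57 to -1.27, adjusted p 0.00768 to 0.0180) and in HX58_FB without HX58_FB replicate 2 or HX58_MB replicate 1 or 2 (log2 fold changes -1.50 to -1.19, adjusted p 0.00551 to 0.0125). Left without a call were the changes in the other treated groups (log2 fold changes -1.45 to -0.11, adjusted p 0.0187 to 0.780).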

**Figure 7:**
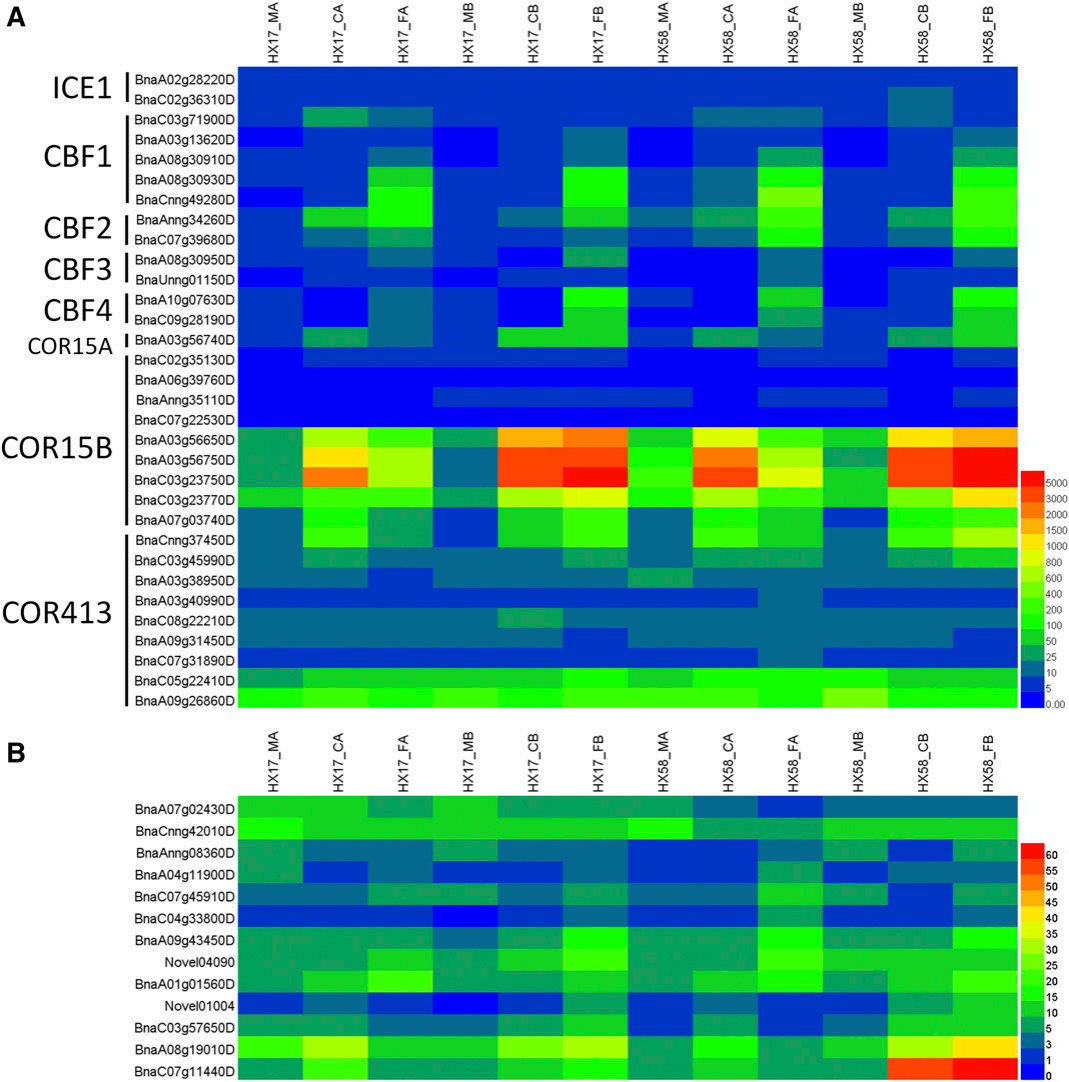
Heatmap analysis of the ICE-CBF-COR signal pathway (A) and cold shock domain-containing proteins (B). ICE1 (Inducer of CBF expression 1), bHLH transcription factor; CBF (C-repeat-binding factor), dehydration-responsive element-binding protein; COR, cold-regulated. The expression levels of each gene (FPKM values) in each sample, as indicated by different color rectangles. Red means high expression; Blue means low expression.

The cold shock domain-containing proteins (CSP) act as RNA chaperones that destabilize mRNA secondary structures at low temperatures, and they are regulated by low-temperature stress (Sasaki and Imai 2011; Choi *et al.* 2015; Radkova *et al.* 2014; Chaikam and Karlson 2008). Overexpression of *AtCSP2* resulted in decreased freezing tolerance despite cold acclimation (Sasaki *et al.* 2013). CSP functions are associated mainly with cold adaptation, but they are also involved in other biological processes under normal growth conditions (Sasaki and Imai 2011; Nakaminami *et al.* 2009; Park *et al.* 2009). 

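CSP has 17 loci, and 4, 4, 4 and 6 were called higher in HX17_FB, HX58_FA, HX58_CB and HX58_FB, respectively, and 1, 0, 1 and 3 with each library left out in turn. Lower levels were called for 1, 4, 1 and 2 in HX58_CA, HX58_FA, HX58_CB and HX58_FB, respectively, and for 1, 2, 0 and 2 with each library left out. DESeq2 called 15 of the 17 in at least 1 of the 12 comparisons, against 13 by edgeR, and 5 to 7 were called with replicate 1, 2 or 3 left out of every group. In HX17_CA, HX17_FA and HX17_CB edgeR called 0, with 3, 4 and 7 at an unadjusted p under 0.05 and 0, 1 and 0 by DESeq2.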

All the 13 cold *CSPs* were regulated by the low-temperature treatments (Figure 7B). As shown in Figure 7B, three *CSP* genes (*BnaA07g02430D*, *BnaCnng42010D*, and *BnaAnng08360D*) were suppressed by low-temperature treatments, and the others were induced by at least one treatment. 

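The CSP locus BnaA07g02430D (A07 from 2041727 to 2042593) was called lower in HX58_FA (log2 fold change -1.70, standard error 0.33, edgeR adjusted p = 0.00337), but not without HX58_FA replicate 1, 2 or 3 or HX58_MA replicate 1 or 2 (log2 fold changes -1.78 to -1.39, adjusted p 0.00539 to 0.0187). A call was absent in the other treated groups (log2 fold changes -0.78 to -0.01, adjusted p 0.0596 to 0.983). The CSP locus BnaCnng42010D (Cnn_random from 41039901 to 41040770) was called lower in HX58_FA (log2 fold change -1.25, standard error 0.21, adjusted p = 0.00153), but not without HX58_FA replicate 1 or 2 or HX58_MA replicate 1 (log2 fold changes -1.22 to -1.15, adjusted p 0.00560 to 0.0111). Without a call were the changes in the other treated groups (log2 fold changes -1.29 to -0.14, adjusted p 0.0158 to 0.723). The CSP locus BnaAnng08360D (Ann_random from 8939728 to 8940504) was not called in any treated group (log2 fold changes -1.05 to 0.73, adjusted p 0.0305 to 0.953).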

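The CSP locus BnaA01g01560D (A01 from 839976 to 840812) was called higher in HX58_FB (log2 fold change 1.60, standard error 0.21, edgeR adjusted p = 3.55e-04), with each library left out in turn as well. Called higher with all libraries in HX58_FA (log2 fold change 1.73, standard error 0.27, adjusted p = 0.00116), it was not called without HX58_FA replicate 1 or 2 (log2 fold changes 1.66 to 1.73, adjusted p 0.00628 to 0.00659). It was not called in the other treated groups (log2 fold changes -0.58 to 1.51, adjusted p 0.0144 to 0.199).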

*BnaA01g01560D* was induced by all low-temperature treatments. 

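The CSP locus Novel01004 (A07 from 8890074 to 8890897) was called higher in HX17_FB (log2 fold change 3.14, standard error 0.47, edgeR adjusted p = 6.31e-04), a call that held with each library left out in turn. In HX58_CB and HX58_FB it was called higher as well (log2 fold changes 1.57 to 2.23, standard errors 0.27 to 0.48, adjusted p at most 0.00468), but not in HX58_CB without HX58_CB replicate 3 or HX58_MB replicate 1 or 2 (log2 fold changes 1.49 to 1.60, adjusted p 0.00610 to 0.0100) or in HX58_FB without HX58_FB replicate 1 or 2 or HX58_MB replicate 1, 2 or 3 (log2 fold changes 1.62 to 2.27, adjusted p 0.0131 to 0.0217). No call was made in the other treated groups (log2 fold changes 0.00 to 1.83, adjusted p 0.0445 to 0.998). The CSP locus BnaC03g57650D (C03 from 46903862 to 46904395) was called higher in HX58_CB and HX58_FB (log2 fold changes 1.58 to 1.80, standard errors 0.29 to 0.32, adjusted p at most 0.00317), but not in HX58_CB without HX58_CB replicate 2 or 3 or HX58_MB replicate 1, 2 or 3 (log2 fold changes 1.34 to 1.71, adjusted p 0.00613 to 0.0178) or in HX58_FB without HX58_MB replicate 1 (log2 fold change 1.61, adjusted p = 0.00578). With all libraries it was not called in HX17_FB (log2 fold change 1.41, adjusted p = 0.00757), but it was without HX17_FB replicate 2 (log2 fold change 1.66, adjusted p = 0.00369). In the other treated groups it was not called (log2 fold changes -0.16 to 1.62, adjusted p 0.0309 to 0.766). The CSP locus BnaA08g19010D (A08 from 14707538 to 14707989) was called higher in HX58_FB (log2 fold change 2.06, standard error 0.28, adjusted p = 4.69e-04), and leaving out any 1 library kept the call. The calls in HX17_FB and HX58_CB, also higher (log2 fold changes 1.19 to 1.69, standard errors 0.24 to 0.30, adjusted p at most 0.00271), were lost in HX17_FB without HX17_FB replicate 1 or 3 or HX17_MB replicate 1, 2 or 3 (log2 fold changes 1.08 to 1.27, adjusted p 0.00823 to 0.0156) and in HX58_CB without HX58_CB replicate 3 or HX58_MB replicate 1 or 2 (log2 fold changes 1.48 to 1.67, adjusted p 0.00822 to 0.00997). The other treated groups gave no call (log2 fold changes -0.71 to 1.10, adjusted p 0.0122 to 0.481). The CSP locus BnaC07g11440D (C07 from 17056721 to 17057266) was called higher in HX58_CB and HX58_FB (log2 fold changes 3.42 to 3.60, standard errors 0.30 to 0.37, adjusted p at most 1.17e-04), with no change of call when any 1 library was left out. There was no call in the other treated groups (log2 fold changes -0.71 to 1.15, adjusted p 0.0663 to 0.849).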

Four *CSP* (*Novel01004*, *BnaC03g57650D*, *BnaA08g19010D*, and *BnaC07g11440D*) were induced by cold shock (CB and FB) and chilling after cold acclimation (CA), but not freezing after acclimation (FA). *BnaA09g43450D* and *Novel04090* were induced by cold shock (CB and FB) and chilling after cold acclimation (FA), but not freezing after acclimation (CA). 

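The CSP locus BnaA09g43450D (A09 from 30098802 to 30099401) was called higher in HX17_FB, HX58_FA and HX58_FB (log2 fold changes 1.37 to 1.82, standard errors 0.24 to 0.30, edgeR adjusted p at most 0.00497), but not in HX17_FB without HX17_MB replicate 1 or 3 (log2 fold changes 1.74 to 1.89, adjusted p 0.00649 to 0.00727), in HX58_FA without HX58_FA replicate 3 (log2 fold change 1.42, adjusted p = 0.00548) or in HX58_FB without HX58_FB replicate 1, 2 or 3 or HX58_MB replicate 1 or 3 (log2 fold changes 1.12 to 1.43, adjusted p 0.00540 to 0.0224). For the other treated groups, no change was called (log2 fold changes -0.34 to 0.64, adjusted p 0.162 to 0.859). The CSP locus Novel04090 (C08 from 33539575 to 33540696) was called higher in HX17_FB and HX58_FA (log2 fold changes 1.70 to 1.88, standard errors 0.24 to 0.28, adjusted p at most 6.73e-04), but not in HX17_FB without HX17_MB replicate 1 (log2 fold change 1.82, adjusted p = 0.00526) or in HX58_FA without HX58_MA replicate 1 (log2 fold change 1.69, adjusted p = 0.00518). Changes in the other treated groups were not called (log2 fold changes -0.75 to 0.61, adjusted p 0.0537 to 0.777).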

All the results indicated that the *CSP* genes have a complex expression pattern in response to different low-temperature conditions.

Heat stress transcription factors (HSFs) play a crucial role in plant responses to high-temperature by regulating the expression of stress-responsive genes, such as heat shock proteins (Guo *et al.* 2016). Approximately half of HSFs were affected under low-temperature condition (Table S8), suggesting that HSFs responded to high-temperature and low-temperature changes.

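Of 100 heat stress transcription factor loci 67 could be tested and edgeR called 33 in at least 1 of the 12 comparisons (n = 3 against 3 each), 31 of them against a control. An edgeR adjusted p under 0.05 with no fold limit gave 56, and DESeq2 45. Called higher were 4 in HX17_FA, 2 in HX17_CB, 6 in HX17_FB, 11 in HX58_FA, 3 in HX58_CB and 13 in HX58_FB, and lower 8 in HX17_CB, 5 in HX17_FB, 2 in HX58_CA, 3 in HX58_FA, 5 in HX58_CB and 7 in HX58_FB. In HX17_CA edgeR called 0, with 18 at an unadjusted p under 0.05 and 10 by DESeq2. With replicate 1, 2 or 3 left out of every group, 15, 16 and 21 loci were called.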

### Plant-pathogen interaction pathways play important roles in low-temperature stresses in rapeseed

As shown in Table S6-S7, the plant-pathogen interaction pathway was enriched in both HX17 and HX58 under low-temperature conditions, especially under the freezing stresses, consistent with expression of the plant-pathogen interaction pathway genes (Figure 8). 

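The GO term defense response stood in for the plant-pathogen interaction pathway. It held 3 of 371 (exact adjusted p = 1) in HX17_CA, 35 of 2779 (exact adjusted p = 1) in HX17_FA, 67 of 5407 (exact adjusted p = 0.417) in HX17_CB and 105 of 9427 (exact adjusted p = 1) in HX17_FB. In HX58 it held 30 of 1855 (exact adjusted p = 0.324) in CA, 71 of 6325 (exact adjusted p = 0.893) in FA, 102 of 10216 (exact adjusted p = 1) in CB and 111 of 11485 (exact adjusted p = 1) in FB. Of the 5 kinds of list tested in each group (all called genes, those that rose, those that fell, adjusted p under 0.05 with no fold limit, DESeq2), the only one enriched was that of the genes that rose in HX58_CA (22 of 992, exact adjusted p = 0.0300).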

Even though the plant-pathogen interaction pathway was consistently reported to be enriched under low-temperature treatments in various plants (Zhang *et al.* 2017; Qu *et al.* 2015; Yang and Huang 2018; Xu *et al.* 2016; Wang *et al.* 2016b; Tian *et al.* 2013; Du *et al.* 2015; Wang *et al.* 2015), the functions of this pathway in the plant cold responsiveness were neglected by researchers. The pathogenesis-related proteins (PR) were induced by cold acclimation (Kuwabara and Imai 2009; Hincha *et al.* 1997). Pre-treatment of tomato fruit with MeJA or MeSA induced the synthesis of PR proteins, which led to increased chilling tolerance and resistance to pathogens (Ding *et al.* 2002). Overexpression of 3 PR genes (*PR2*, *PR4*, *Glu*) in *Arabidopsis* enabled the plant to tolerate freezing temperatures (Cabello *et al.* 2012). As shown in Figure 8b, *PR1* and *PR5* were induced by cold acclimation and cold shock. 

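Of the 13 PR1 loci 2 could be tested, and 1 and 2 were called higher in HX58_CA and HX58_FA, respectively. With each library left out in turn, 1 and 0 were. Called lower was 1 in each of HX17_FB, HX58_CB and HX58_FB, and 0, 1 and 1 (same order) with each library left out. The PR1 locus BnaC03g45470D (C03 from 30460607 to 30461095) was called higher in HX58_CA (log2 fold change 2.51, standard error 0.21, edgeR adjusted p = 1.36e-04), with each library left out in turn as well. It was called higher also in HX58_FA (log2 fold change 1.30, standard error 0.21, adjusted p = 0.00140), except without HX58_FA replicate 2 or 3 or HX58_MA replicate 1 (log2 fold changes 1.09 to 1.35, adjusted p 0.00620 to 0.00823). Neither direction was called in the other treated groups (log2 fold changes -1.15 to 1.66, adjusted p 0.0199 to 0.964). Against MB the change of this locus in HX58_FA was log2 -0.093, not called. Of 29 PR5 loci 17 could be tested. Called higher were 2, 2, 3, 1, 3, 3 and 5 in HX17_FA, HX17_CB, HX17_FB, HX58_CA, HX58_FA, HX58_CB and HX58_FB, respectively. With each library left out in turn, 1, 2, 3, 0, 0, 2 and 5 were. A fall was called for 1 in HX17_FB, and for 0 with each library left out. The PR5 locus BnaAnng19350D (Ann_random from 20942842 to 20944909) was not called in HX17_FB and HX58_FA with all libraries (log2 fold changes -1.25 to 1.01, adjusted p 0.00703 to 0.0134) but was called in HX17_FB without HX17_FB replicate 2 (log2 fold change 1.32, adjusted p = 8.74e-04) and in HX58_FA without HX58_MA replicate 2 (log2 fold change -1.46, adjusted p = 0.00214). Tests in the other treated groups gave no call (log2 fold changes -0.70 to 1.58, adjusted p 0.0174 to 0.871).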

Overexpression of a rice *PR5* gene in rapeseed enhanced the resistance to *Sclerotinia sclerotiorum*, a fungal pathogen that caused Sclerotinia stem rot in rapeseed (Aghazadeh *et al.* 2017). We propose that overexpression of *PR* genes in rapeseed might produce rapeseed germplasm with tolerance to cold and *S. sclerotiorum*.

**Figure 8:**
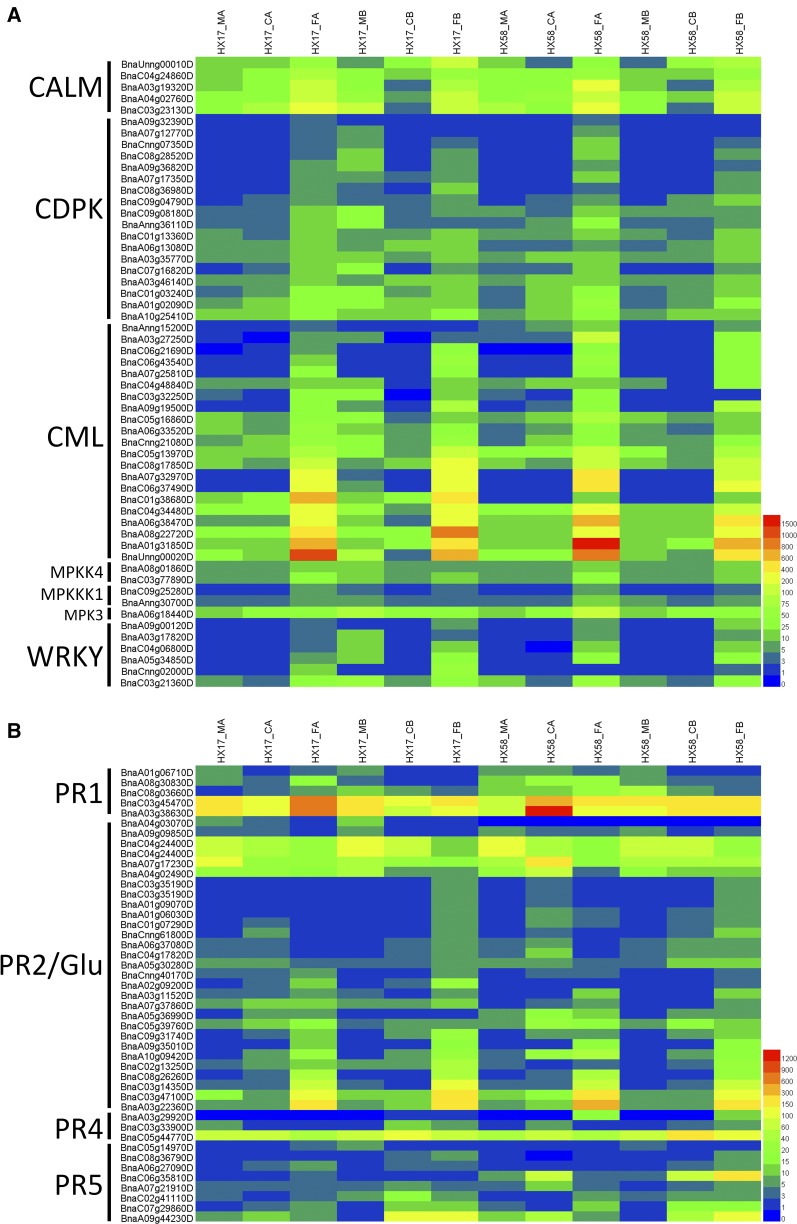
Heatmap analysis of the regulator genes (A) and PR genes (B) in the plant-pathogen interaction pathway. CAML, Calmodulin, CDPK; Calcium-dependent protein kinase; CML, calcium-binding protein; MPK3, Mitogen-activated protein kinase 3; MPKK4, Mitogen-activated protein kinase kinase 4; MPKKK1, Mitogen-activated protein kinase kinase kinase 1; WRKY, WRKY transcription factor; PR, Pathogenesis-related protein; Glu, Glucan endo-1,3-beta-glucosidase. The expression levels of each gene (FPKM values) in each sample, as indicated by different color rectangles. Red means high expression; Blue means low expression.

### Circadian rhythms play an important role in low-temperature stresses in rapeseed

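The GO term circadian rhythm, which covers 12 to 13 tested genes, held 3 of 5407 called genes in HX17_CB, 4 of 9427 in HX17_FB, 5 of 10216 in HX58_CB and 6 of 11485 (exact adjusted p = 0.940) in HX58_FB. In CA and FA it held 0 to 2 called genes, and the exact adjusted p was 1 in each comparison but HX58_FB.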

As shown in Table S6-S7, the circadian rhythms pathway was enriched in the DEGs for both HX17 and HX58 under low-temperature conditions. It was also shown to respond to low-temperature conditions in several plants (Li *et al.* 2017; Sobkowiak *et al.* 2014; Liu *et al.* 2018; Abeynayake *et al.* 2015; Barah *et al.* 2013), and regulated CBFs and CORs gene expression (Edwards *et al.* 2006; Bieniawska *et al.* 2008). Almost all the genes associated with circadian rhythms showed differential expression (Figure 9). These included induction of the pseudo-response regulators (APRR) *APRR1/TOC1*, *APRR3* and *APRR5* by chilling and freezing stresses in both HX17 and HX58, and suppression of *APRR7* and *APRR9*, consistent with the reports on *Arabidopsis* (Lee *et al.* 2005). 

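Against the controls in at least 1 treatment, edgeR (n = 3 against 3) called 3 of 3 APRR1 loci, 2 of 2 APRR3 loci, 6 of 6 APRR5 loci, 3 of 4 APRR7 loci, 4 of 4 APRR9 loci, 6 of 8 CHS loci, 2 of 4 TSF loci, 2 of 3 PHYA loci, 2 of 4 PIF3 loci, 2 of 2 CCA1 loci, 4 of 7 ELF3 loci, 4 of 4 LHY loci, 2 of 3 PHYB loci, 4 of 4 SPA1 loci, 2 of 2 RUP2 loci, 4 of 4 HY5 loci, 5 of 5 MYB75 loci, 3 of 4 CDF1 loci, 1 of 2 CRY1 loci, 2 of 4 CRY2 loci, 2 of 2 GI loci and 4 of 5 TCP21 loci, each out of the tested loci of that symbol. The 2 RUP1 loci had too few counts for the test. Over the 12 comparisons an edgeR adjusted p under 0.05 with no fold limit raised the count, among others, from 2 to 4 for PIF3, from 5 to 6 for ELF3 and from 2 to 4 for TSF. The paper gives am8:00 as the hour of collection. It sets out the hours of treatment only for the acclimated groups, so the hour for the other groups is less certain.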

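For APRR1, 3 of 3 loci were called higher in each of HX17_CA, HX17_FA, HX17_CB, HX17_FB, HX58_CA, HX58_FA, HX58_CB and HX58_FB, and 1, 3, 3, 3, 2, 3, 3 and 3 (same order) with each library left out in turn. The APRR1 locus BnaCnng43250D (Cnn_random from 42350580 to 42352708) was called higher in all 8 treated groups (log2 fold changes 4.74 to 8.72, standard errors 0.28 to 0.43, edgeR adjusted p at most 2.25e-04), calls that held with each library left out in turn. APRR3 has 3 loci, and 1, 1, 2, 2 and 2 were called higher in HX17_FA, HX17_CB, HX17_FB, HX58_FA and HX58_FB, respectively, and 0, 0, 2, 1 and 2 with each library left out in turn. The APRR3 locus BnaC09g35410D (C09 from 38771335 to 38773504) was called higher in HX17_FB, HX58_FA and HX58_FB (log2 fold changes 2.25 to 3.25, standard errors 0.31 to 0.44, adjusted p at most 5.52e-04), and leaving out any 1 library kept the calls. In HX58_CB it was not called (log2 fold change 1.95, adjusted p = 0.00540) except without HX58_MB replicate 3 (log2 fold change 1.56, adjusted p = 0.00315). Left without a call were the changes in the other treated groups (log2 fold changes -2.26 to 1.04, adjusted p 0.0219 to 0.141). Of the 6 APRR5 loci, 5, 5, 6, 5, 5, 5, 6 and 6 were called higher in HX17_CA, HX17_FA, HX17_CB, HX17_FB, HX58_CA, HX58_FA, HX58_CB and HX58_FB, respectively, and 3, 5, 4, 5, 3, 5, 6 and 6 with each library left out in turn. The APRR5 locus BnaA06g26980D (A06 from 18516186 to 18519844) was called higher in all 8 treated groups (log2 fold changes 4.93 to 8.46, standard errors 0.33 to 0.60, adjusted p at most 2.19e-04), with no change of call when any 1 library was left out. Among 4 APRR7 loci, 2 were called higher in HX58_FB, and 0 with each library left out in turn. 3 were called lower in HX58_CA, of which 1 with each library left out. The APRR7 locus BnaAnng00500D (Ann_random from 442669 to 445398) was called lower in HX58_CA (log2 fold change -3.81, standard error 0.35, adjusted p = 1.93e-04), with each library left out in turn as well. Called higher in HX58_FB (log2 fold change 1.09, standard error 0.18, adjusted p = 0.00109), it lost the call without HX58_FB replicate 3 or HX58_MB replicate 1 or 2 (log2 fold changes 0.95 to 1.11, adjusted p 0.00188 to 0.00799). A call was absent in the other treated groups (log2 fold changes -1.20 to 0.51, adjusted p 0.0222 to 0.873). For APRR9, 2, 4, 2, 4, 4, 4, 4 and 4 of 6 loci were called lower in HX17_CA, HX17_FA, HX17_CB, HX17_FB, HX58_CA, HX58_FA, HX58_CB and HX58_FB, respectively, and 0, 3, 2, 4, 3, 4, 1 and 4 with each library left out in turn. The APRR9 locus BnaA04g26750D (A04 from 18944379 to 18946602) was called lower in all treated groups except HX17_CA (log2 fold changes -5.59 to -2.45, standard errors 0.20 to 0.40, adjusted p at most 2.45e-04), calls that held with each library left out in turn. Called lower with all libraries in HX17_CA (log2 fold change -2.39, standard error 0.23, adjusted p = 0.00128), it was not called without HX17_CA replicate 1 or 2 or HX17_MA replicate 1 or 3 (log2 fold changes -2.41 to -2.27, adjusted p 0.00699 to 0.0124).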

A prr7-3 prr9-1 double mutant failed to entrain to temperature cycles (Salome and McClung 2005), while prr5/7/9 triple mutant plant was more tolerant to cold stresses through upregulation of CBF expression (Nakamichi *et al.* 2009). The Cholcone synthase (*CHS*), twin sister of FT (*TSF*), phytochrome A (*PHYA*) and transcription factor *PIF3* were induced by chilling and freezing stresses. 

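CHS has 13 loci, and 2, 1 and 2 were called higher in HX17_CA, HX17_FA and HX17_FB, respectively, and 0 with each library left out in turn. Lower levels were called for 1, 2, 1, 4 and 2 in HX17_CB, HX17_FB, HX58_FA, HX58_CB and HX58_FB, respectively, and for 0, 0, 0, 3 and 2 with each library left out. The CHS locus BnaC02g05070D (C02 from 2648398 to 2649855) was called lower in HX58_CB (log2 fold change -2.96, standard error 0.44, edgeR adjusted p = 6.15e-04), and leaving out any 1 library kept the call. In HX17_CB it was called lower as well (log2 fold change -2.75, standard error 0.53, adjusted p = 0.00469), but not without HX17_CB replicate 1, 2 or 3 or HX17_MB replicate 1 or 2 (log2 fold changes -2.98 to -1.996, adjusted p 0.0109 to 0.0154). HX17_CA and HX58_CA gave no call with all libraries (log2 fold changes 2.52 to 4.04, adjusted p 0.00697 to 0.0117) and a call in HX17_CA without HX17_CA replicate 3 (log2 fold change 4.34, adjusted p = 0.00355) and in HX58_CA without HX58_MA replicate 3 (log2 fold change 3.45, adjusted p = 0.00237). Without a call were the changes in the other treated groups (log2 fold changes -2.26 to 0.80, adjusted p 0.0537 to 0.536). Against MA the change in HX58_CB was log2 0.62, not called. Of the 5 TSF loci, 1 was called higher in each of HX17_FA, HX17_FB and HX58_FB, and 0, 1 and 0 (same order) with each library left out in turn. The TSF locus BnaA07g25310D (A07 from 18855253 to 18857599) was called higher in HX17_FB (log2 fold change 4.03, standard error 0.49, adjusted p = 2.38e-04), with no change of call when any 1 library was left out. The call in HX17_FA, also higher (log2 fold change 3.78, standard error 0.57, adjusted p = 0.00130), was lost without HX17_FA replicate 1 or 2 or HX17_MA replicate 3 (log2 fold changes 3.30 to 3.80, adjusted p 0.00547 to 0.00751). It was not called in the other treated groups (log2 fold changes -2.27 to 2.60, adjusted p 0.00920 to 0.643). Among 5 PHYA loci, 2 were called higher in each of HX17_CB and HX17_FB, and 0 with each library left out in turn. The PHYA locus BnaCnng19880D (Cnn_random from 18581229 to 18585419) was called higher in HX17_CB and HX17_FB (log2 fold changes 1.11 to 1.25, standard errors 0.22 to 0.24, adjusted p at most 0.00379), but not in HX17_CB whichever 1 library was left out (log2 fold changes 1.06 to 1.42, adjusted p 0.00580 to 0.0217) or in HX17_FB without HX17_FB replicate 1 or 3 or HX17_MB replicate 1, 2 or 3 (log2 fold changes 0.98 to 1.31, adjusted p 0.00550 to 0.0185). No call was made in the other treated groups (log2 fold changes -0.13 to 0.73, adjusted p 0.107 to 0.859). For PIF3, 1 of 4 loci was called higher in each of HX17_FA, HX17_CB, HX17_FB and HX58_FA, and 0, 0, 1 and 1 (same order) with each library left out in turn. The PIF3 locus BnaC08g42700D (C08 from 36766321 to 36768583) was not called in any treated group (log2 fold changes -1.30 to 0.22, adjusted p 0.0276 to 0.744).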

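CCA1 has 2 loci, and 1, 1, 2, 2, 1 and 2 were called lower in HX17_FA, HX17_CB, HX17_FB, HX58_FA, HX58_CB and HX58_FB, respectively, and 0, 0, 2, 2, 0 and 2 with each library left out in turn. Of the 9 LHY loci, 3, 3, 4, 1, 4, 4 and 4 were called lower in HX17_FA, HX17_CB, HX17_FB, HX58_CA, HX58_FA, HX58_CB and HX58_FB, respectively, and 1, 1, 3, 0, 4, 4 and 4 with each library left out in turn. The LHY locus BnaC05g00840D (C05 from 428975 to 431826) was called lower in HX17_FB, HX58_FA, HX58_CB and HX58_FB (log2 fold changes -5.13 to -2.50, standard errors 0.24 to 0.37, edgeR adjusted p at most 5.47e-04), with each library left out in turn as well. It was called lower also in HX17_FA and HX17_CB (log2 fold changes -1.40 to -1.22, standard errors 0.22 to 0.24, adjusted p at most 0.00413), except in HX17_FA without HX17_FA replicate 1 or 3 or HX17_MA replicate 1 or 3 (log2 fold changes -1.16 to -1.12, adjusted p 0.0180 to 0.0281) and in HX17_CB without HX17_CB replicate 1 or 2 or HX17_MB replicate 1 or 3 (log2 fold changes -1.43 to -1.25, adjusted p 0.00906 to 0.0146). In the other treated groups it was not called (log2 fold changes -0.73 to 0.61, adjusted p 0.0383 to 0.101). Among 4 PHYB loci, 2, 2, 2, 1, 2, 2 and 2 were called lower in HX17_FA, HX17_CB, HX17_FB, HX58_CA, HX58_FA, HX58_CB and HX58_FB, respectively, and 2, 1, 2, 1, 2, 2 and 2 with each library left out in turn. The PHYB locus BnaA05g22950D (A05 from 17432956 to 17436857) was called lower in all treated groups except HX17_CA (log2 fold changes -2.61 to -1.66, standard errors 0.16 to 0.30, adjusted p at most 4.39e-04), calls that held with each library left out in turn. HX17_CA gave no call (log2 fold change -1.34, adjusted p = 0.00939). For ELF3, 1, 1, 3 and 1 of 9 loci were called higher in HX17_FA, HX17_FB, HX58_FA and HX58_FB, respectively, and 0, 0, 1 and 1 with each library left out in turn. Called lower was 1 in HX58_CA, and 0 with each library left out. The ELF3 locus BnaA09g40710D (A09 from 28572739 to 28575385) was called higher in HX58_FA (log2 fold change 1.00, standard error 0.18, adjusted p = 0.00220), but not without HX58_FA replicate 1, 2 or 3 or HX58_MA replicate 1 or 3 (log2 fold changes 0.87 to 1.05, adjusted p 0.00703 to 0.0140). There was no call in the other treated groups (log2 fold changes 0.53 to 1.03, adjusted p 0.00839 to 0.101). SPA1 has 4 loci, and 2, 3, 4 and 4 were called lower in HX17_CB, HX17_FB, HX58_CB and HX58_FB, respectively, and 0, 0, 3 and 4 with each library left out in turn. Of the 2 RUP2 loci, 2 were called lower in each of HX17_FA, HX17_FB, HX58_FA, HX58_CB and HX58_FB, and 2, 1, 2, 0 and 2 (same order) with each library left out in turn. Among 4 HY5 loci, 3, 1, 3 and 4 were called lower in HX17_FA, HX17_CB, HX58_FA and HX58_CB, respectively, and 3, 0, 3 and 2 with each library left out in turn. The HY5 locus BnaA02g00920D (A02 from 352214 to 353154) was called lower in HX17_FA, HX58_FA and HX58_CB (log2 fold changes -2.50 to -1.89, standard errors 0.20 to 0.25, adjusted p at most 1.26e-04), and leaving out any 1 library kept the calls. For the other treated groups, no change was called (log2 fold changes -1.20 to -0.21, adjusted p 0.0131 to 0.519). For MYB75, 1, 2, 1, 2, 2, 4 and 2 of 7 loci were called lower in HX17_FA, HX17_CB, HX17_FB, HX58_CA, HX58_FA, HX58_CB and HX58_FB, respectively, and 1, 1, 1, 0, 2, 3 and 2 with each library left out in turn.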

The circadian clock associated 1 (*CCA1*), early flowering 3 (*ELF3*), late elongated hypocotyl (*LHY*), phytochrome B (*PHYB*), suppressor of PHYA-105 1 (*SPA1*), repressor of UV-B photomorphogenesis 1 (*RUP*) and transcription factors *HY5* and *MYB75* were suppressed by chilling and freezing stresses. 

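CDF1 has 4 loci, and 2, 1 and 3 were called higher in HX17_FA, HX58_CA and HX58_FA, respectively, and 1, 0 and 2 with each library left out in turn. A fall was called for 1 in each of HX17_CB, HX17_FB, HX58_CB and HX58_FB, and for 0, 1, 1 and 1 (same order) with each library left out. The CDF1 locus BnaAnng24480D (Ann_random from 28299382 to 28300909) was called lower in HX17_FB and HX58_FB (log2 fold changes -2.63 to -1.75, standard errors 0.15 to 0.25, edgeR adjusted p at most 7.02e-05), with no change of call when any 1 library was left out. In HX58_FA it was called higher (log2 fold change 1.06, standard error 0.16, adjusted p = 7.42e-04), but not without HX58_FA replicate 2 or HX58_MA replicate 1 or 3 (log2 fold changes 0.96 to 1.01, adjusted p 0.00312 to 0.00656). Called lower with all libraries in HX17_CB (log2 fold change -2.25, standard error 0.37, adjusted p = 0.00220), it was not called without HX17_CB replicate 2 or HX17_MB replicate 1, 2 or 3 (log2 fold changes -2.48 to -2.12, adjusted p 0.00547 to 0.0127). Changes in the other treated groups were not called (log2 fold changes -0.93 to 0.78, adjusted p 0.00427 to 0.801). Of the 2 CRY1 loci, 1 was called higher in HX17_FA, and 0 with each library left out in turn. The CRY1 locus BnaAnng13370D (Ann_random from 14303939 to 14306491) was called higher in HX17_FA (log2 fold change 1.15, standard error 0.21, adjusted p = 0.00400), but not whichever 1 library was left out (log2 fold changes 1.05 to 1.21, adjusted p 0.00861 to 0.0226). With all libraries it was not called in HX17_CA (log2 fold change 1.51, adjusted p = 0.00581), but it was without HX17_CA replicate 3 (log2 fold change 1.64, adjusted p = 0.00267). Neither direction was called in the other treated groups (log2 fold changes -0.70 to 0.76, adjusted p 0.0119 to 0.986). Among 4 CRY2 loci, 1 was called higher in HX58_FA, and 0 with each library left out in turn. 1 was called lower in HX58_FB, of which 0 with each library left out. The CRY2 locus BnaC05g02520D (C05 from 1231125 to 1233766) was called lower in HX58_FB (log2 fold change -1.13, standard error 0.19, adjusted p = 0.00128), but not without HX58_FB replicate 1 or 2 or HX58_MB replicate 1 or 2 (log2 fold changes -1.14 to -1.05, adjusted p 0.00512 to 0.00770). Tests in the other treated groups gave no call (log2 fold changes -0.67 to 1.08, adjusted p 0.00347 to 0.282).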

Cyclic dof factor 1 (*CDF1*) and cytochrome 1/2 (*CRY1/2*) were induced by cold acclimation, but were suppressed by cold shock. 

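For GI, 2 of 2 loci were called higher in each of HX17_FB and HX58_FB, and 2 with each library left out in turn. Lower levels were called for 2 in HX58_CA, and for 2 with each library left out. The GI locus BnaC05g18020D (C05 from 11779596 to 11784251) was called higher in HX17_FB and HX58_FB (log2 fold changes 2.10 to 2.27, standard errors 0.22 to 0.25, edgeR adjusted p at most 1.22e-04), with each library left out in turn as well. It was called lower in HX58_CA (log2 fold change -3.78, standard error 0.27, adjusted p = 6.58e-05), a call that held with each library left out in turn. In HX17_FA and HX58_FA it was not called (log2 fold changes -1.92 to -0.97, adjusted p 0.00578 to 0.00802) except in HX17_FA without HX17_FA replicate 2 (log2 fold change -2.34, adjusted p = 0.00349) and in HX58_FA without HX58_MA replicate 3 (log2 fold change -1.22, adjusted p = 0.00174). Left without a call were the changes in the other treated groups (log2 fold changes -0.89 to -0.12, adjusted p 0.0692 to 0.664). TCP21 has 5 loci, and 2, 2 and 1 were called higher in HX17_FA, HX58_FA and HX58_FB, respectively, and 1, 2 and 1 with each library left out in turn. Called lower were 3 and 1 in HX17_CB and HX58_CB, respectively, and 2 and 1 with each library left out. The TCP21 locus BnaC03g03480D (C03 from 1706603 to 1707310) was called higher in HX58_FA (log2 fold change 1.40, standard error 0.18, adjusted p = 3.22e-04), and leaving out any 1 library kept the call. It was called lower in HX17_CB and HX58_CB (log2 fold changes -3.28 to -1.71, standard errors 0.27 to 0.39, adjusted p at most 8.08e-04), with no change of call when any 1 library was left out. In HX17_FA it was called higher as well (log2 fold change 1.65, standard error 0.25, adjusted p = 0.00134), but not without HX17_FA replicate 1 or HX17_MA replicate 1 or 3 (log2 fold changes 1.59 to 1.69, adjusted p 0.00750 to 0.0103). A call was absent in the other treated groups (log2 fold changes -0.66 to 0.61, adjusted p 0.0407 to 0.879).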

Gigantea (*GI*) and *CHE/TCP21* were induced only by freezing stress.

**Figure 9:**
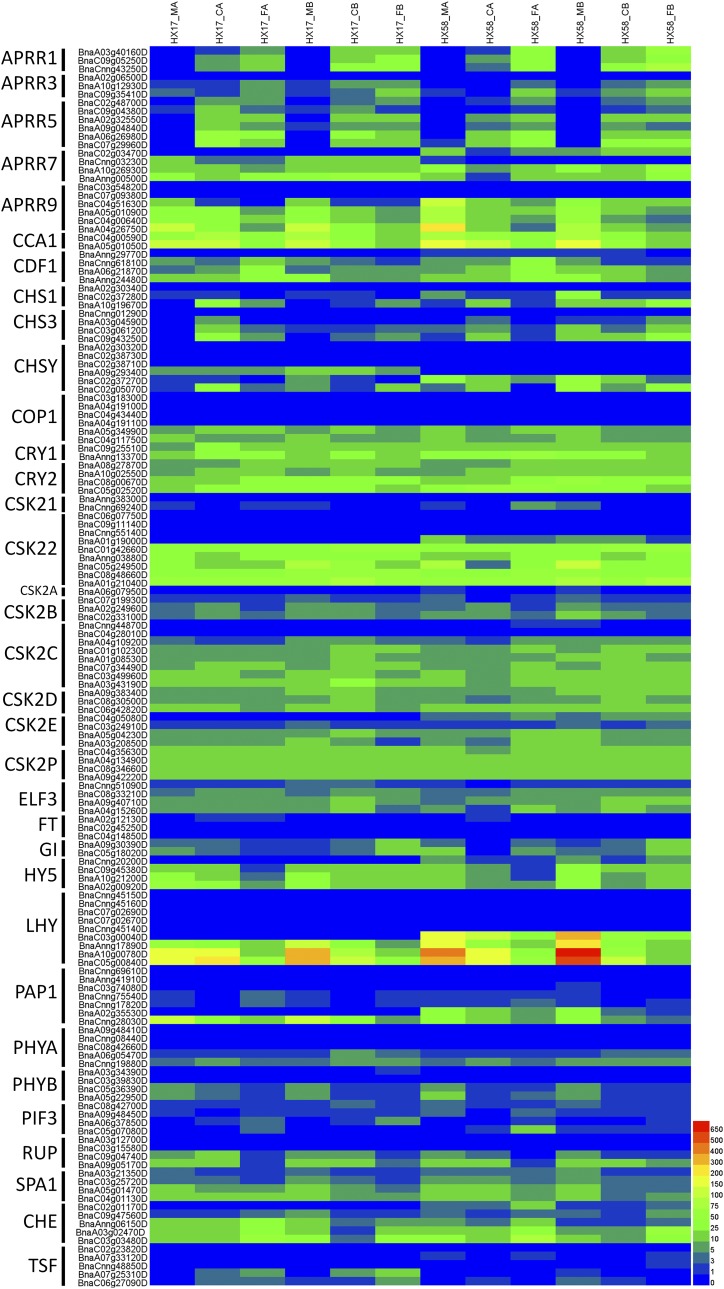
Heatmap analysis of the genes in circadian rhythms pathway. APRR (pseudo response regulator), Two-component response regulator-like; CCA1 (CIRCADIAN CLOCK ASSOCIATED 1), MYB-related transcription factor; CDF1 (Cyclic dof factor 1), Dof zinc finger protein; CHS (Chalcone synthase); COP1 (Constitutive photomorphogenesis protein 1), E3 ubiquitin-protein ligase; CRY1/2 (Cryptochrome 1/2), Blue light photoreceptor; CSK2, Casein kinase II subunit; ELF3 (EARLY FLOWERING 3); FT (FLOWERING LOCUS T), Phosphatidylethanolamine-binding protein; GI (GIGANTEA); HY5 (ELONGATED HYPOCOTYL5), bZIP transcription factor; LHY (LATE ELONGATED HYPOCOTYL), MYB-related transcription factor; PAP1(Production of anthocyanin pigment 1 protein), MYB-related transcription factor; PHYA/B (Phytochrome A/B), ; PIF3 (Phytochrome-interacting factor 3), bHLH transcription factor; RUP1, WD repeat-containing protein; SPA1 (SUPPRESSOR OF PHYA-105 1), WD repeat-containing protein; CHE (CCA1 HIKING EXPEDITION), TCP transcription factor; TSF (TWIN SISTER of FT). The expression levels of each gene (FPKM values) in each sample, as indicated by different color rectangles. Red means high expression; Blue means low expression.

Two phytochrome mutants phyB and phyD showed increased cold tolerance via the upregulation of CBF regulon (Franklin and Whitelam 2007). During the warm long-day condition growing season, the CBF pathway is actively suppressed by PHYB, PIF4, and PIF7 (Lee and Thomashow 2012). PHYA and PHYB function antagonistically to regulate cold tolerance via abscisic acid-dependent jasmonate signaling in tomato (Wang *et al.* 2016a). PIF3 acts as a negative regulator of plant cold acclimation by direct suppression of CBF expression (Jiang *et al.* 2017).

HY5 transcription was regulated by low temperature through a CBF- and ABA-independent pathway, and mutant hy5-1 provoked a significant reduction in the ability of *Arabidopsis* to cold acclimate (Catala *et al.* 2011). GI increased freezing tolerance via a CBF-independent pathway (Cao *et al.* 2005). CCA1/LHY bound to promoter of CBFs and promoted cold acclimation (Dong *et al.* 2011). COR27 and COR28 were direct targets of CCA1, meanwhile they bind to the chromatin of APRR1 and APRR5 and repress their expression (Li *et al.* 2016). Therefore, we could infer that the circadian rhythm pathways play a role in freezing tolerance, through regulation of the circadian rhythm genes in rapeseed.

### Vernalization in rapeseed

Although both cold acclimation and vernalization are responses to low temperature, the durations of cold exposure required to initiate these responses are quite distinct. The most upstream event of the vernalization pathway identified is the induction of vernalization insensitive 3 (VIN3) in response to low temperatures. Together with VIL1, VIN3 was required during vernalization for the modifications of FLC and FLM chromatin, it led to an epigenetically silenced state and acquisition of competence to flower (Sung and Amasino 2004).

We analyzed the expression pattern of all rapeseed *VIN* and *FLC* genes under different low-temperature conditions. 

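The VIL2 locus BnaC07g42420D (C07 from 41868672 to 41871436) was called higher in HX17_FA and HX58_FA (log2 fold changes 1.44 to 1.86, standard errors 0.15 to 0.25, edgeR adjusted p at most 6.00e-04), with each library left out in turn as well. The call in HX58_CB, also higher (log2 fold change 1.20, standard error 0.23, adjusted p = 0.00230), was lost without HX58_CB replicate 3 or HX58_MB replicate 1 or 2 (log2 fold changes 1.10 to 1.25, adjusted p 0.00875 to 0.0176). Without a call were the changes in the other treated groups (log2 fold changes 0.26 to 1.41, adjusted p 0.0108 to 0.454). BnaAnng10940D (Ann_random from 12084365 to 12087132) was called higher in HX58_FA (log2 fold change 2.13, standard error 0.25, adjusted p = 2.34e-04), a call that held with each library left out in turn. It was called higher also in HX17_FA (log2 fold change 1.86, standard error 0.27, adjusted p = 9.59e-04), except without HX17_FA replicate 1 or HX17_MA replicate 3 (log2 fold changes 1.76 to 1.86, adjusted p 0.00544 to 0.00600). It was not called in the other treated groups (log2 fold changes -0.26 to 1.23, adjusted p 0.0216 to 0.515).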

As shown in Figure 10, only two *VIN* genes (*BnaC07g42420D* and *BnaAnng10940D*) were induced by cold acclimation and cold shock. 

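BnaC01g08200D (C01 from 4361947 to 4364186) was called lower in HX58_FB (log2 fold change -1.40, standard error 0.17, edgeR adjusted p = 2.24e-04), and leaving out any 1 library kept the call. Called lower with all libraries in HX17_CB, HX17_FB and HX58_CB (log2 fold changes -1.39 to -1.15, standard errors 0.21 to 0.22, adjusted p at most 0.00394), it was not called in HX17_CB whichever 1 library was left out (log2 fold changes -1.28 to -1.02, adjusted p 0.00614 to 0.0186), in HX17_FB without HX17_MB replicate 1 or 3 (log2 fold changes -1.35 to -1.29, adjusted p 0.00569 to 0.00621) or in HX58_CB without HX58_CB replicate 1 or 3 or HX58_MB replicate 1 or 2 (log2 fold changes -1.24 to -1.06, adjusted p 0.00513 to 0.0118). HX58_FA gave no call with all libraries (log2 fold change -1.01, adjusted p = 0.00525) and a call without HX58_MA replicate 1 (log2 fold change -1.21, adjusted p = 0.00353). No call was made in the other treated groups (log2 fold changes -1.15 to 0.07, adjusted p 0.00779 to 0.868). BnaCnng18840D (Cnn_random from 17367105 to 17368011) was called lower in HX58_FB (log2 fold change -1.33, standard error 0.24, adjusted p = 0.00185), but not without HX58_FB replicate 1 or 2 or HX58_MB replicate 1, 2 or 3 (log2 fold changes -1.43 to -1.22, adjusted p 0.00506 to 0.00916). In the other treated groups it was not called (log2 fold changes -1.80 to -0.11, adjusted p 0.0280 to 0.828).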

*BnaC01g08200D* and *BnaCnng18840D* were suppressed by both cold acclimation and cold shock. *BnaC03g68030D* and *BnaA08g13150D* were induced only by cold acclimation but not by cold shock. 

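BnaC03g68030D (C03 from 57629963 to 57631885) was not called in any treated group (log2 fold changes -0.85 to 0.97, edgeR adjusted p 0.00836 to 0.299). BnaA08g13150D (A08 from 11441374 to 11443296) was called lower in HX58_CB and HX58_FB (log2 fold changes -1.35 to -1.10, standard errors 0.19 to 0.22, adjusted p at most 0.00152), but not in HX58_CB without HX58_MB replicate 1 (log2 fold change -1.35, adjusted p = 0.00580) or in HX58_FB without HX58_FB replicate 2 or 3 or HX58_MB replicate 1 or 3 (log2 fold changes -1.10 to -0.97, adjusted p 0.00399 to 0.00805). The other treated groups gave no call (log2 fold changes -0.77 to 1.23, adjusted p 0.00964 to 0.569).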

The induction of a few *VIN* genes in response to low temperatures suggested that the vernalization pathway in early-maturing rapeseed was attenuated.

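Of the 4 VIN3 loci, 2, 2, 2, 3 and 3 were called higher in HX17_CA, HX17_CB, HX17_FB, HX58_CB and HX58_FB, respectively, and 0, 0, 1, 3 and 3 with each library left out in turn. The VIN3 locus BnaA02g08140D (A02 from 3862183 to 3864694) was called higher in HX17_CA and HX17_CB (log2 fold changes 5.33 to 6.86, standard errors 0.89 to 0.90, edgeR adjusted p at most 0.00373), but not in HX17_CA without HX17_CA replicate 1 or 2 or HX17_MA replicate 1 or 3 (log2 fold changes 6.26 to 6.91, adjusted p 0.0141 to 0.0248) or in HX17_CB without HX17_CB replicate 1, 2 or 3 or HX17_MB replicate 2 or 3 (log2 fold changes 4.73 to 5.43, adjusted p 0.00520 to 0.0115). With all libraries it was not called in HX58_CB (log2 fold change 0.93, adjusted p = 0.0388), but it was without HX58_CB replicate 2 (log2 fold change 1.21, adjusted p = 0.00219). There was no call in the other treated groups tested (log2 fold changes -0.74 to 4.15, adjusted p 0.00801 to 0.545). In HX17_FA its counts were too low for the test. Among 9 VIL2 loci, 2, 2 and 1 were called higher in HX17_FA, HX58_FA and HX58_CB, respectively, and 1, 2 and 0 with each library left out in turn. A fall was called for 1, 1, 2 and 4 in HX17_CB, HX17_FB, HX58_CB and HX58_FB, respectively, and for 0, 0, 0 and 1 with each library left out. Of the 3 VIL1 loci 2 could be tested and 0 were called by edgeR in any treated group, with 0, 0, 1, 1, 0, 2, 1 and 0 at an unadjusted p under 0.05 in HX17_CA, HX17_FA, HX17_CB, HX17_FB, HX58_CA, HX58_FA, HX58_CB and HX58_FB, respectively, and 0, 0, 0, 0, 0, 1, 0 and 0 by DESeq2.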

**Figure 10:**
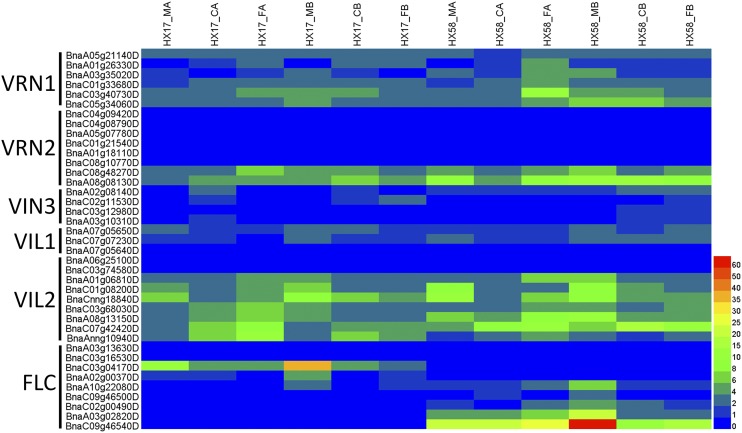
Heatmap analysis of the genes in the vernalization pathway. VRN1 (VERNALIZATION 1), B3 domain-containing transcription factor; VRN2 (VERNALIZATION 2), Zinc finger protein; VIN3 (VERNALIZATION INSENSITIVE 3), PHD finger protein; VIL, VIN3-like protein; FLC (FLOWERING LOCUS C), MADS-box protein. The expression levels of each gene (FPKM values) in each sample, as indicated by different color rectangles. Red means high expression; Blue means low expression.

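Summed over its 18 libraries, BnaC03g04170D had 4174 counts in HX17 and 11 in HX58. The reverse held for BnaC09g46540D (32 and 14191), BnaA03g02820D (40 and 3435), BnaC02g00490D (2 and 1060) and BnaC09g46500D (61 and 351). BnaA02g00370D had 696 and 108 counts, BnaA10g22080D 464 and 1057, BnaA03g13630D 11 and 21 and BnaC03g16530D 7 and 10.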

The expression patterns of nine rapeseed *FLCs* were different between HX17 and HX58 (Figure 10). Two *FLC* genes were suppressed only in HX17 under cold-acclimation and cold-shock, while three *FLC* genes were suppressed only in HX58. 

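For FLC, 2, 2, 3 and 3 of 9 loci were called lower in HX17_CB, HX17_FB, HX58_CB and HX58_FB, respectively, and 2, 1, 3 and 1 with each library left out in turn. In HX17_CA, HX17_FA, HX58_CA and HX58_FA edgeR called 0 loci, and so did DESeq2. At an unadjusted edgeR p under 0.05 there were 1, 1, 0 and 1, counted in either direction. The 1 in HX58_FA was higher there than in its control. The FLC locus BnaC03g04170D (C03 from 2001364 to 2004498) was called lower in HX17_CB and HX17_FB (log2 fold changes -3.75 to -2.96, standard errors 0.27 to 0.30, edgeR adjusted p at most 1.75e-04), with no change of call when any 1 library was left out. For HX17_CA and HX17_FA, no change was called (log2 fold changes -1.32 to -1.20, adjusted p 0.0384 to 0.0570). The FLC locus BnaC09g46540D (C09 from 46366753 to 46370908) was called lower in HX58_CB (log2 fold change -2.37, standard error 0.32, adjusted p = 3.73e-04), with each library left out in turn as well. In HX58_FB it was called lower as well (log2 fold change -2.07, standard error 0.31, adjusted p = 7.72e-04), but not without HX58_FB replicate 2 (log2 fold change -2.02, adjusted p = 0.00560). Changes in HX58_CA and HX58_FA were not called (log2 fold changes 0.15 to 0.44, adjusted p 0.0777 to 0.702). The FLC locus BnaA03g02820D (A03 from 1361325 to 1364246) was called lower in HX58_CB (log2 fold change -2.66, standard error 0.32, adjusted p = 2.13e-04), a call that held with each library left out in turn. The call in HX58_FB, also lower (log2 fold change -3.26, standard error 0.61, adjusted p = 0.00234), was lost without HX58_FB replicate 2 or HX58_MB replicate 1 or 2 (log2 fold changes -3.21 to -2.98, adjusted p 0.00834 to 0.0124). Neither direction was called in HX58_CA and HX58_FA (log2 fold changes -0.06 to 0.27, adjusted p 0.549 to 0.926). The control group changed these. Against MA, 0 loci were called lower in HX17_CB, 1 in HX17_FB, 0 in HX58_CB and 0 in HX58_FB, and DESeq2 against MB gave 3, 2, 5 and 3. Between the controls, the log2 fold changes of MB against MA ran from 1.54 to 1.93 over 3 loci in HX17 and from 1.49 to 2.66 over 4 loci in HX58.

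**Figure D3:**
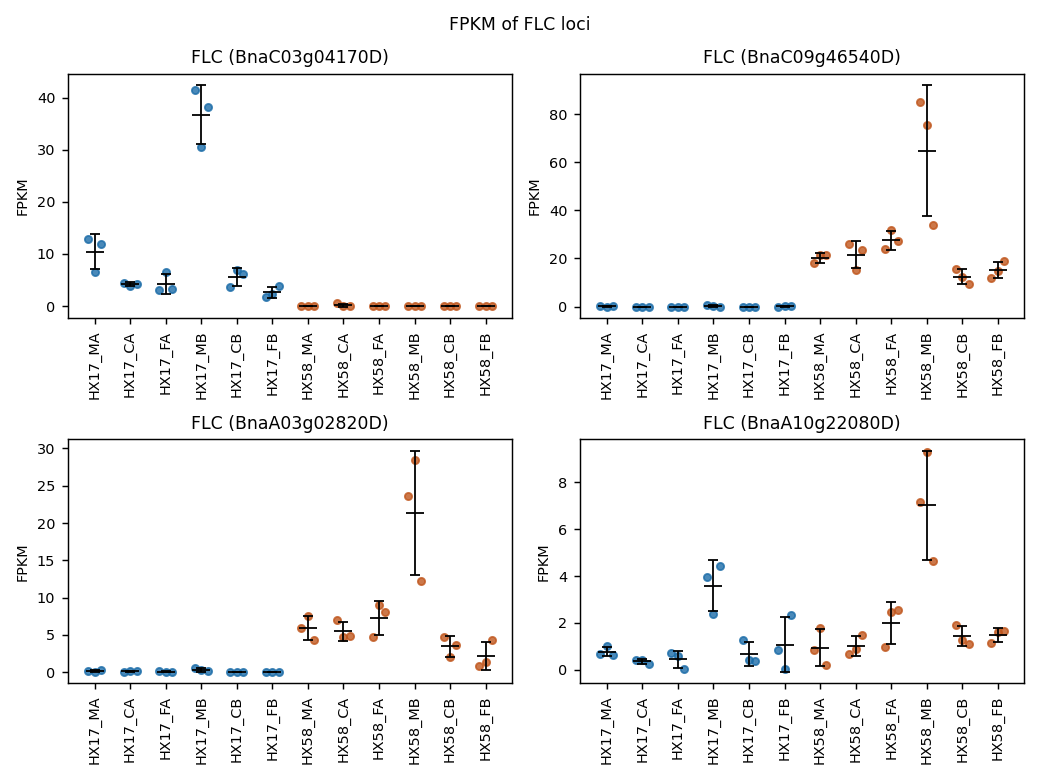
FPKM (vertical axis) of BnaC03g04170D, BnaC09g46540D, BnaA03g02820D and BnaA10g22080D in the 12 groups (horizontal axis). Points are the 3 replicates, with mean and SD, and BnaC09g46540D has 20.3 ± 2.03 in HX58_MA and 64.8 ± 27.3 in HX58_MB.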

*BnaA10g22080D* was suppressed in both HX17 and HX58 under cold shock stresses. 

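BnaA10g22080D (A10 from 14998698 to 15003013) was called lower in HX58_CB and HX58_FB (log2 fold changes -2.29 to -2.25, standard errors 0.32 to 0.34, edgeR adjusted p at most 6.32e-04), and leaving out any 1 library kept the calls. In HX17_CB it was not called (log2 fold change -2.55, adjusted p = 0.00819) except without HX17_CB replicate 1 (log2 fold change -3.38, adjusted p = 0.00241). Tests in the other treated groups gave no call (log2 fold changes -1.69 to 1.03, adjusted p 0.108 to 0.941). Against MA the changes in HX58 were 0.37 in CB and 0.40 in FB (edgeR log2, adjusted p = 0.721 and 0.679).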

All the results suggest that *FLC* genes vary extensively among the rapeseed populations.

### Validation of gene expression patterns by qRT-PCR

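The TIFY10A locus BnaC08g18640D (C08 from 21709010 to 21710317) was called higher in HX17_FA, HX58_FA and HX58_FB (log2 fold changes 4.97 to 5.81, standard errors 0.39 to 0.51, edgeR adjusted p at most 1.03e-04), with no change of call when any 1 library was left out. It was called higher also in HX17_FB (log2 fold change 2.35, standard error 0.45, adjusted p = 0.00236), except without HX17_FB replicate 1 or 3 or HX17_MB replicate 1 or 3 (log2 fold changes 1.94 to 2.43, adjusted p 0.00609 to 0.0137). Left without a call were the changes in the other treated groups (log2 fold changes -1.10 to 2.14, adjusted p 0.0354 to 0.266). The COR15B locus BnaA03g56750D (A03_random from 858995 to 859666) was called higher in all 8 treated groups (log2 fold changes 2.12 to 8.45, standard errors 0.22 to 0.48, adjusted p at most 2.19e-04), with each library left out in turn as well. The CML49 locus BnaA01g31850D (A01 from 21561513 to 21562901) was called higher in HX17_FA, HX17_FB, HX58_FA and HX58_FB (log2 fold changes 4.92 to 6.72, standard errors 0.20 to 0.40, adjusted p at most 2.64e-05), calls that held with each library left out in turn. A call was absent in the other treated groups (log2 fold changes 0.43 to 0.94, adjusted p 0.00599 to 0.218).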

As shown in Figure 11, all the 4 candidate genes were induced by freezing stress strongly, with or without cold acclimation. 

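The actin locus BnaC05g34300D (C05 from 33696895 to 33698266) was not called in any treated group (log2 fold changes 0.01 to 0.81, edgeR adjusted p 0.00228 to 0.982). The largest change was the rise in HX58_FA, log2 0.81, with the adjusted p of 0.00228 but less than 2-fold. FPKM of this locus was 55.1 ± 4.33 in HX17_MA, 81.6 ± 5.03 in HX17_FA, 75.6 ± 1.44 in HX17_MB, 72.8 ± 16.97 in HX17_FB, 36.1 ± 0.912 in HX58_MA, 63.9 ± 5.36 in HX58_FA, 60.4 ± 5.32 in HX58_MB and 68.8 ± 4.70 in HX58_FB (mean ± SD, n = 3).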

Although the fold-changes in their expression detected by sequencing did not exactly match those detected by qRT-PCR, the detected expression patterns were mostly consistent for all the selected genes, confirming the reliability of the RNA-Seq results.

**Figure 11:**
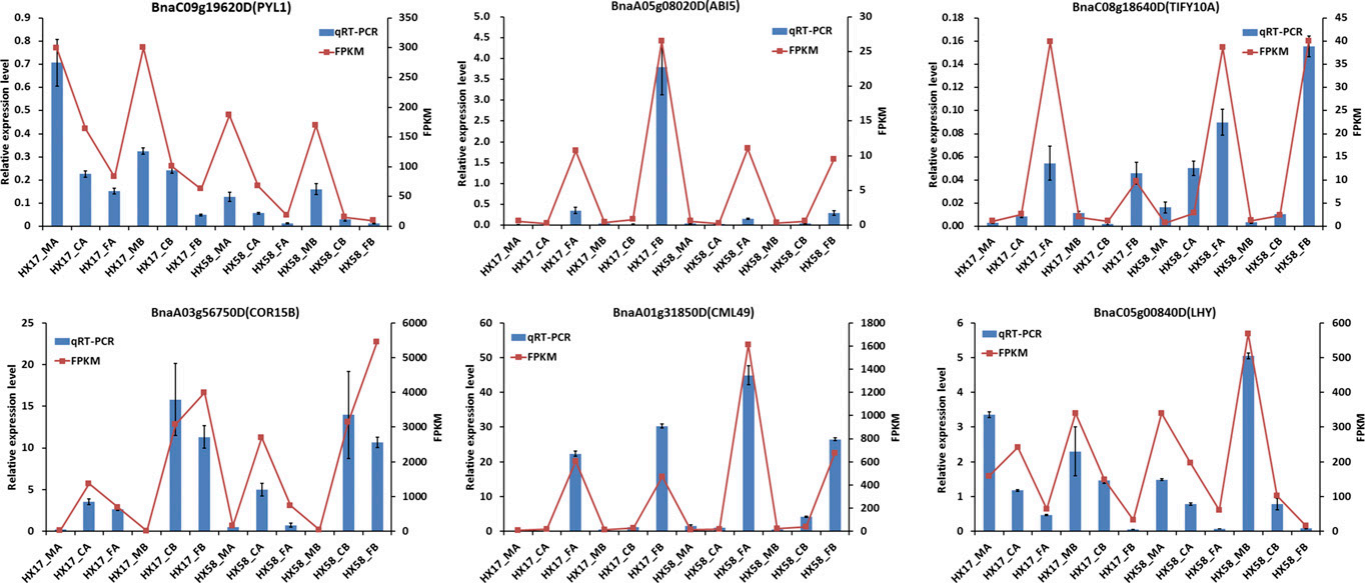
qRT-PCR verification of 6 selected DEGs. Comparison of qRT-PCR (blue bar) with FPKM data (red line). The relative changes were calculated with 2-∆Ct and the rapeseed *BnaActin* gene was amplified as the reference gene. The relative qRT-PCR expression level (selected DEG/ *BnaActin*) is shown on the left y-axis. The relative transcript level was determined and normalized using the reference level and averaged over the three technical replicates. The FPKM from the RNA-Seq data are indicated on the right y-axis.

### The differences in cold tolerance between HX58 and HX17

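Of the 21 loci compared between the varieties, 14 were called higher in HX58 in at least 1 of the 6 conditions and 8 lower, in 85 of 112 tests of variety within a condition, 70 of them with each library left out in turn (edgeR, n = 3 against 3). Called in the same direction in all 6 conditions and without any 1 library were 6 loci, LHY BnaC03g00040D (log2 9.01 to 10.60, edgeR adjusted p at most 2.99e-05), PRR7 BnaC02g03470D and FLC BnaC09g46540D higher in HX58, and CHSY BnaA09g29340D, CML BnaC01g38680D (log2 -7.80 to -5.41, adjusted p at most 1.34e-04) and PRR7 BnaCnng03230D (log2 -5.92 to -3.48, adjusted p at most 4.55e-04) lower in HX58. PRR7 BnaC02g03470D had 2206 counts in HX58_MB and 1 in HX17_MB, a ratio of 1667 (95% exact counting interval 299 to 65880.0), and CHSY BnaA09g29340D, with 0 counts in HX58_MB, was at least 276-fold higher in HX17_MB. The response to cold differed between the varieties in 2 of 81 interaction tests (n = 12 each), both at CML BnaA03g27250D. In FB the interaction was log2 5.68 (adjusted p = 9.29e-05). In CB (adjusted p = 0.00138) HX17 fell at least 131-fold from MB, to 0 counts, and HX58 was not called lower (log2 -1.50, adjusted p = 0.0751); the call of the interaction was lost without HX17_MB replicate 3 or HX58_MB replicate 1 or 2 (adjusted p 0.00504 to 0.00507). Several of the other loci had almost no counts in 1 variety, such as CHSY BnaA09g29340D in HX58, so a response could not be measured there.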

As shown in Figure 12, there are some genes involved in JA signaling, Ca^2+^-signaling, plant-pathogen interaction pathway, circadian rhythms pathway and flowering pathway with different expression patterns and levels between HX58 and HX17, and this may suggest that those genes’ expression extent and amount lead the difference in cold tolerance between HX58 and HX17.

**Figure 12:**
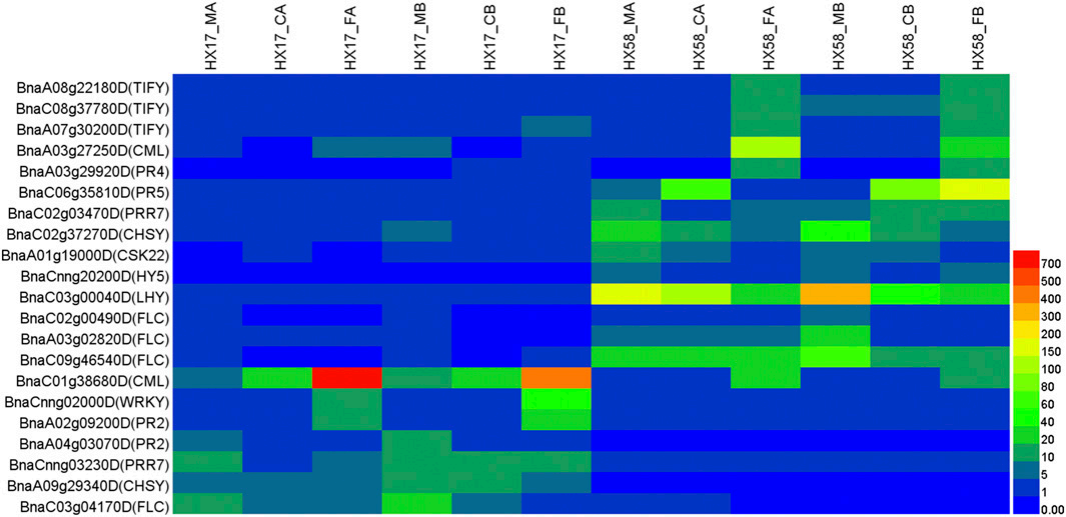
Heatmap analysis of the DEG genes between HX58 and HX17. The expression levels of each gene (FPKM values) in each sample, as indicated by different color rectangles. Red means high expression; Blue means low expression.

## Conclusions

This study is the first report of the transcriptome data of two early-maturing rapeseeds under different low-temperature stresses (cold acclimation and cold shock; chilling and freezing) using HiSeq PE150 of Illumina. A total of 47,328 DEGs were identified in rapeseed treated with different low temperatures. Further analysis of these DEGs showed that the low-temperature response was a complex process in rapeseed. Many KEGG pathways were enriched following low-temperature treatments, including the primary metabolism, plant hormone signal transduction, plant-pathogen interaction pathway, circadian rhythms and so on. These results provide a reference for our understanding of the rapeseed adaptation to different low-temperature environments and provide new insights into the molecular mechanisms of different low-temperature tolerance in rapeseed.

How the deposited data were processed for this re-analysis (not part of the article)

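Leaf RNA of 2 rapeseed varieties, HX17 and HX58, was sequenced in 36 libraries, 3 for each variety and condition. CA and FA are 12 h at 4° or -4° after 4 weeks at 20/16° and 14 days at 4°, CB and FB the same 12 h after 6 weeks at 20/16°, and MA and MB their controls. Samples were grouped by variety and condition as their labels give them. The replicates are taken as separate samples, though the paper's wording on technical and biological replicates is not uniform.

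The authors aligned the reads with Hisat2, counted reads per gene with HTSeq and deposited these counts for 106340 genes; the genome version is not given in the sources used here. The deposited FPKM equal each count divided by the gene's length in kb and the library's total counts in units of 1e+06, and the deposited group values are means of the 3 replicates. The authors also deposited log2 fold changes, p-values and adjusted p-values of DESeq for the 12 comparisons, with the control named first, and their calls. The counts are the input of every test here, FPKM serve for levels, shares and R², and the authors' p-values and calls only for a comparison of thresholds. The 24 columns of group mean counts per comparison were not used, since they repeat the single libraries. The number of genes listed as new transcripts is 5300.0.

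Counts sum to between 32214015 and 59290772 per library. The library with the lowest total is HX58_MA replicate 3. These totals outnumber the pairs of clean reads, so both mates of at least some fragments were counted, and the counting intervals below are too narrow. The tests take their error from the spread between replicates; where a group holds 1 to 3 counts an exact counting interval at 95% is given with the ratio, which leaves out that spread and takes counts as independent, and a fold change against 0 counts is a bound against 3 counts over the group.

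Each comparison was tested with edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, estimateDisp, glmQLFit and glmQLFTest) in R 4.3.3 on its own libraries. P-values were adjusted by Benjamini and Hochberg. A gene is called at a fold change of 2 or more and an adjusted p under 0.005, the thresholds in the paper's results. Tested were the paper's 12 comparisons, MB against MA in each variety, the varieties against each other within MA and MB (for named genes within all 6 conditions), the interaction of variety and treatment, and the interaction of acclimation and temperature, each on 12 libraries. GO terms of the deposited table were tested in the called genes with a one-sided Fisher's exact test against all tested genes with a term. KEGG annotation is given only for genes that the authors called, so pathways were not tested, and the ABA and JA gene sets, which rest on KO numbers, hold genes selected by those calls.

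R² is the squared correlation of log10(FPKM + 1) between 2 replicates, and the groups were clustered by average linkage on correlation distance of their means. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these and for the tables.

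Genes named in the text are those the paper names by ID or symbol, the titles of Figure 11 and the labels of Figure 12. To these come, for each treatment, the genes called in both varieties that ranked first and second by fitted rise and fall, for each interaction of variety and treatment those ranked first in either direction, and the same for MB against MA, all with a mean CPM of 1 or more. A symbol stands for all loci with that Swiss-Prot match. The colours of the paper's heatmaps and the lines of Figure 11 had been seen before this choice.

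Alternatives were DESeq2 1.42.0, RLE normalization, no filter on low counts, an adjusted p under 0.05 with no fold limit, 1 model of all 36 libraries, a replicate block, each library left out, binomial thinning to at most 32218599 counts per library, and the other or both control groups. For GO they were rising or falling genes alone and a background of every annotated gene, and for the quality values another scale, gene set or distance. The code was tested on simulated data with 200.0 changed genes: edgeR called 76.5% of them in HX17_CA vs HX17_MA (1 unchanged gene called of 49872), 88.0% in HX58_FB vs HX58_MB (0 of 54813) and 67.0% in the interaction for CB (1 of 59052). The planted changes were well above the 2-fold limit, in genes with a mean CPM of 1 or more. Counts were drawn from the fitted trend of dispersion, without further spread between genes. These shares therefore check the code and are no detection or false-call rates for the real libraries. Label splits numbered 10 for 3 libraries against 3 and 100.0, drawn with a fixed seed, for interactions. The qRT-PCR and survival values are not analysed here.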

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

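The tests of clock phase, of a mislabelled library and of the library preparation or read processing of HX58_CA were chosen only after the results were seen. The response to low temperature differed between the varieties for 95 genes after CA (64 responded more positively in HX58 and 31 less), 135 after FA (67 and 68), 1131 after CB (830 and 301) and 946 after FB (604 and 342), by an edgeR interaction test on 12 libraries each. The paper does not report this test. When the labels of the varieties were exchanged within each condition, 2, 1, 1 and 1 of 100 splits, the real one included, called as many genes, and other splits up to 416, 20, 134 and 163. Such splits mix varieties that differ anyway, which widens the spread within groups, so chance is not excluded by them. Genes not counted in one variety are not behind the counts: 0%, 0.741%, 2.39% and 1.80% of the called genes had a mean CPM under 0.1 in one variety, against 8.16%, 9.55%, 9.74% and 8.94% of the tested genes. Library size is not either, since thinning to the shallowest library gave 80, 148, 1140.0 and 949 genes. For CA the count was 39 without HX17_CA replicate 1, 15 without HX17_CA replicate 2, 23 without HX17_MA replicate 1, 30 without HX17_MA replicate 2, 25 without HX17_MA replicate 3, 18 without HX58_CA replicate 1, 22 without HX58_CA replicate 2, 13 without HX58_CA replicate 3, 16 without HX58_MA replicate 1, 32 without HX58_MA replicate 2 and 38 without HX58_MA replicate 3. For FA the count was 67 without HX17_FA replicate 1, 72 without HX17_MA replicate 1, 86 without HX17_MA replicate 3, 60 without HX58_FA replicate 1, 52 without HX58_FA replicate 2, 73 without HX58_FA replicate 3 and 74 without HX58_MA replicate 1. For CB the count was 738 without HX17_CB replicate 1, 665 without HX17_CB replicate 3, 508 without HX17_MB replicate 1, 461 without HX17_MB replicate 2, 571 without HX17_MB replicate 3, 728 without HX58_CB replicate 2, 457 without HX58_CB replicate 3, 428 without HX58_MB replicate 1 and 443 without HX58_MB replicate 2. For FB the count was 615 without HX17_FB replicate 3, 518 without HX17_MB replicate 1, 483 without HX17_MB replicate 2, 463 without HX17_MB replicate 3, 462 without HX58_FB replicate 2, 391 without HX58_MB replicate 1 and 461 without HX58_MB replicate 2. A biological difference between the varieties stays open, and what it rests on was not tested. For CA, a property of the 3 HX58_CA libraries, described with the next result, stays open beside it.

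The change from chilling to freezing differed between acclimated and non-acclimated seedlings for 3642 genes in HX58 (1683 more positive after acclimation and 1959 more negative) and 100 in HX17 (42 and 58), by edgeR on 12 libraries each. With labels exchanged between acclimated and non-acclimated libraries within each temperature, 1 and 2 of 100 splits called as many, and other splits up to 69 and 267. These splits also mix groups that differ anyway, so they cannot decide on chance. An edgeR adjusted p under 0.005 is part of the definition of a call, so every called gene passed it in either variety. With 1 library left out, 1706 to 5088 genes were called in HX58 and 5 to 69 in HX17. The HX58 result thus did not rest on 1 library. Chance is not excluded in either variety. In HX58 the count was 1920 without HX58_FA replicate 1, 2031 without HX58_FA replicate 2, 1706 without HX58_FA replicate 3, 2225 without HX58_CB replicate 1, 1993 without HX58_CB replicate 3, 2161 without HX58_FB replicate 1 and 1811 without HX58_FB replicate 2. In HX17 it was 47 without HX17_CA replicate 1, 26 without HX17_CA replicate 2, 5 without HX17_FA replicate 1, 24 without HX17_FA replicate 2, 20 without HX17_CB replicate 1, 40 without HX17_CB replicate 2, 46 without HX17_CB replicate 3, 54 without HX17_FB replicate 2 and 29 without HX17_FB replicate 3. FA against CA called 8339 genes in HX58 and 2074 in HX17 (5331 without HX58_FA replicate 3, and 873 without HX17_CA replicate 2, 834 without HX17_FA replicate 1 and 1210 without HX17_FA replicate 2), and the difference between these counts was not tested itself. Against library size as its cause, the ratio of the counts was 4.08 after thinning. Against low complexity of the HX58_CA libraries, it was 3.68 among genes with a mean CPM of 10 or more. Coding length does not account for it, with a rank correlation of 0.088 between log2 fold change and coding length in HX58 and 0.072 in HX17. A mislabelled library is argued against by all 36 libraries being nearest to one of their own group. What stays open is the library preparation or read processing of HX58_CA. Among genes with 3 to 22 counts, 64.2% to 70.8% of the counts in its 3 libraries were even numbers, against 49.9% to 62.3% in the other 33 (above 55% in 9 of these), and 584 to 1361 genes had exactly 1 count, against 1623 to 4461. This property and a response of HX58 to acclimation cannot be told apart for HX58_CA, because all 3 of its libraries share the property; the response itself is untested.

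The control groups MB and MA, which the paper does not compare, differed in HX17 for 564 genes (442 higher and 122 lower in MB, edgeR, n = 3 against 3). The count was 236 without HX17_MA replicate 1, 248 without HX17_MA replicate 3, 259 without HX17_MB replicate 1, 269 without HX17_MB replicate 2 and 197 without HX17_MB replicate 3. Of the 10 splits only the real one called as many genes, and the others called 0. With so few splits 1 of 10 is the lowest possible result, so this test cannot decide on chance. Against library size, 96.5% of the calls were kept after thinning, and against low complexity, 45.4% of them had a mean CPM of 10 or more. A different time of day or clock phase is a candidate explanation, though the paper states that leaves were collected at am8:00. The morning genes LHY and CCA1 (6 loci) had a median log2 fold change of 0.63, with 6 loci above 0, and the evening genes APRR1, APRR5 and GI (8 loci) one of -0.86, with 2 above 0, a difference of 1.49 that ranged from 1.34 to 1.90 over the alternatives. With all 6 libraries edgeR called 0 loci of either set; 3 and 4 had an unadjusted p under 0.05, DESeq2 called 0 and 2, and edgeR 1 evening locus each in the model of all 36 libraries and with no filter on low counts. The seedlings of MA and MB had the same growth conditions in the sources used here, so no other biological explanation was tested.

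In HX58 the same comparison called 8 genes (3 higher and 5 lower in MB, edgeR, n = 3 against 3), and DESeq2 2296. edgeR called 0 genes without HX58_MA replicate 1 (9833 genes at an unadjusted p under 0.05), HX58_MA replicate 3 (11716), HX58_MB replicate 1 (8551) or HX58_MB replicate 2 (8540.0). It called 207 without HX58_MA replicate 2 and 52 without HX58_MB replicate 3. As in HX17, 1 of 10 splits called as many genes, the lowest possible result, so this test cannot decide on chance. Library size and low complexity cannot be told apart from other explanations for these 8 genes, since 62.5% of calls kept after thinning and 50% with a mean CPM of 10 or more rest on too few genes. For clock phase, which may also apply here, the difference between morning (6 loci, median 0.49, 5 above 0) and evening loci (11 loci, -0.86, 4 above 0) was 1.35 and ranged from 1.26 to 1.74 over the alternatives. With all 6 libraries edgeR again called 0; 1 and 4 had an unadjusted p under 0.05, DESeq2 called 0 and 3, and edgeR 3 evening loci in the model of all 36 libraries and 1 with no filter on low counts.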

How the results depend on the processing

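The alternatives, the thresholds, the comparisons and the rule for named genes were set before the data were examined. Among the tests in this part, only the count of other splits for HX17_CA was chosen after its result was seen. Here HX17_CA and the like stand for the comparison with the group's control, and the 23 counts are the 14 comparisons within a variety, their union over the paper's 12, 2 differences between varieties and 6 interactions. Alternatives meant for normalized values alone, a pseudocount and a filter on low FPKM, were not run because counts are given. For the 14 comparisons and both differences between varieties, 1 of the 10 splits of 6 libraries (the real one) called as many genes, and this number cannot be lower, so chance cannot be excluded by it.

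RLE normalization left all 23 counts within 0.917 to 1.07 times the count by TMM. Thinning to the shallowest library left them within 0.625 to 1.10 times, and only HX58_MB vs MA moved by more than 1.5 times, to 5; fewer counts remain there by construction. Depth limits the genes with few counts: at 32214015 to 59290772 counts per library, 49135 to 54813 of 85276 counted genes passed the filter on low counts in the 12 comparisons. Thinning kept 93.7% to 98.0% of the called genes of the 12 comparisons and 62.5% of the 8 of HX58_MB vs MA.

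DESeq2 gave 1.29 to 287 times the edgeR counts and moved 16 of 23: HX17_CA 3866, HX17_FA 7805, HX17_FA vs CA 5298, HX17_CB 12676, HX17_FB vs CB 4223, HX58_CA 6362, HX58_FB vs CB 4447, HX17_MB vs MA 2010, HX58_MB vs MA 2296, variety interaction CA 1037, variety interaction FA 1566, variety interaction CB 4411, variety interaction FB 3677, acclimation interaction HX17 1850, acclimation interaction HX58 8044 and variety difference MA 9355. An adjusted p under 0.05 with no fold limit, looser by construction, moved all 23 (1.60 to 269.8 times): HX17_CA 4787, HX17_FA 10402, HX17_FA vs CA 6265, HX17_CB 19927, HX17_FB 26180, HX17_FB vs CB 4703, HX58_CA 10275, HX58_FA 19723, HX58_FA vs CA 19472, HX58_CB 26246, HX58_FB 29513, HX58_FB vs CB 5195, HX17_MB vs MA 2124, HX58_MB vs MA 2158, variety interaction CA 961, variety interaction FA 1593, variety interaction CB 6645, variety interaction FB 5436, acclimation interaction HX17 2065, acclimation interaction HX58 12184, variety difference MA 12309, variety difference MB 19674 and the union 49855. A model of all 36 libraries moved 11 (0.853 to 53.6 times): HX17_CA 2725, HX17_FA 6282, HX17_FA vs CA 4675, HX17_FB vs CB 3188, HX58_CA 6228, HX58_FB vs CB 2558, HX58_MB vs MA 429, variety interaction CA 418, variety interaction FA 294, variety interaction CB 1704 and acclimation interaction HX17 1125. Without a filter on low counts 12 moved (1.07 to 76.2 times): HX17_CA 1534, HX17_FA vs CA 3353, HX17_FB vs CB 2407, HX58_CA 5053, HX58_FB vs CB 2406, HX17_MB vs MA 1241, HX58_MB vs MA 610, variety interaction CA 306, variety interaction FA 440, variety interaction CB 2034, variety interaction FB 1466 and acclimation interaction HX17 409. Apart from the looser threshold, the cause was not tested.

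The replicate numbers do not pair across groups, and a replicate block, which pairs them and takes up degrees of freedom, moved 8 of 23 counts (0.121 to 10.0 times): HX17_CA 64, HX17_FB vs CB 756, HX58_CA 1361, HX58_MB vs MA 80, variety interaction CA 22, variety interaction FB 600, acclimation interaction HX17 31 and variety difference MA 2153. The block gave HX17_CA 2 enriched GO terms, against 58.

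The other control group moved 5 of 9 counts (0.466 to 5.89 times): HX17_CA 3106, HX17_FA 6524, HX17_CB 3487, HX17_FB 8398 and HX58_CA 6116. Both control groups together moved 2 (0.931 to 4.12 times): HX17_CA 2174 and HX58_CA 4209. The cause was not tested.

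Leaving out 1 library moved 103 of 171 counts by more than 1.5 times, with fewer samples by construction. The counts with all libraries, the range without 1 and the libraries and replicates whose absence moved them were HX17_CA 527 (23 to 784; HX17_CA 1, 2; HX17_MA 1, 2, 3), HX17_FA 4009 (2148 to 3331; HX17_FA 1; HX17_MA 1, 3), HX17_FA vs CA 2074 (834 to 2053; HX17_CA 2; HX17_FA 1, 2), HX17_CB 7486 (2007 to 6630; HX17_CB 2; HX17_MB 1, 2, 3), HX17_FB 13609 (6224 to 13261; HX17_MB 1, 3), HX17_FB vs CB 1463 (817 to 980; HX17_CB 1, 2, 3; HX17_FB 1, 3), HX58_CA 2729 (682 to 2130; HX58_CA 1, 2, 3; HX58_MA 1, 3), HX58_FA 9010 (5157 to 8740; HX58_FA 1, 2, 3), HX58_FA vs CA 8339 (5331 to 7625; HX58_FA 3), HX58_CB 14038 (7533 to 13894; HX58_CB 3; HX58_MB 1, 2), HX58_FB 16299 (10261 to 15200; HX58_MB 1), HX58_FB vs CB 1552 (603 to 1417; HX58_CB 1, 3; HX58_FB 2), HX17_MB vs MA 564 (197 to 736; HX17_MA 1, 3; HX17_MB 1, 2, 3), HX58_MB vs MA 8 (0 to 207; HX58_MA 1, 2, 3; HX58_MB 1, 2, 3), variety interaction CA 95 (13 to 73; HX17_CA 1, 2; HX17_MA 1, 2, 3; HX58_CA 1, 2, 3; HX58_MA 1, 2, 3), variety interaction FA 135 (52 to 187; HX17_FA 1; HX17_MA 1, 3; HX58_FA 1, 2, 3; HX58_MA 1), variety interaction CB 1131 (428 to 1456; HX17_CB 1, 3; HX17_MB 1, 2, 3; HX58_CB 2, 3; HX58_MB 1, 2), variety interaction FB 946 (391 to 1104; HX17_FB 3; HX17_MB 1, 2, 3; HX58_FB 2; HX58_MB 1, 2), acclimation interaction HX17 100 (5 to 69; HX17_CA 1, 2; HX17_FA 1, 2; HX17_CB 1, 2, 3; HX17_FB 2, 3), acclimation interaction HX58 3642 (1706 to 5088; HX58_FA 1, 2, 3; HX58_CB 1, 3; HX58_FB 1, 2), variety difference MA 5698 (3247 to 5119; HX17_MA 1, 3; HX58_MA 1), variety difference MB 10146 (7329 to 11285), the union 31142 (13820 to 21678; replicate 1). In the union a replicate is left out of every group. The count for HX58_MB vs MA was 0 by edgeR without HX58_MA replicate 1 or 3 or HX58_MB replicate 1 or 2, with 8540.0 to 11716 genes at an unadjusted p under 0.05, and DESeq2 called 2296 with all libraries.

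Enriched GO terms, with the range without 1 library and the libraries whose absence moved them by more than 1.5 times, were HX17_CA 58 (1 to 64; HX17_CA 1, 2; HX17_MA 1, 2, 3), HX17_FA 108 (82 to 108), HX17_CB 85 (47 to 76; HX17_CB 2; HX17_MB 1, 3), HX17_FB 62 (42 to 74), HX58_CA 32 (5 to 58; HX58_CA 1, 3; HX58_MA 2), HX58_FA 82 (72 to 96), HX58_CB 123 (102 to 134), HX58_FB 85 (70 to 115). RLE normalization (0.931 to 1.08 times), thinning (0.845 to 1.11 times) and both control groups (0.682 to 1.32 times) moved none of the 8. Moved values were HX58_CA 60 with DESeq2, HX58_CA 67 with the looser threshold, HX17_FB 98, HX58_CA 58 and HX58_FB 143 with a model of all 36 libraries, and HX17_FB 98, HX58_CA 86, HX58_CB 211 and HX58_FB 171 with no filter on low counts. The other control group gave HX17_CB 40, HX17_FB 95, HX58_CA 113 and HX58_FB 150. A background of every annotated gene, larger by construction, gave HX17_CB 142, HX17_FB 115, HX58_CA 54, HX58_FA 177, HX58_CB 335 and HX58_FB 269. Higher genes alone gave HX17_FB 131, HX58_CA 50, HX58_FA 137, HX58_CB 245 and HX58_FB 209, and lower genes alone HX17_CA 0, HX17_FA 14, HX58_CB 71 and HX58_FB 39. Both kinds of list are shorter by construction, but the higher genes gave more terms in these groups, which list length does not explain. Apart from the larger background, the cause was not tested.

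The lowest R² between replicates, 0.929, was 0.816 for untransformed FPKM and 0.874 for genes with a mean FPKM of 1 or more; the cause was not tested. Over counted genes alone, a smaller total by construction, the shares with FPKM above 15 moved to 10.6% to 14.9%, and those below 1 to 47.6% to 57.0%. Without a replicate of every group R² and the shares moved by less than the spread between replicates. In the tree of the 12 groups, CB and FB of both varieties stood apart at the first split with Euclidean distance (4 of 4 groups) but not with correlation distance (0). Leaving out replicate 1 or 3 of every group gave 4, and leaving out replicate 2 gave 0. The cause was not tested.

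Of 2827 tests of named genes 744 passed the thresholds. They failed them with the direction kept in 2 cases with DESeq2, 3 cases with RLE normalization, 1 case without the filter, 13 cases after thinning, 56 cases in the model of all 36 libraries, 119 cases with the replicate block, 70 cases against both control groups, 72 cases against the other control group and 1004 cases without 1 library (of 4698). Among the other tests, the numbers that came to pass were 265 with DESeq2, 2 with RLE normalization, 127 without the filter, 11 after thinning, 157 in the model of all 36 libraries, 19 with the replicate block, 42 against both control groups, 52 against the other control group, 451 with the looser threshold and 106 without 1 library. Changes of sign with a called value on either side were found in 15 tests against the other control group and 1 without a library, and with no other setting. The first value is with the own control group and all libraries, and the cause was not tested. Against the other control group the log2 fold changes went for BnaC06g33320D in HX17_CA from 1.34 to -6.60, in HX17_FA from 1.37 to -6.59, in HX58_CA from 0.81 to -4.49 and in HX58_FA from 2.35 to -2.998; for BnaC01g08120D in HX17_FA from 6.17 to -0.16; for BnaA10g22080D in HX58_CA from 0.14 to -2.52, in HX58_CB from -2.29 to 0.37 and in HX58_FB from -2.25 to 0.40; for BnaA06g32290D in HX58_CA from 1.40 to -3.98, in HX58_FA from 0.74 to -4.69, in HX58_CB from -4.28 to 1.12 and in HX58_FB from -5.10 to 0.27; for BnaA03g02820D in HX58_FA from 0.27 to -1.41; for BnaC03g45470D in HX58_FA from 1.30 to -0.093; for BnaC02g05070D in HX58_CB from -2.96 to 0.62. For BnaA07g30200D the difference between varieties in MB went from 1.00 to -2.62 without HX58_MB replicate 3 (to 1.57 without HX58_MB replicate 1).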

Differences from the paper's values

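The comparison of the paper's counts with the alternatives and the tests of named genes were set before the data were examined; the tally of calls over all settings for each statement was chosen after the results were seen. The numbers of differentially expressed genes, the paper's first and the edgeR counts second, were 3446 and 527 for HX17_CA, 7738 and 4009 for HX17_FA, 5378 and 2074 for HX17_FA vs CA, 16802 and 7486 for HX17_CB, 22271 and 13609 for HX17_FB, 3704 and 1463 for HX17_FB vs CB, 10340 and 2729 for HX58_CA, 16505 and 9010 for HX58_FA, 18280 and 8339 for HX58_FA vs CA, 21902 and 14038 for HX58_CB, 25279 and 16299 for HX58_FB, 4381 and 1552 for HX58_FB vs CB and 47328 and 31142 for any of the 12 comparisons. Here HX17_CA and the like stand for the comparison with the group's own control. The thresholds of these pairs are unlike. The paper's counts equal the authors' deposited calls in 11 of 12 comparisons, and those calls pass an adjusted p under 0.05 with no fold limit. At an adjusted p under 0.005 and a fold change of 2, the authors' own values gave 34143 genes over the 12 comparisons. A value within 1.5 times the paper's was given for all 13 by an adjusted p under 0.05 with no fold limit. DESeq2 gave one for all but HX58_CA (6362) and HX58_FA vs CA (11703). The model of all 36 libraries did so for HX17_CA (2725), HX17_FA (6282), HX17_FA vs CA (4675), HX17_FB vs CB (3188) and the union (32459) and not for HX17_CB, HX17_FB, HX58_CA, HX58_FA, HX58_FA vs CA, HX58_CB, HX58_FB and HX58_FB vs CB. No filter on low counts did so for HX17_FA (5937), HX17_FB (15832), HX58_CB (15749), HX58_FB (17518) and the union (34127) and not for HX17_CA, HX17_FA vs CA, HX17_CB, HX17_FB vs CB, HX58_CA, HX58_FA, HX58_FA vs CA and HX58_FB vs CB. The other control group did so for HX17_CA (3106), HX17_FA (6524) and HX58_FA (11168) and not for HX17_CB, HX17_FB, HX58_CA, HX58_CB, HX58_FB and the union. Both control groups did so for HX17_FA (6012) and not for HX17_CA, HX17_CB, HX17_FB, HX58_CA, HX58_FA, HX58_CB, HX58_FB and the union. RLE normalization, the replicate block, thinning to the shallowest library and leaving out any 1 library did so for none of the 13.

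The paper states that cold shock gave no enriched pathway in either variety, and acclimation none in HX58. Among GO terms, another annotation than the paper's KEGG pathways, 85 were enriched in HX17_CB, 62 in HX17_FB, 123 in HX58_CB, 85 in HX58_FB, 32 in HX58_CA and 82 in HX58_FA. Without HX58_CA replicate 1 or 3 or HX58_MA replicate 2, the terms of HX58_CA were 5, 11 and 58, and without HX17_CB replicate 2 or HX17_MB replicate 1 or 3 those of HX17_CB were 47, 48 and 56. The hormone pathway is stated to be enriched in HX17 after acclimation. The term response to hormone is another gene set, with many auxin response genes, and cannot decide on that pathway. It was not enriched in HX17_CA. Its exact adjusted p there was 1 under all 5 kinds of list (all called genes, those that rose, those that fell, no fold limit, DESeq2). In HX17_FA it was 0.598, and 0.0223 to 1 over the 5, enriched in the list with no fold limit only. Stated as enriched under low temperature are also the plant-pathogen and circadian pathways. The term defense response was enriched only in the genes that rose in HX58_CA (0.0300, and 1 at the highest of the 5 lists), and circadian rhythm in no list, at 0.730 to 1. Of heat stress transcription factors, stated to be affected in about 1 of 2, edgeR called 33 of 100 loci, of which 67 could be tested, and the authors' deposited calls hold 54. With an adjusted p under 0.05 and no fold limit 56 were called and with DESeq2 45, and without replicate 1, 2 or 3 of every group 15, 16 and 21. On the rankings the values match: with all libraries the counts rank FB, CB, FA and CA in both varieties, each is higher in HX58, and FA against CA calls more genes than FB against CB. Of the alternatives that keep all libraries, the first held in 8 of 9 in either variety, the second in 9 of 9 and the third in 7 of 7. With 1 library left out of both comparisons each order held in 27 to 36 of 36 pairs of fits.

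For the gene symbols the paper gives a direction for, a group counts as called when edgeR called at least 1 locus of the symbol in that direction. Brackets after a symbol give the stated direction and how many of the stated groups were called, and the groups where it was not follow. The brackets after a group without a call give the loci in the stated direction at an unadjusted p under 0.05, called by DESeq2, and at an adjusted p under 0.05 with no fold limit; a group without brackets had 0 of each. Libraries are named as MB 1 for replicate 1 of MB of the same variety. PYL5 (higher everywhere, 6 of 8) was not called in HX17_CA (4, 4, 3) and HX17_FB (2, 2, 2). PYL7 (higher everywhere, 7 of 8) was not called in HX17_CA (2, 2, 2). PYL1 (lower everywhere, 6 of 8) was not called in HX17_CA (2, 1, 2) and HX58_CA (2, 2, 2). PYL9 (lower everywhere, 3 of 8) was not called in HX17_CA, HX58_CA, HX17_FA (1, 0, 0), HX58_FA and HX17_CB (1, 1, 1). PYR1 (higher under chilling, 1 of 4) was not called in HX17_CA (1, 0, 0), HX58_CA (1, 0, 0) and HX17_CB (4, 0, 2). ABI1 (lower everywhere, 4 of 8) was not called in HX17_CA (1, 0, 1), HX17_FA (3, 1, 1), HX17_CB and HX17_FB (1, 0, 1). HAB1 (lower everywhere, 6 of 8) was not called in HX17_CA (2, 1, 2) and HX17_FA (2, 1, 2). HAB2 (higher everywhere, 2 of 8) was not called in HX17_CA (1, 1, 1), HX58_CA (1, 0, 0), HX17_CB (1, 0, 1), HX58_CB, HX17_FB (1, 0, 1) and HX58_FB. SnRK2B (higher everywhere, 2 of 8) was not called in HX17_CA (1, 0, 0), HX58_CA, HX17_CB (1, 0, 1), HX58_CB (2, 1, 1), HX17_FB and HX58_FB. SnRK2C (lower everywhere, 4 of 8) was not called in HX17_CA (2, 0, 0), HX58_CA (2, 0, 1), HX17_FA (1, 0, 1) and HX17_CB (2, 0, 1). SnRK2D (higher everywhere, 7 of 8) was not called in HX17_CA (2, 2, 2). SnRK2E (higher in HX17 everywhere, 0 of 4) was called in no group: HX17_CA, HX17_FA, HX17_CB (1, 0, 0) and HX17_FB (1, 0, 0). Uncalled there by edgeR, loci were called under a model of all 36 libraries for PYL5 in HX17_CA and HX17_FB, PYL7 in HX17_CA, PYL1 in HX17_CA and HX58_CA, ABI1 in HX17_FA, HAB2 in HX17_CA, SnRK2B in HX58_CB, SnRK2C in HX17_FA and SnRK2D in HX17_CA; under no filter on low counts for PYL5 in HX17_CA and HX17_FB, PYL7 in HX17_CA, PYL1 in HX58_CA, PYL9 in HX17_CB, ABI1 in HX17_FA and HAB1 in HX17_FA; under both control groups for PYL5 in HX17_CA and HX17_FB, PYL7 in HX17_CA, PYL1 in HX58_CA, ABI1 in HX17_FA, HAB1 in HX17_CA and HX17_FA, SnRK2B in HX58_CB and SnRK2D in HX17_CA; under the other control group for PYL5 in HX17_CA, PYL7 in HX17_CA, PYL1 in HX58_CA, PYL9 in HX58_CA, ABI1 in HX17_FA, HAB1 in HX17_CA and HX17_FA, SnRK2B in HX58_CB, SnRK2C in HX17_CA and SnRK2D in HX17_CA; without the library in brackets for PYL5 in HX17_CA (CA 3) and HX17_FB (FB 2), PYL7 in HX17_CA (CA 3), PYL1 in HX58_CA (MA 3) and PYL9 in HX17_CB (CB 3); under RLE normalization for PYL9 in HX17_CB; under thinning to the shallowest library for PYL9 in HX17_CB and SnRK2C in HX17_CB. Called in the opposite direction were PYL9 higher in HX17_CB (1), HAB2 lower in HX58_CB (2) and SnRK2C higher in HX58_FB (1). Called in every group stated were PYL4 (higher under chilling), PYL6 (higher after acclimation), SnRK2F (higher under freezing) and ABI5 (higher under freezing). No call was left without a library in brackets for PYL7 in HX17_CB (MB 1, 2), HX58_CB (CB 1, 3; MB 1, 3), HX17_FB (FB 1; MB 1, 2) and HX58_FB (FB 2; MB 1, 3), PYL1 in HX17_CB (MB 1), PYL9 in HX17_FB (MB 1, 3), PYR1 in HX58_CB (CB 1, 2, 3; MB 1, 2, 3), PYL4 in HX17_CA (CA 1, 2; MA 1, 2, 3) and HX58_CA (CA 1, 3), PYL6 in HX17_CA (CA 1, 2; MA 1, 2, 3), ABI1 in HX58_CB (MB 1, 2, 3), HAB1 in HX58_CA (CA 1, 2, 3) and HX58_FA (FA 3), SnRK2B in HX17_FA (FA 1, 2; MA 1, 2, 3), SnRK2C in HX58_FA (FA 1, 2, 3; MA 1) and HX58_CB (CB 3; MB 1, 3) and SnRK2D in HX58_CA (CA 1, 2; MA 1), HX17_FA (FA 2; MA 1) and HX17_CB (MB 1).

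Jasmonate signaling is read in the same way. TIFY3 (higher everywhere, 2 of 8) was not called in HX17_CA (1, 0, 0), HX58_CA (2, 0, 2), HX17_FA (1, 0, 0), HX17_CB (1, 1, 1), HX58_CB and HX58_FB (2, 1, 1). TIFY6 (higher everywhere, 3 of 8) was not called in HX17_CA (1, 0, 0), HX58_CA, HX17_CB (1, 0, 0), HX58_CB (1, 0, 1) and HX58_FB (1, 1, 1). TIFY7 (lower without acclimation, 3 of 4) was not called in HX58_FB (3, 3, 3). MYC2 (higher after acclimation, 3 of 4) was not called in HX17_CA (2, 2, 2). Uncalled there by edgeR, loci were called under a model of all 36 libraries for TIFY3 in HX58_CA, HX17_CB and HX58_FB, TIFY6 in HX58_FB, TIFY7 in HX58_FB and MYC2 in HX17_CA; under the other control group for TIFY3 in HX17_FA and HX58_FB; under no filter on low counts for TIFY3 in HX17_CB, TIFY7 in HX58_FB and MYC2 in HX17_CA; under replicate block for TIFY3 in HX17_CB and TIFY6 in HX58_FB; without the library in brackets for TIFY6 in HX58_FB (MB 3), TIFY7 in HX58_FB (MB 2) and MYC2 in HX17_CA (CA 3). Called in the opposite direction were TIFY6 lower in HX58_CB (1). Called where the paper states no such change were TIFY7 lower in HX58_FA (1; none without FA 1, 2, 3; MA 1) and MYC2 higher in HX58_FB (1). Called in every group stated were TIFY10A (higher under freezing) and TIFY11B (higher under freezing). No call was left without a library in brackets for TIFY6 in HX17_FB (FB 1, 3; MB 1, 2, 3), TIFY7 in HX17_CB (CB 2; MB 1, 2, 3) and HX17_FB (MB 3) and MYC2 in HX58_CA (CA 1, 2, 3; MA 1, 2, 3) and HX17_FA (FA 1; MA 1, 3).

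The cold response genes are read likewise. COR15A (higher everywhere, 7 of 8) was not called in HX58_FA. CBF2 (higher under freezing against chilling, 3 of 4) was not called in HX17_FA vs CA (2, 1, 1). Uncalled there by edgeR, loci were called under a model of all 36 libraries for CBF2 in HX17_FA vs CA; under no filter on low counts for CBF2 in HX17_FA vs CA; without the library in brackets for CBF2 in HX17_FA vs CA (CA 3). Called where the paper states no such change were ICE1 higher in HX58_FB (1; none without FB 1, 2; MB 1, 2, 3). Called in every group stated were COR15B (higher everywhere), CBF1 (higher under freezing against chilling), CBF3 (higher under freezing against chilling) and CBF4 (higher under freezing against chilling). No call was left without a library in brackets for COR15A in HX17_CA (CA 2; MA 1, 3), HX58_CA (CA 1, 2), HX17_FA (FA 1, 2; MA 1, 2, 3) and HX58_CB (CB 3).

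For the cold shock domain genes each locus stands for itself. For BnaA09g43450D and Novel04090 the paper's words and letters for the acclimated groups differ, so only CB and FB are counted. For the fall of BnaA07g02430D, BnaCnng42010D and BnaAnng08360D the paper names no single treatments. All 8 groups are counted there, which may be wider than the paper's statement. BnaA07g02430D (lower everywhere, 1 of 8) was not called in HX17_CA, HX58_CA, HX17_FA, HX17_CB (1, 0, 0), HX58_CB, HX17_FB and HX58_FB. BnaCnng42010D (lower everywhere, 1 of 8) was not called in HX17_CA, HX58_CA (1, 1, 1), HX17_FA (1, 0, 0), HX17_CB (1, 0, 0), HX58_CB, HX17_FB and HX58_FB. BnaAnng08360D (lower everywhere, 0 of 8) was called in no group: HX17_CA, HX58_CA, HX17_FA, HX58_FA, HX17_CB, HX58_CB (1, 0, 1), HX17_FB and HX58_FB. BnaA01g01560D (higher everywhere, 2 of 8) was not called in HX17_CA, HX58_CA (1, 0, 1), HX17_FA (1, 1, 1), HX17_CB, HX58_CB and HX17_FB (1, 0, 0). Novel01004 (higher in CA, CB and FB, 3 of 6) was not called in HX17_CA, HX58_CA (1, 0, 1) and HX17_CB (1, 0, 0). BnaC03g57650D (higher in CA, CB and FB, 2 of 6) was not called in HX17_CA (1, 0, 0), HX58_CA (1, 0, 1), HX17_CB (1, 0, 0) and HX17_FB (1, 1, 1). BnaA08g19010D (higher in CA, CB and FB, 3 of 6) was not called in HX17_CA, HX58_CA (1, 0, 1) and HX17_CB (1, 0, 1). BnaC07g11440D (higher in CA, CB and FB, 2 of 6) was not called in HX17_CA (1, 0, 0), HX58_CA, HX17_CB and HX17_FB (1, 0, 0). BnaA09g43450D (higher without acclimation, 2 of 4) was not called in HX17_CB and HX58_CB. Novel04090 (higher without acclimation, 1 of 4) was not called in HX17_CB (1, 0, 0), HX58_CB and HX58_FB. Uncalled there by edgeR, loci were called under a model of all 36 libraries for BnaCnng42010D in HX58_CA, BnaA01g01560D in HX17_FA, BnaC03g57650D in HX58_CA and HX17_FB and BnaA08g19010D in HX58_CA; under no filter on low counts for BnaCnng42010D in HX58_CA, BnaA01g01560D in HX17_FA and BnaC03g57650D in HX17_FB; under both control groups for BnaA01g01560D in HX17_FA; under the other control group for BnaA01g01560D in HX17_FA and BnaA08g19010D in HX17_CA; without the library in brackets for BnaC03g57650D in HX17_FB (FB 2). No call was left without a library in brackets for BnaA07g02430D in HX58_FA (FA 1, 2, 3; MA 1, 2), BnaCnng42010D in HX58_FA (FA 1, 2; MA 1), BnaA01g01560D in HX58_FA (FA 1, 2), Novel01004 in HX58_CB (CB 3; MB 1, 2) and HX58_FB (FB 1, 2; MB 1, 2, 3), BnaC03g57650D in HX58_CB (CB 2, 3; MB 1, 2, 3) and HX58_FB (MB 1), BnaA08g19010D in HX58_CB (CB 3; MB 1, 2) and HX17_FB (FB 1, 3; MB 1, 2, 3), BnaA09g43450D in HX17_FB (MB 1, 3) and HX58_FB (FB 1, 2, 3; MB 1, 3) and Novel04090 in HX17_FB (MB 1).

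Pathogenesis-related, circadian and light genes follow, with the same brackets. PR1 (higher everywhere, 2 of 8) was not called in HX17_CA, HX17_FA (2, 1, 2), HX17_CB, HX58_CB, HX17_FB and HX58_FB. PR5 (higher everywhere, 7 of 8) was not called in HX17_CA (3, 2, 2). APRR3 (higher everywhere, 5 of 8) was not called in HX17_CA, HX58_CA and HX58_CB (2, 2, 2). APRR7 (lower everywhere, 1 of 8) was not called in HX17_CA (3, 1, 1), HX17_FA (2, 0, 0), HX58_FA (3, 2, 2), HX17_CB, HX58_CB, HX17_FB and HX58_FB. CHS (higher everywhere, 3 of 8) was not called in HX58_CA (4, 2, 3), HX58_FA, HX17_CB (1, 0, 0), HX58_CB and HX58_FB. TSF (higher everywhere, 3 of 8) was not called in HX17_CA (1, 0, 0), HX58_CA, HX58_FA, HX17_CB (1, 1, 1) and HX58_CB. PHYA (higher everywhere, 2 of 8) was not called in HX17_CA (1, 0, 0), HX58_CA, HX17_FA, HX58_FA (1, 0, 1), HX58_CB (1, 0, 1) and HX58_FB (1, 0, 1). PIF3 (higher everywhere, 4 of 8) was not called in HX17_CA (1, 1, 1), HX58_CA, HX58_CB and HX58_FB. CCA1 (lower everywhere, 6 of 8) was not called in HX17_CA and HX58_CA (2, 0, 0). ELF3 (lower everywhere, 1 of 8) was not called in HX17_CA (1, 0, 0), HX17_FA, HX58_FA, HX17_CB, HX58_CB, HX17_FB (2, 1, 2) and HX58_FB. LHY (lower everywhere, 7 of 8) was not called in HX17_CA. PHYB (lower everywhere, 7 of 8) was not called in HX17_CA (2, 2, 2). SPA1 (lower everywhere, 4 of 8) was not called in HX17_CA, HX58_CA, HX17_FA and HX58_FA (3, 0, 2). RUP1 (lower everywhere) had too few counts at its 2 loci for the test. RUP2 (lower everywhere, 5 of 8) was not called in HX17_CA, HX58_CA and HX17_CB (1, 0, 0). HY5 (lower everywhere, 4 of 8) was not called in HX17_CA (2, 0, 0), HX58_CA (4, 2, 3), HX17_FB (1, 0, 1) and HX58_FB (2, 0, 2). MYB75 (lower everywhere, 7 of 8) was not called in HX17_CA (2, 1, 1). CDF1 (higher after acclimation, 3 of 4) was not called in HX17_CA (1, 0, 1). CRY1 (higher after acclimation, 1 of 4) was not called in HX17_CA (2, 2, 2), HX58_CA (1, 0, 1) and HX58_FA (2, 0, 2). CRY1 (lower without acclimation, 0 of 4) was called in no group: HX17_CB, HX58_CB, HX17_FB (1, 0, 0) and HX58_FB (1, 0, 1). CRY2 (higher after acclimation, 1 of 4) was not called in HX17_CA (2, 2, 2), HX58_CA (2, 1, 2) and HX17_FA (4, 1, 3). CRY2 (lower without acclimation, 1 of 4) was not called in HX17_CB, HX58_CB (1, 0, 0) and HX17_FB (1, 0, 1). GI (higher under freezing, 2 of 4) was not called in HX17_FA and HX58_FA. TCP21 (higher under freezing, 3 of 4) was not called in HX17_FB. Uncalled there by edgeR, loci were called under no filter on low counts for PR1 in HX17_FA, APRR3 in HX58_CB, APRR7 in HX58_FA, CHS in HX58_CA, TSF in HX17_CB, PHYB in HX17_CA, HY5 in HX58_CA, MYB75 in HX17_CA, CRY1 in HX17_CA and CRY2 in HX58_CA and HX17_FA; under both control groups for PR1 in HX17_FA, PR5 in HX17_CA, APRR3 in HX58_CB, APRR7 in HX17_CA, TSF in HX17_CB, PIF3 in HX17_CA, PHYB in HX17_CA, SPA1 in HX58_FA, HY5 in HX58_CA, MYB75 in HX17_CA, CRY1 in HX17_CA and CRY2 in HX17_CA and HX17_FA; under the other control group for PR1 in HX17_FA, PR5 in HX17_CA, CHS in HX17_CB, PIF3 in HX17_CA, SPA1 in HX58_FA, HY5 in HX58_CA and HX17_FB, MYB75 in HX17_CA, CRY1 in HX17_CA and CRY2 in HX17_CA and HX17_FA; under a model of all 36 libraries for PR5 in HX17_CA, APRR3 in HX58_CB, APRR7 in HX58_FA, PIF3 in HX17_CA, PHYB in HX17_CA, HY5 in HX58_CA, MYB75 in HX17_CA, CDF1 in HX17_CA, CRY1 in HX17_CA and CRY2 in HX17_CA, HX58_CA and HX17_FA; under replicate block for APRR3 in HX58_CB and APRR7 in HX58_FA; without the library in brackets for APRR3 in HX58_CB (CB 2; MB 3), APRR7 in HX58_FA (FA 2; MA 3), CHS in HX58_CA (MA 3), ELF3 in HX17_FB (FB 1), HY5 in HX58_FB (FB 1; MB 3), MYB75 in HX17_CA (CA 3) and CRY1 in HX17_CA (CA 3); under RLE normalization for HY5 in HX58_FB. Called in the opposite direction were PR1 lower in HX58_CB (1), HX17_FB (1) and HX58_FB (1), PR5 lower in HX17_FB (1), APRR7 higher in HX58_FB (2), CHS lower in HX58_FA (1), HX17_CB (1), HX58_CB (4), HX17_FB (2) and HX58_FB (2) and ELF3 higher in HX17_FA (1), HX58_FA (3), HX17_FB (1) and HX58_FB (1). Called in every group stated were APRR1 (higher everywhere), APRR5 (higher everywhere), APRR9 (lower everywhere) and CDF1 (lower without acclimation). No call was left without a library in brackets for PR1 in HX58_FA (FA 2, 3; MA 1), PR5 in HX58_CA (CA 1, 2, 3; MA 1) and HX58_FA (FA 3), APRR3 in HX17_FA (FA 1) and HX17_CB (CB 2; MB 1, 2, 3), APRR9 in HX17_CA (CA 1, 2; MA 1, 3), CHS in HX17_CA (MA 1, 2, 3), HX17_FA (FA 1, 3; MA 1, 2, 3) and HX17_FB (FB 1; MB 1, 3), TSF in HX17_FA (FA 1, 2; MA 3) and HX58_FB (FB 1, 2, 3; MB 1, 3), PHYA in HX17_CB (CB 2, 3; MB 1, 2, 3) and HX17_FB (FB 1, 3; MB 1, 2, 3), PIF3 in HX17_FA (MA 1) and HX17_CB (MB 1, 2, 3), CCA1 in HX17_FA (FA 1, 3; MA 1, 2, 3), HX17_CB (CB 1, 2; MB 1, 2, 3) and HX58_CB (CB 3; MB 1, 2, 3), ELF3 in HX58_CA (CA 1, 3; MA 1, 2, 3), LHY in HX58_CA (CA 1, 2, 3), SPA1 in HX17_CB (CB 1, 2; MB 1, 2, 3) and HX17_FB (MB 1), RUP2 in HX58_CB (CB 1, 2, 3; MB 2, 3), HY5 in HX17_CB (CB 2; MB 1, 2, 3), MYB75 in HX58_CA (CA 1, 3), CDF1 in HX58_CA (CA 1, 2, 3; MA 1) and HX17_CB (CB 2; MB 1, 2, 3), CRY1 in HX17_FA (FA 1, 2, 3; MA 1, 2, 3) and CRY2 in HX58_FA (FA 1, 2, 3; MA 1) and HX58_FB (FB 1, 2; MB 1, 2).

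The vernalization genes, single loci apart from the symbol FLC, come last. BnaC07g42420D (higher everywhere, 3 of 8) was not called in HX17_CA (1, 1, 1), HX58_CA (1, 0, 1), HX17_CB, HX17_FB and HX58_FB (1, 0, 1). BnaAnng10940D (higher everywhere, 2 of 8) was not called in HX17_CA (1, 0, 0), HX58_CA (1, 0, 0), HX17_CB (1, 0, 1), HX58_CB, HX17_FB (1, 0, 0) and HX58_FB (1, 0, 0). BnaC01g08200D (lower everywhere, 4 of 8) was not called in HX17_CA, HX58_CA (1, 1, 1), HX17_FA and HX58_FA (1, 1, 1). BnaCnng18840D (lower everywhere, 1 of 8) was not called in HX17_CA (1, 0, 0), HX58_CA (1, 0, 0), HX17_FA, HX58_FA (1, 0, 0), HX17_CB, HX58_CB (1, 0, 1) and HX17_FB (1, 0, 1). BnaC03g68030D (higher after acclimation, 0 of 4) was called in no group: HX17_CA, HX58_CA, HX17_FA (1, 0, 1) and HX58_FA. BnaA08g13150D (higher after acclimation, 0 of 4) was called in no group: HX17_CA, HX58_CA, HX17_FA (1, 1, 1) and HX58_FA. FLC (some loci lower everywhere, 4 of 8) was not called in HX17_CA (1, 0, 1), HX58_CA, HX17_FA (1, 0, 0) and HX58_FA. BnaA10g22080D (lower without acclimation, 2 of 4) was not called in HX17_CB (1, 1, 1) and HX17_FB. Uncalled there by edgeR, loci were called under a model of all 36 libraries for BnaC07g42420D in HX17_CA, BnaAnng10940D in HX58_CA, BnaC01g08200D in HX58_CA and HX58_FA, BnaCnng18840D in HX58_CA, BnaA08g13150D in HX17_FA and FLC in HX58_FA; under no filter on low counts for BnaC07g42420D in HX17_CA, BnaC01g08200D in HX58_CA and BnaA10g22080D in HX17_CB; under both control groups for BnaC07g42420D in HX17_CA, BnaC01g08200D in HX58_CA and HX58_FA and BnaA08g13150D in HX17_FA; under the other control group for BnaC07g42420D in HX17_CA and HX58_FB, BnaAnng10940D in HX58_FB, BnaC01g08200D in HX58_CA and HX58_FA and FLC in HX17_CA, HX58_CA, HX17_FA and HX58_FA; under RLE normalization for BnaC01g08200D in HX58_FA; without the library in brackets for BnaC01g08200D in HX58_FA (MA 1) and BnaA10g22080D in HX17_CB (CB 1). No call was left without a library in brackets for BnaC07g42420D in HX58_CB (CB 3; MB 1, 2), BnaAnng10940D in HX17_FA (FA 1; MA 3), BnaC01g08200D in HX17_CB (CB 1, 2, 3; MB 1, 2, 3), HX58_CB (CB 1, 3; MB 1, 2) and HX17_FB (MB 1, 3) and BnaCnng18840D in HX58_FB (FB 1, 2; MB 1, 2, 3).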

Other observations

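In this part, the tests of the paper's threshold and of the control group for FLC were chosen only after the results were seen. The paper gives 2 thresholds, an adjusted p under 0.05 in its methods and a fold change of 2 with a lower limit in its results. The deposited calls follow the first alone. In each of the 12 comparisons their number equals that of the genes with an adjusted p under 0.05, such as 3446 in HX17_CA against MA. There 1549 genes pass the second. In the deposited table the genes called by the authors have adjusted p values of up to 0.049998 and absolute log2 fold changes from 0.38, and their numbers equal the paper's in 11 of 12 comparisons (5379 against the paper's 5378 for HX17_FA vs CA). Over the 12 comparisons they make 47327 genes, against the paper's 47328, and 34143 at an adjusted p under 0.005 and a fold change of 2. Of the 81135 calls made here 80556 (99.3%) are among the authors' calls, all in the same direction once the control, which the deposited log2 fold changes name first, is put second.

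HX58 called more genes than HX17 in all 4 treatments. Library size is argued against, since HX58 also called more in 4 of 4 after thinning to the shallowest library. With 1 library left out in each variety, HX58 called more in 35, 36, 36 and 31 of 36 pairs of fits for CA, FA, CB and FB; for FB the lowest count of HX58 was 10261, without HX58_MB replicate 1, and the highest of HX17 13261, without HX17_FB replicate 2. A difference between the varieties stays open as untested, and so does chance.

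FLC loci with a mean CPM of 1 or more were called lower against MB in HX17_CB (2 of 2), HX17_FB (2 of 3), HX58_CB (3 of 4) and HX58_FB (3 of 4) by edgeR. Against MA edgeR called 0, 1, 0 and 0, with 2, 1, 2 and 2 at an unadjusted p under 0.05; DESeq2 was not run with that control. For HX17_FB the choice of control group is argued against as the whole cause, since 1 locus was called lower against either. For the other 3 groups the choice of control and the treatment cannot be told apart, because FLC was 1.54 to 1.93 (HX17) and 1.49 to 2.66 (HX58) higher on the log2 scale in MB than in MA. There edgeR called 0 loci, with 3 and 4 at an unadjusted p under 0.05, and DESeq2 called 3 in each variety. Log2 fold changes against MA ran from -2.49 to -1.40 in HX17_CB, -1.003 to 0.37 in HX58_CB and -1.63 to 0.40 in HX58_FB, so both loci fell in HX17_CB, without passing the thresholds, and some did not in the other 2. Against both control groups 1, 1, 0 and 0 loci were called lower, with 2 in each at an unadjusted p under 0.05.

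Of the listed genes, 519 were counted in all 18 HX17 libraries and in no HX58 library, and 467 the reverse (343 and 349 with a mean CPM of 1 or more where counted). Library size is argued against by their median CPM of 1.84 where counted. Sequence differences at single genes are argued against as the whole cause, since 19.0% of the 510.0 placed genes had a neighbour of the same kind, against at most 5.10% in 1000.0 shuffles (median 1.18%). There were 51 neighbouring pairs, at most 10 after shuffling, and 5 runs of 3 genes, all counted only in HX58 (on A02, A07, C02, C04 and C08). Exchange between homoeologous chromosomes stays open: the homoeologous loci were higher in the variety lacking the gene by a median of 0.69 on the log2 scale (17 of 22 loci; random lists reached 0.58), but a partner was known for only 3.18% of the genes, too few to decide. Which of these the varieties carry in their genomes was not tested.

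The rise and the fall ranked first after each treatment among genes called in both varieties, by the smaller of the 2 fitted changes, were these, with every treated library beyond every control library. Folds are lower bounds or count ratios where a group had 0 to 3 counts, where the rank is no order of size, and libraries are named as MA 1 for replicate 1 of MA. After CA the rise was in BnaA06g21800D (HX17 count ratio 1308 with a 95% counting interval of 234 to 51700.0, HX58 at least 59.7-fold; not called in HX17 without MA 1, 3 and in HX58 without CA 1, 2, 3 or MA 1, 2, 3), and the fall in BnaA01g12340D (SAUR36) (HX17 at least 70.7-fold, HX58 at least 79.5-fold; not called in HX17 without CA 1, 2 or MA 1, 2, 3 and in HX58 without CA 1, 2, 3 or MA 1, 2). After FA the rise was in BnaA09g17560D (CYP707A3) (HX17 at least 1092-fold, HX58 at least 2742-fold), and the fall in BnaA09g56560D (HX17 at least 755-fold, HX58 at least 1043-fold). CB gave a rise in BnaC04g17620D (HX17 count ratio 460.4 with a 95% counting interval of 82.3 to 18210.0, HX58 count ratio 690.2 with a 95% counting interval of 124 to 27300.0), and a fall in BnaA09g56560D (HX17 at least 884-fold, HX58 at least 307-fold). FB gave a rise in BnaC03g51710D (HX17 at least 5367-fold, HX58 at least 3783-fold), and a fall in BnaA07g29990D (HX17 at least 1072-fold, HX58 at least 4735-fold). The fall of BnaC06g33320D (PIP20-1) after CB, ranked second there, goes with its level in MB, 316 ± 36.8 FPKM in HX17 and 409.7 ± 171 in HX58, against 1.06 ± 0.483 and 9.70 ± 3.15 in MA. The interactions between variety and treatment ranked first by fitted change were, in mean FPKM from control to treatment, BnaA03g57880D (DTXL1) after CA (13.1 to 0.539 in HX17 and 0.0197 to 2.54 in HX58; adjusted p = 0.00104, not called without HX58_MA 1 at 0.00689), BnaAnng39160D (COL2) after CA (7.61 to 25.7 in HX17 and 8.59 to 0 in HX58; adjusted p = 3.25e-04), BnaA02g27280D (SOT12) after FA (16.1 to 0.267 in HX17 and 0 to 0.512 in HX58; adjusted p = 0.00280, not called without HX17_FA 1 or HX17_MA 1, 2, 3 or HX58_FA 2, 3 or HX58_MA 1, 2, 3 at 0.00535 to 0.00912), BnaC01g16440D (REN1) after FA (0.00818 to 1.29 in HX17 and 0.172 to 0.0728 in HX58; adjusted p = 0.00100), BnaC01g08120D (XTH18) after CB (14.3 to 0 in HX17 and 0 to 0.241 in HX58; adjusted p = 1.83e-04), BnaA01g03850D (ZIP9) after CB (0.00814 to 12.3 in HX17 and 0.229 to 0.0485 in HX58; adjusted p = 1.96e-04), BnaC01g08120D (XTH18) after FB (14.3 to 0.0397 in HX17 and 0 to 0.367 in HX58; adjusted p = 3.07e-04), BnaA01g03850D (ZIP9) after FB (0.00814 to 8.35 in HX17 and 0.229 to 0.0177 in HX58; adjusted p = 0.00126, not called without HX17_MB 1, 2, 3 or HX58_MB 2 at 0.00528 to 0.00640), by edgeR. Where no library is named, the call held with each left out. In the other control group of HX17, MB for CA and FA and MA for CB and FB, mean FPKM was 3.86 for DTXL1, 8.12 for COL2, 1.06 for SOT12, 0.557 for REN1, 0.153 for XTH18 and 0.791 for ZIP9. From MA to MB, BnaA09g26380D rose in HX17 (at least 119-fold, not called without MA 1, 3 or MB 1, 3). BnaC04g31590D fell between these controls of HX17 (count ratio 276 with a 95% counting interval of 49.2 to 10960.0, not called without MA 3 or MB 1, 2, 3). From MA to MB in HX58, BnaA06g32290D rose (log2 fold change 5.42, not called without MA 1, 3 or MB 1, 2). The CBF2 locus BnaAnng34260D fell there (log2 fold change -5.36, not called without MA 1, 3 or MB 1, 2). Its FPKM was 7.65 to 15.5 in HX58_MA and 0.178 to 0.341 in HX58_MB. Changes of this locus against MA and against MB therefore start from different levels in HX58.

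With all libraries, 5698 genes differed between the varieties in MA (2835 higher and 2863 lower in HX58) and 10146 in MB (4682 and 5464). In MA the count was 3247 without HX17_MA replicate 1, 3549 without HX17_MA replicate 3 and 3494 without HX58_MA replicate 1. No biological explanation was tested for either.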
